# Transcriptional Response to Standard AML Drugs Identifies Synergistic Combinations

**DOI:** 10.3390/ijms241612926

**Published:** 2023-08-18

**Authors:** Piyush More, Joëlle Aurelie Mekontso Ngaffo, Ute Goedtel-Armbrust, Patricia S. Hähnel, Udo F. Hartwig, Thomas Kindler, Leszek Wojnowski

**Keywords:** AML, transcription, gene expression changes, cytarabine, daunorubicin, combination therapy

## Abstract

Unlike genomic alterations, gene expression profiles have not been widely used to refine cancer therapies. We analyzed transcriptional changes in acute myeloid leukemia (AML) cell lines in response to standard first-line AML drugs cytarabine and daunorubicin by means of RNA sequencing. Those changes were highly cell- and treatment-specific. By comparing the changes unique to treatment-sensitive and treatment-resistant AML cells, we enriched for treatment-relevant genes. Those genes were associated with drug response-specific pathways, including calcium ion-dependent exocytosis and chromatin remodeling. Pharmacological mimicking of those changes using EGFR and MEK inhibitors enhanced the response to daunorubicin with minimum standalone cytotoxicity. The synergistic response was observed even in the cell lines beyond those used for the discovery, including a primary AML sample. Additionally, publicly available cytotoxicity data confirmed the synergistic effect of EGFR inhibitors in combination with daunorubicin in all 60 investigated cancer cell lines. In conclusion, we demonstrate the utility of treatment-evoked gene expression changes to formulate rational drug combinations. This approach could improve the standard AML therapy, especially in older patients.

## 1. Introduction

Drug combinations provide an effective way to tackle the resistance of cancer cells to individual drugs and to reduce side effects by means of dose reduction. Taking acute myeloid leukemia (AML) as an example, the combination of cytarabine and daunorubicin forms the first-line induction therapy that achieves complete remission in 80% of the patients [1]. But most older patients, which form most AML cases, are unfit to receive this standard therapy due to toxicities associated with high-dose cytarabine [2]. Second-line, less toxic therapies consisting of hypomethylating agents, such as azacitidine, has been approved for such cases [3]. Another limitation of the standard induction therapy is that up to 35% of patients with favorable risk profiles and 80% of patients with unfavorable risk profiles eventually relapse, limiting the use of the standard drug combination due to acquired resistance [4,5]. Hence, identifying safer and optimal drug combinations is a major need to improve AML treatment outcomes, especially in older patients.

The typical approach to identifying drug combinations includes high-throughput in vitro and/or ex vivo drug cytotoxicity screening. However, the experimental evaluation of hundreds of drugs and their combinations is laborious. Hence novel predictive methods are required to shortlist the most promising candidates that can be verified experimentally. Gene expression profiles have been underutilized in clinical practice to formulate drug combinations compared to somatic mutations. For example, the standard AML therapy is supplemented in carriers of FLT3, IDH1/2, and BCL2 mutations by targeted drugs [6]. However, the use of gene expression profiles has been limited in defining the molecular identity of cells. Recently, pre-treatment gene expression profiles have been demonstrated to improve AML classification [7]. These transcriptomics-derived sub-groups were even associated with distinct prognoses and drug sensitivities. Gene expression profiles have also been explored to identify specific biomarkers defining AML aggressiveness, the likelihood of relapse, and to predict the treatment response [8,9,10].

However, such gene expression-based markers are still far away from clinical implementation. Crucially, their utility in treatment refinements has not been explored, although it is known that the transcriptional effects contribute to the drug’s anticancer activity [11]. The most likely reason for the lack of clinical translation is that treatment-relevant gene expression profiles become apparent only after the treatment onset. Considering that chemotherapeutic drugs typically inhibit cancer cells by altering multiple molecular processes, capturing their effect on global transcription possesses immense potential in drug repurposing [12]. Thus, we have shown that the transcriptional changes in response to topoisomerase II poison etoposide enhance its cytotoxic effects mediated via primary DNA double-strand breaks. We further utilized these transcriptional changes to identify etoposide combination partners [13].

In the present work, we analyzed the transcriptional response of AML cells to first-line drugs cytarabine and daunorubicin as monotherapies and in combination by performing RNA sequencing. By comparative analysis, we identified response-defining gene expression signatures that were mimicked pharmacologically to identify potential novel daunorubicin-based combinations.

## 2. Results

### 2.1. AML Cell Lines Exhibit Variable Response to Standard Drugs

We treated HL60, MOLM13, and OCIAML3 cells with cytarabine (0.1 µM), daunorubicin (0.02 µM), and their combination (0.1 µM cytarabine + 0.02 µM daunorubicin) for 24 h. CellTiter-Glo-based cell cytotoxicity measurements revealed differential sensitivity of these cells to individual drug treatments. HL60 cells exhibited the lowest response to daunorubicin treatment (percentage cell death 7 ± 7.02), while OCIAML3 did not respond to cytarabine treatment (Figure 1A). On the other hand, MOLM13 cells responded to both cytarabine (percentage cell death 66.6 ± 5.6) and daunorubicin (percentage cell death 91.8 ± 4.7) treatments. All three cell lines responded similarly to the combination of cytarabine and daunorubicin (percentage cell death 77.7 ± 25.2, 89.5 ± 10.9, and 86.6 ± 1.3 for HL60, MOLM13, and OCIAML3, respectively).

### 2.2. Cytotoxic Response of AML Cells Correlates with the Transcription Response

To understand the transcriptional basis for drug sensitivity and synergy, we quantified gene expression by performing total RNA sequencing after treatment with cytarabine and daunorubicin as monotherapies and after the combination therapy. 

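HL60, MOLM13 and OCIAML3 are established human cell lines of acute myeloid leukemia. Cells were treated for 24 h with the solvent DMSO, with 0.1 µM cytarabine, with 0.02 µM daunorubicin or with both drugs at these doses. Cytarabine is a nucleoside analog that blocks DNA synthesis, and daunorubicin is an anthracycline that intercalates into DNA and poisons topoisomerase II. Each of the 12 groups has 3 samples labelled as biological replicates, which gives 36 libraries. The sources used here do not say whether the replicates of a group were treated on separate days, so p-values measure the spread between these samples.

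The lines differed before treatment in genes that mark their origin. The myeloperoxidase gene MPO was at 3559 ± 402 CPM (TMM-normalized counts scaled to a common library total, SD, n = 3) in DMSO-treated HL60 cells, 51 ± 4.34 CPM in MOLM13 and 2.33 ± 0.356 CPM in OCIAML3. HOXA9 was at 111 ± 6.02 CPM in MOLM13 and 88.3 ± 6.49 CPM in OCIAML3, MEIS1 at 58 ± 8.87 and 29.4 ± 0.651 CPM, and both were under the count filter in HL60. FLT3, which carries an internal tandem duplication in MOLM13, was at 363 ± 35.9 CPM there, 12.1 ± 1.46 CPM in HL60 and 8.16 ± 3.16 CPM in OCIAML3. HOXB4 passed the filter in OCIAML3 alone, at 7.93 ± 0.428 CPM. CDKN2A was at 14.6 ± 2.59 CPM in HL60 and 3.33 ± 0.105 CPM in OCIAML3. MYC was at 698 ± 118, 682 ± 127 and 251 ± 6.76 CPM in HL60, MOLM13 and OCIAML3. ELANE was at 1587 ± 28.4 CPM in MOLM13 and 734 ± 34.2 CPM in OCIAML3.

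The deposited values are the estimated counts per transcript that the authors made with Salmon, one set per library. The paper states a depth of 30000000 reads. The estimated counts, which all values here use, summed to between 25067734 and 47322144 per library (median 32194478). In HL60 the totals were 30793743 to 33451123 (median 32459403) with DMSO, 29427438 to 34085907 (median 31720231) with cytarabine, 29132492 to 38002008 (median 31528028) with daunorubicin and 30949987 to 37758799 (median 36341502) with the combination. In MOLM13 they were 31282324 to 32986542 (median 32189777) with DMSO, 26743075 to 37481014 (median 37295005) with cytarabine, 25067734 to 29022802 (median 26514404) with daunorubicin and 28267974 to 33652473 (median 28347811) with the combination. In OCIAML3 they were 31639127 to 45364994 (median 32682508) with DMSO, 27789707 to 35629533 (median 34796435) with cytarabine, 29239604 to 37670409 (median 30201569) with daunorubicin and 32199180 to 47322144 (median 42716152) with the combination. Of the 252199 transcripts in each library, 235378 were matched by their Ensembl identifier to 59041 genes of GENCODE release 44 on GRCh38, and 16821 were left out, with 3.99% to 4.52% of the counts. Transcript counts were summed per gene and rounded. Each cell line was fitted by itself in edgeR with its quasi-likelihood test, and a gene was called at a false discovery rate under 0.05 and a log2 fold change beyond 1 in size, the thresholds of the paper. CPM are normalized by TMM, and values are means ± SD over 3 libraries. Total RNA was taken and the libraries were unstranded, and the sources used here name no step of RNA selection, so a gene and its antisense partner, and genes with near-identical copies, are uncertain.

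In OCIAML3, 330 genes differ between daunorubicin and DMSO in replicates 1 and 2. On a score over these genes (0 at the mean of DMSO, 1 at that of daunorubicin), the library labelled cytarabine replicate 3 stood at 0.391, against 0.0637 and -0.003 for cytarabine replicates 1 and 2, and the library labelled combination replicate 3 at -0.0947, against 1.17 and 0.901 for combination replicates 1 and 2. By correlation with the group means, 17 of 36 libraries lay nearest to a group other than their own, so that measure does not single these 2 out. OCIAML3 results were computed over all libraries as labelled and also without these 2, a choice made after seeing the data, and a value from the second fit says so. No library was given another label.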

We compared these profiles with DMSO-treated cells to identify the gene expression changes. Most transcriptional changes in AML cells were gene inductions (average 79%); as opposed to gene repressions (average 21%). This proportion was consistent across both individual treatments and the combination treatment (average percentage of down-regulated genes 21.7, 20.1, and 21.1 and average percentage of up-regulated genes 78.3, 79.9, and 78.9 for cytarabine, daunorubicin, and combination, respectively). 

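Genes under 1 CPM in DMSO made up much of the up-regulated genes, and genes above that level also rose steeply. In HL60 cells treated with cytarabine, CXCL8, a chemokine that attracts neutrophils, rose from 6.69 ± 4.49 CPM to 501 ± 307 CPM (SD, n = 3), a log2 fold change of 6.23 (standard error 0.77, adjusted p = 4.15e-05 from edgeR). CCL2, a chemokine that attracts monocytes, rose by 5.86 (standard error 0.44, adjusted p = 1.72e-06 from edgeR) on the log2 scale and the AP-1 gene JUN by 5.55 (standard error 0.63, adjusted p = 2.46e-05 from edgeR). Fewer genes fell, among them PRTN3, a serine protease of promyelocyte granules whose annotated alternate copies can share its reads, with a log2 fold change of -3.59 (standard error 0.97, adjusted p = 0.00852 from edgeR), and P2RY2, a nucleotide receptor, with -2.33 (standard error 0.26, adjusted p = 2.18e-05 from edgeR).

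Over the 6 comparisons of HL60 and MOLM13 cells with called genes, the mean share of up-regulated genes was 78.1%. It was 81.5% after cytarabine, 92.6% after daunorubicin and 73% after the combination in HL60, and 87.4%, 66.5% and 67.8% in MOLM13. Of the up-regulated genes, 1214 of 2143 in HL60 cells after cytarabine and 889 of 1832 in MOLM13 cells after daunorubicin were under 1 CPM in DMSO. At a false discovery rate under 0.05 with no fold threshold, 3687 genes were higher and 3434 lower in HL60 cells after cytarabine, 1994 and 1426 after daunorubicin and 4379 and 3945 after the combination. In MOLM13 these were 2774 and 2882, 4354 and 4167, and 4371 and 4215. OCIAML3 gave no share over all libraries. Without the 2 OCIAML3 libraries the mean share over 8 comparisons was 78.8%.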

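Among genes past both thresholds, both drugs and the combination raised more than they lowered in HL60 and MOLM13, while at the false discovery rate alone 2774 genes were higher and 2882 lower in MOLM13 after cytarabine. In MOLM13 cells, GDF15, a stress-induced cytokine and p53 target on chromosome 19 from 18374731 to 18389176 of GRCh38, rose from 0.39 ± 0.211 CPM to 34 ± 10.6 CPM (SD, n = 3) with cytarabine, a log2 fold change of 6.42 (standard error 0.73, adjusted p = 0.000119 from edgeR). Its log2 fold change was 4.91 (standard error 0.72, adjusted p = 0.000195 from edgeR) with daunorubicin and 5.12 (standard error 0.72, adjusted p = 0.000152 from edgeR) with the combination. HMOX1, which encodes the heme-degrading enzyme heme oxygenase-1, had 3.78 (standard error 0.34, adjusted p = 6.04e-05 from edgeR), 3.57 (standard error 0.34, adjusted p = 1.48e-05 from edgeR) and 3.65 (standard error 0.34, adjusted p = 1.72e-05 from edgeR) for the same treatments. DDN fell under all of them, by 2.19 on the log2 scale with cytarabine, 3.17 with daunorubicin and 3.07 with the combination (adjusted p at most 0.000653 from edgeR).

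Averaged over HL60 and MOLM13, 84.4% of the called genes were up-regulated and 15.6% down-regulated after cytarabine, 79.6% and 20.4% after daunorubicin, and 70.4% and 29.6% after the combination. The share of down-regulated genes differed between the lines by more than between the treatments after daunorubicin, at 7.37% in HL60 and 33.5% in MOLM13. These are shares of called genes in single comparisons, and no test of a difference between them was run.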

The total number of differentially expressed genes correlated with the percentage of cell death in response to drug treatments. 

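HL60 and MOLM13 differed in the order of the treatments by number of called genes. HL60 had 1139 differentially expressed genes (1055 up and 84 down) after daunorubicin, 2630 differentially expressed genes (2143 up and 487 down) after cytarabine and 3631 differentially expressed genes (2650 up and 981 down) after the combination. MOLM13 had 1316 differentially expressed genes (1150 up and 166 down) after cytarabine, 2756 differentially expressed genes (1832 up and 924 down) after daunorubicin and 2818 differentially expressed genes (1910 up and 908 down) after the combination. In OCIAML3, edgeR called 0 genes after each treatment over all libraries. Without the 2 OCIAML3 libraries the counts were 0 after cytarabine, 701 after daunorubicin (610 up and 91 down) and 1327 after the combination (996 up and 331 down). Leaving out 1 library at a time gave up to 694 (without OCIAML3 combination replicate 3) after daunorubicin and 1319 (without OCIAML3 combination replicate 3) after the combination. Combination replicate 3 is in neither group of the daunorubicin comparison, so the 0 after daunorubicin depended on a library outside it. Over all libraries 255, 5086 and 3873 genes had an unadjusted p under 0.05 after cytarabine, daunorubicin and the combination, and DESeq2 called 1, 324 and 8 genes.

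ZMAT3, an RNA-binding p53 target, rose in MOLM13 cells by 1.44 (standard error 0.21, adjusted p = 0.000466 from edgeR) on the log2 scale after cytarabine and 2.17 (standard error 0.22, adjusted p = 1.79e-05 from edgeR) after daunorubicin, and had -0.66 (standard error 0.16, adjusted p = 0.00386 from edgeR) and -0.42 (standard error 0.16, adjusted p = 0.0688 from edgeR) in HL60 cells. The p53 target list did rise in HL60 after cytarabine: of 24, 8 rose and 0 fell (8 and 0 when adjusted over the list alone), with adjusted p = 0.000864 from camera and adjusted p = 0.217 with an estimated correlation. The tests covered 15608 genes in HL60, 16184 in MOLM13 and 16650 in OCIAML3. The percentage of cell death comes from another assay that was not analysed here, so no correlation with it was computed.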

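Daunorubicin raised genes of leukocyte adhesion and lowered genes of mitosis in HL60 cells. CXCR3, a chemokine receptor, rose from 0.73 ± 0.331 CPM to 8.81 ± 2.37 CPM (SD, n = 3), a log2 fold change of 3.59 (standard error 0.30, adjusted p = 2.58e-05 from edgeR). GPSM1, a regulator of G protein signaling, had 3.33 (standard error 0.28, adjusted p = 2.58e-05 from edgeR), the integrin gene ITGB7 2.84 (standard error 0.31, adjusted p = 9.96e-05 from edgeR) and the co-stimulatory ligand CD86 2.83 (standard error 0.35, adjusted p = 0.000209 from edgeR). CENPE, a kinesin of the mitotic kinetochore, fell to a log2 fold change of -1.65 (standard error 0.13, adjusted p = 2.44e-05 from edgeR), the helicase gene PIF1 to -1.55 (standard error 0.28, adjusted p = 0.00201 from edgeR) and GMEB1 to -1.77 (standard error 0.22, adjusted p = 0.000204 from edgeR). For PIF1 in HL60 after daunorubicin, the call ended in the fit of all 36 libraries, at -1.53 (adjusted p = 0.11 from edgeR).

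Of 29 genes of leukocyte adhesion and migration, 8 rose and 0 fell (12 and 0 when adjusted over the list alone), with adjusted p = 1.19e-05 from camera and adjusted p = 0.378 with an estimated correlation. Of 23 mitosis genes, 0 rose and 6 fell (0 and 6 when adjusted over the list alone), with adjusted p = 2.09e-22 from camera and adjusted p = 0.0453 with an estimated correlation. CDC20, an activator of the anaphase-promoting complex, was at 232 ± 2.57 CPM in DMSO and 81.6 ± 20.2 CPM after daunorubicin. Leaving out 1 library changed the number of daunorubicin-responsive genes in HL60 from 1139 to between 722 (without HL60 daunorubicin replicate 2) and 1396 (without HL60 daunorubicin replicate 3).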

HL60 cells responded least to the daunorubicin treatment and exhibited the least number of differentially expressed genes (1806) compared to cytarabine (3552) and the combination (4608). 

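With both drugs, HL60 cells turned on the cell cycle inhibitor CDKN1A from near silence and lowered the genes that build ribosomes. CDKN1A lies on chromosome 6 from 36676460 to 36687337 of GRCh38 and encodes p21. It stood at 0.22 ± 0.145 CPM in DMSO and 92.8 ± 23.1 CPM after the combination (SD, n = 3), a log2 fold change of 8.73 (standard error 0.41, adjusted p = 1.07e-07 from edgeR). All 3 combination libraries lay above all 3 DMSO libraries for CDKN1A, which chance gives for 10% of unchanged genes in either direction. KLHDC7B rose by 7.44 (standard error 0.72, adjusted p = 3.72e-06 from edgeR) on the log2 scale. PRTN3 fell by 5.42 (standard error 1.06, adjusted p = 0.000778 from edgeR), and PLD6, a mitochondrial phospholipase, had -2.87 (standard error 0.25, adjusted p = 1.72e-06 from edgeR).

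Of 23 ribosome biogenesis genes, 0 rose and 23 fell (0 and 23 when adjusted over the list alone), with adjusted p = 1.25e-23 from camera and adjusted p = 0.217 with an estimated correlation. The RNA polymerase I subunit gene POLR1B had -1.85 (standard error 0.27, adjusted p = 7.03e-05 from edgeR) and the nucleolin gene NCL -2.01 (standard error 0.18, adjusted p = 1.98e-06 from edgeR). Of 24 protein folding genes, 0 rose and 16 fell (0 and 16 when adjusted over the list alone), with adjusted p = 1.12e-14 from camera and adjusted p = 0.334 with an estimated correlation, and of 11 promyelocyte granule genes, 1 rose and 6 fell (1 and 6 when adjusted over the list alone), with adjusted p = 0.00108 from camera and adjusted p = 0.201 with an estimated correlation. The combination effect differed from the sum of the single drugs on the log2 scale in 802 HL60 genes at a false discovery rate under 0.05. Effects larger and smaller than the sum both enter this number, so it is no measure of synergy. The number depended on the setting: 441 with the transcript length offset, 1430 by DESeq2, 1417 with no low-count filter and 1349 in the fit of all 36 libraries. With the replicate number as a block this number was 2811, and the same-numbered HL60 libraries deviate together. Leaving out 1 library gave between 343 (without HL60 daunorubicin replicate 2) and 1019 (without HL60 daunorubicin replicate 3).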

The highest number of differentially expressed genes in response to the combination was associated with the highest cytotoxicity (Figure 1A,B).

Similarly, OCIAML3 cells with no response to cytarabine treatment exhibited only six differentially expressed genes. 

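Cytarabine left the p53 targets of OCIAML3 cells near their DMSO level in the libraries labelled cytarabine replicates 1 and 2 and above it in the library labelled cytarabine replicate 3. CDKN1A was at 109.9 and 102 CPM in replicates 1 and 2 and at 378 CPM in the library labelled replicate 3, against 105, 90.6 and 78.5 CPM with DMSO. In the libraries labelled combination it was at 1389, 1082 and, in the one labelled replicate 3, 84.3 CPM. ZMAT3 was at 43.7, 43.4 and 66.8 CPM in the libraries labelled cytarabine and at 118, 103 and 41.9 CPM in those labelled combination.

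edgeR called 0 genes after cytarabine in OCIAML3, and 255 of 16650 genes had an unadjusted p under 0.05. DESeq2 called 1, the edgeR exact test on the 6 libraries 0 and the fit of all 36 libraries 0. In the fit without the 2 libraries edgeR also called 0. Over all libraries, of 29 p53 targets, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), with adjusted p = 2.77e-10 from camera and adjusted p = 0.38 with an estimated correlation. Left without OCIAML3 cytarabine 3, the p53 targets list in OCIAML3 after cytarabine had adjusted p = 0.0568 from limma. Without cytarabine 3 and combination 3, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), with a median log2 fold change of 0.07 and adjusted p = 0.00113 from camera and adjusted p = 0.535 with an estimated correlation, a small shift that passed as a list.

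**Figure D1:**
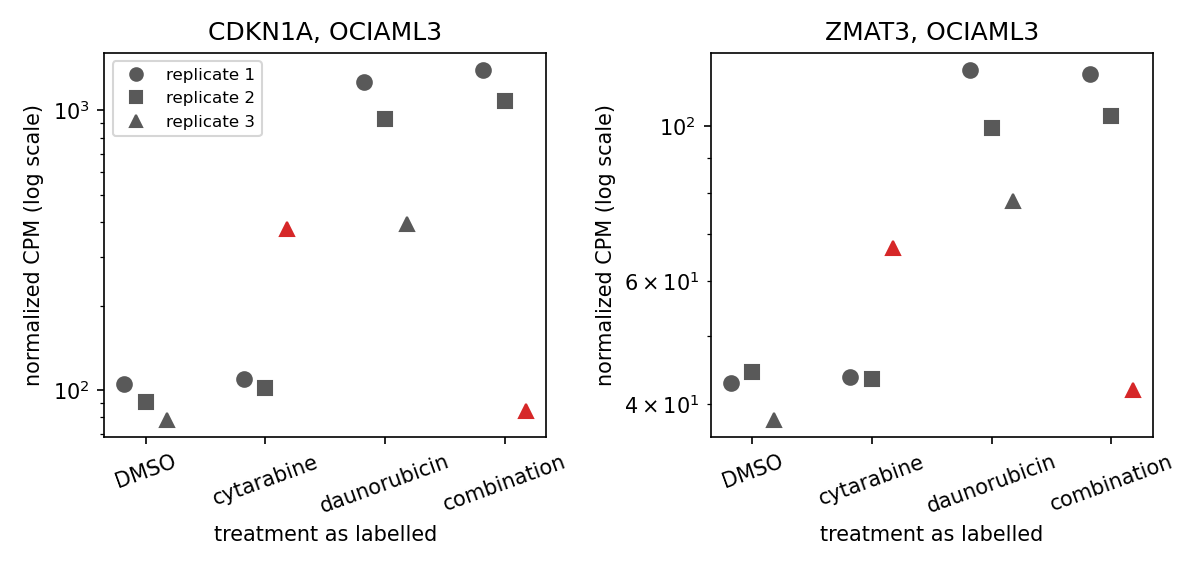
Normalized CPM of CDKN1A (left) and ZMAT3 (right) on a log axis in each of the 12 OCIAML3 libraries, by treatment as labelled. Each point is 1 library, its shape gives the replicate number, and the 2 libraries discussed are red. For CDKN1A the library labelled cytarabine replicate 3 sits at 378 CPM, near the daunorubicin library of replicate 3 at 391 CPM, and the library labelled combination replicate 3 at 84.3 CPM, near the DMSO libraries.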

MOLM13 cells also exhibited an increasing number of differentially expressed genes with increasing cytotoxicity to cytarabine, daunorubicin, and the combination. This indicated that the cytotoxic response was reflected by the transcriptional response of AML cell lines to the treatments.

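In MOLM13 cells cytarabine raised p53 targets, and daunorubicin and the combination also lowered the genes of DNA replication. Library composition moved with treatment too. Retained-intron transcripts held 4.61% to 4.78% of counts with DMSO, 5.05% to 5.48% after cytarabine, 5.89% to 6.23% after daunorubicin and 5.5% to 6.66% after the combination. Whether this bears on these lists was not tested. Of 28 p53 targets, 17 rose and 0 fell (17 and 0 when adjusted over the list alone) after cytarabine, with adjusted p = 1.25e-23 from camera and adjusted p = 0.201 with an estimated correlation. After daunorubicin 20 rose and 0 fell (20 and 0 when adjusted over the list alone), with adjusted p = 4.5e-18 from camera and adjusted p = 0.201 with an estimated correlation, and after the combination 19 rose and 0 fell (19 and 0 when adjusted over the list alone), with adjusted p = 1.15e-17 from camera and adjusted p = 0.201 with an estimated correlation. MDM2, a member of this list, had log2 fold changes of 1.59 (standard error 0.18, adjusted p = 0.000125 from edgeR), 2.32 (standard error 0.19, adjusted p = 8.41e-06 from edgeR) and 2.25 (standard error 0.19, adjusted p = 1.14e-05 from edgeR) after cytarabine, daunorubicin and the combination.

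Of 36 DNA replication genes, 0 rose and 0 fell (0 and 0 when adjusted over the list alone) after cytarabine, with adjusted p = 0.755 from camera and adjusted p = 0.959 with an estimated correlation. After the combination 0 rose and 33 fell (0 and 33 when adjusted over the list alone), with adjusted p = 4.19e-09 from camera and adjusted p = 0.421 with an estimated correlation. MCM10, a replication initiation factor, was at 100.3 ± 4.72 CPM in DMSO and 14.7 ± 15.5 CPM after the combination (SD, n = 3), a log2 fold change of -2.76 (standard error 0.68, adjusted p = 0.0052 from edgeR), and had -0.42 (standard error 0.63, adjusted p = 0.647 from edgeR) after cytarabine. The libraries of this group are not uniform: MCM10 was at 32.6, 4.59 and 7.01 CPM in combination replicates 1, 2 and 3, and on a score of the daunorubicin response over 1252 genes picked in replicates 2 and 3 (0 at the mean of DMSO, 1 at that of daunorubicin) combination 1 stood at 0.68, against 1.21 and 1.13. Without MOLM13 combination replicate 1, 3434 genes were called after the combination in place of 2818, and the median of the DNA replication list lay lower. GINS2, of the replicative helicase, had -2.63 (standard error 0.65, adjusted p = 0.00527 from edgeR) after the combination. PLXNA2, a semaphorin receptor subunit, rose by 3.22 (standard error 0.37, adjusted p = 0.000119 from edgeR) after cytarabine and 3.95 (standard error 0.37, adjusted p = 1.44e-05 from edgeR) after daunorubicin.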

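CDKN1A, the p21 gene, started from a different level in each line. In MOLM13 it went from 179.8 ± 90.1 CPM in DMSO to 1619 ± 148 CPM after cytarabine, 1627 ± 363 CPM after daunorubicin and 1570.0 ± 220 CPM after the combination (SD, n = 3 each), a log2 fold change of 3.18 (standard error 0.31, adjusted p = 1.62e-05 from edgeR) for daunorubicin. In HL60 it had 7.57 (standard error 0.41, adjusted p = 3.11e-07 from edgeR) after cytarabine and 3.18 (standard error 0.48, adjusted p = 0.000782 from edgeR) after daunorubicin. The HL60 daunorubicin libraries stood at only 1.96, 2.87 and 1.00 CPM, so the same log2 fold change as in MOLM13 stands for a far lower level. In OCIAML3 the log2 fold change after daunorubicin was 3.24 (standard error 0.87, adjusted p = 0.122 from edgeR) over all libraries and 3.23 (standard error 0.35, adjusted p = 0.000778 from edgeR) without the 2 libraries. CDKN1A in OCIAML3 after daunorubicin gained a call by DESeq2 (at 3.24, adjusted p = 0.0126), in the fit of all 36 libraries (at 3.26, adjusted p = 0.0148), by the edgeR exact test (at 3.24, adjusted p = 1.68e-14) and without OCIAML3 combination replicate 3 (at 3.24, adjusted p = 0.00946 from edgeR). The heme oxygenase gene HMOX1 had 2.38 (standard error 0.47, adjusted p = 0.0039 from edgeR) after daunorubicin in HL60. For HMOX1 in HL60 after daunorubicin, the call ended in the fit of all 36 libraries, at 2.42 (adjusted p = 0.147 from edgeR). The paper compares the number of differentially expressed genes of each treatment with the percentage of cell death in Figure 1A,B. It states that they correlated, and reads this as a sign that the cytotoxic response was reflected in transcription.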

To further understand the role of gene expression changes in drug-mediated cytotoxicity, we investigated the down-regulation of the genes essential for cell survival. We obtained the list of genes essential for the survival of HL60, OCIAML3, and MOLM13 cells from an RNAi-based cell viability screen DepMap [14,15]. Several essential genes turned out to be down-regulated. In MOLM13 and OCIAML3 cells, daunorubicin down-regulated the highest number of essential genes (510 and 15, respectively; Supplementary Figure S1). In contrast, in daunorubicin-resistant HL60 cells, daunorubicin down-regulated the least number of essential genes (45) compared to 137 by cytarabine and 270 by the combination treatment. 

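Daunorubicin lowered genes of machines that dividing cells depend on in MOLM13. The DepMap list of essential genes was not used here, and lists of core complexes stand in its place. Over 6 such lists (DNA replication, ribosome biogenesis, cytosolic ribosomal proteins, proteasome, spliceosome and protein folding), 65 of 218 genes fell after daunorubicin in MOLM13, 62 after the combination and 9 after cytarabine. The nucleolar genes NCL and NOP56 had log2 fold changes of -1.19 (standard error 0.08, adjusted p = 5.79e-06 from edgeR) and -1.22 (standard error 0.07, adjusted p = 4.5e-06 from edgeR) after daunorubicin. PSMD1, of the proteasome, had -1.14 (standard error 0.08, adjusted p = 6.25e-06 from edgeR) and SNRPD1, of the spliceosome, -1.32 (standard error 0.16, adjusted p = 6.29e-05 from edgeR).

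Of 23 ribosome biogenesis genes, 0 rose and 13 fell (0 and 13 when adjusted over the list alone), with adjusted p = 1.25e-23 from camera and adjusted p = 0.201 with an estimated correlation. Of 30 spliceosome genes, 0 rose and 4 fell (0 and 4 when adjusted over the list alone), with adjusted p = 3.72e-11 from camera and adjusted p = 0.334 with an estimated correlation, and of 30 proteasome genes, 0 rose and 3 fell (0 and 3 when adjusted over the list alone), with adjusted p = 1.9e-09 from camera and adjusted p = 0.38 with an estimated correlation. Of 24 protein folding genes, 0 rose and 14 fell (0 and 14 when adjusted over the list alone), with adjusted p = 1.42e-17 from camera and adjusted p = 0.298 with an estimated correlation. Of 75 cytosolic ribosomal protein genes, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), with adjusted p = 7.32e-07 from camera and adjusted p = 0.411 with an estimated correlation. In OCIAML3 edgeR called 0 of the 218 genes after daunorubicin over all libraries, and without the 2 libraries 1 fell after daunorubicin and 5 after the combination.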

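In HL60 cells the ribosome-building genes had a smaller median change with daunorubicin than with cytarabine. NCL was at 2241 ± 47.6 CPM in DMSO, 1431 ± 306 CPM after daunorubicin and 706 ± 74.6 CPM after cytarabine (SD, n = 3). Its log2 fold change was -0.65 (standard error 0.17, adjusted p = 0.0177 from edgeR) after daunorubicin and -1.67 (standard error 0.18, adjusted p = 1.53e-05 from edgeR) after cytarabine. Over the 6 lists of core complexes, 0 of 218 genes passed both thresholds after daunorubicin, 37 fell after cytarabine and 47 after the combination. The count of 0 is from edgeR, and the difference between the treatments was not itself tested.

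Of 23 ribosome biogenesis genes, 0 rose and 0 fell (0 and 0 when adjusted over the list alone) after daunorubicin, with adjusted p = 9.15e-09 from camera and adjusted p = 0.372 with an estimated correlation, and a median log2 fold change of -0.51. After cytarabine 0 rose and 21 fell (0 and 21 when adjusted over the list alone), with adjusted p = 8.36e-19 from camera and adjusted p = 0.282 with an estimated correlation, and a median of -1.22. Of 24 protein folding genes, 0 rose and 13 fell (0 and 13 when adjusted over the list alone) after cytarabine, with adjusted p = 2.93e-13 from camera and adjusted p = 0.341 with an estimated correlation. After the combination, 5 of 30 proteasome genes and 2 of 30 spliceosome genes fell (5 and 2 when adjusted over the list alone), with adjusted p = 4.75e-10 and 2.43e-07 from camera, and adjusted p = 0.372 and 0.334 with an estimated correlation. Of 75 cytosolic ribosomal protein genes, 0 rose and 1 fell (0 and 1 when adjusted over the list alone) after the combination, with adjusted p = 0.00773 from camera and adjusted p = 0.742 with an estimated correlation. Left without HL60 DMSO 1 or combination 2, the cytosolic ribosomal proteins list in HL60 after the combination had adjusted p = 0.0544 to 0.101 from limma.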

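No core-complex gene of OCIAML3 cells passed the test after cytarabine. NOP56 was at 325 ± 9.48 CPM in DMSO and 302 ± 34.1 CPM after cytarabine (SD, n = 3), and MCM2, a subunit of the replicative helicase, at 332 ± 9.83 CPM and 312 ± 33 CPM. Their log2 fold changes were -0.11 (standard error 0.20, adjusted p = 1 from edgeR) and -0.09 (standard error 0.27, adjusted p = 1 from edgeR). Of 23 ribosome biogenesis genes, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), with adjusted p = 0.0114 from camera and adjusted p = 0.654 with an estimated correlation, and of 36 DNA replication genes, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), with adjusted p = 0.0357 from camera and adjusted p = 0.756 with an estimated correlation. For the ribosome biogenesis list in OCIAML3 after cytarabine, camera gave adjusted p = 0.0608 to 0.932 from limma without OCIAML3 DMSO 1 or cytarabine 3. Left without OCIAML3 DMSO 2, DMSO 3 or cytarabine 3, the DNA replication list in OCIAML3 after cytarabine had adjusted p = 0.0833 to 0.441 from limma. The median log2 fold change was 0.05 without OCIAML3 cytarabine 3. The DNA replication list in OCIAML3 after cytarabine also lost its call on DESeq2 values, with no low-count filter, with the transcript length offset and in the fit of all 36 libraries, at adjusted p = 0.0572 to 0.137 from limma. Without the 2 libraries, ribosome biogenesis had adjusted p = 0.79 from camera and adjusted p = 0.961 with an estimated correlation, and DNA replication passed in the other direction, with a median log2 fold change of 0.0522 and adjusted p = 0.0352 from camera and adjusted p = 0.754 with an estimated correlation. In that fit edgeR again called 0 of the 218 core-complex genes, and over all libraries 255 genes had an unadjusted p under 0.05, with 1 called by DESeq2.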

Analogously in cytarabine-resistant OCIAML3 cells, no essential gene was down-regulated by cytarabine treatment. These results suggested the involvement of gene expression changes in driving cytotoxic response besides the primary action of the drug.

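The genes of core complexes that fell in HL60 with the combination and in MOLM13 with daunorubicin overlapped in part. Of the 47 and 65 genes that fell, 26 were the same. These include the nucleolar genes NOP58, RRS1 and UTP20, the proteasome gene PSMD1 and the chaperonin genes TCP1 and CCT5. RRS1 had log2 fold changes of -1.84 (standard error 0.15, adjusted p = 1.51e-06 from edgeR) in HL60 and -1.08 (standard error 0.09, adjusted p = 9.28e-06 from edgeR) in MOLM13, and CCT5 had -1.58 (standard error 0.15, adjusted p = 2.69e-06 from edgeR) and -1.16 (standard error 0.09, adjusted p = 8.23e-06 from edgeR). The lists differed in DNA replication: DNA replication genes made up 31 of the 65 in MOLM13, and in HL60 with the combination 0 of 36 fell and 2 rose (0 and 2 when adjusted over the list alone), with adjusted p = 0.0147 from camera and adjusted p = 0.377 with an estimated correlation. The DNA replication list in HL60 after the combination lost its call in the fit of all 36 libraries, at adjusted p = 0.504 from limma. The overlap was not compared with chance, since the lists were chosen as sets of co-regulated genes.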

### 2.3. Transcription Response of AML Cells Vary between Individual Drugs and the Combination

To investigate the similarities between standard AML drugs and their combination at the transcriptional level, we compared the differentially expressed genes across the three AML cell lines. There were, on average 4% down-regulated and 20% up-regulated genes common to all treatments (Figure 2). 

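Some genes changed in the same direction under all 3 treatments in both HL60 and MOLM13 cells. The integrin gene ITGAM had log2 fold changes of 1.81 (standard error 0.51, adjusted p = 0.0227 from edgeR) in HL60 and 1.82 (standard error 0.32, adjusted p = 0.000611 from edgeR) in MOLM13 after daunorubicin, and was called in the same direction after cytarabine and the combination in both lines. The call of ITGAM in HL60 after daunorubicin was lost without HL60 daunorubicin 1, DMSO 2, daunorubicin 2 or DMSO 3, at 1.29 to 1.83 (adjusted p = 0.0577 to 0.12 from edgeR). For ITGAM in HL60 after daunorubicin, the call ended with the transcript length offset, at 1.68 (adjusted p = 0.0538 from edgeR). FGFR3, a growth factor receptor, had 2.02 (standard error 0.28, adjusted p = 0.00038 from edgeR) and 2.79 (standard error 0.69, adjusted p = 0.00537 from edgeR). NEFH, a neurofilament gene, fell under every treatment in both lines, with -1.75 (standard error 0.29, adjusted p = 0.00129 from edgeR) in HL60 and -1.72 (standard error 0.17, adjusted p = 1.73e-05 from edgeR) in MOLM13 after daunorubicin.

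In HL60, 919 of 2852 up-regulated genes (32.2%) and 49 of 1088 down-regulated genes (4.50%) were common to the 3 treatments. In MOLM13 these were 751 of 2451 (30.6%) and 60 of 1165 (5.15%). The means over the lines with called genes were 31.4% and 4.83%. Without the 2 OCIAML3 libraries, where cytarabine has no called gene in OCIAML3, the means over 3 lines were 21% and 3.22%. Independent lists of these sizes would have 24.6 up-regulated genes in common in HL60 and 15.4 in MOLM13. The treatments share their DMSO libraries. Groups simulated without a change against those libraries had at most 1 gene called in all 3 treatments in HL60 and 0 in MOLM13 (10 draws each), a value that leaves out the effects. The DMSO libraries are too few to split, so part of the excess can come from them.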

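In HL60 cells, targets of the transcription factor NF-kB rose with cytarabine and with the combination, and fewer of them with daunorubicin. Of 17 NF-kB targets, 13 rose and 0 fell (13 and 0 when adjusted over the list alone) after cytarabine, with adjusted p = 2.26e-13 from camera and adjusted p = 0.201 with an estimated correlation. After the combination 13 rose and 0 fell (13 and 0 when adjusted over the list alone), with adjusted p = 6.98e-11 from camera and adjusted p = 0.201 with an estimated correlation, and after daunorubicin 5 rose and 0 fell (6 and 0 when adjusted over the list alone), with adjusted p = 0.00183 from camera and adjusted p = 0.372 with an estimated correlation. NFKBIA, the NF-kB inhibitor, had log2 fold changes of 2.48 (standard error 0.37, adjusted p = 0.000152 from edgeR) with cytarabine, 2.54 (standard error 0.37, adjusted p = 7.07e-05 from edgeR) with the combination and 0.18 (standard error 0.35, adjusted p = 0.765 from edgeR) with daunorubicin. The difference between cytarabine and daunorubicin was not tested gene by gene.

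As a share of the genes called after any treatment of HL60, 71.1% of the up-regulated and 37% of the down-regulated genes were common to cytarabine and the combination (2029 and 403 genes). For cytarabine and daunorubicin the shares were 33% and 4.96% (941 and 54 genes), and for daunorubicin and the combination 33.1% and 5.15% (945 and 56 genes). Independent lists would share 363.8 up-regulated genes between cytarabine and the combination, and 179.1 between daunorubicin and the combination. Groups simulated without a change against the shared DMSO libraries had at most 1 gene called in any treatment, a value that leaves out the effects, and part of the excess can come from these libraries.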

In HL60 cells, the transcriptional response to cytarabine and the combination treatment was more comparable (31.2% down- and 65.1% up-regulated genes common) than the response to cytarabine and daunorubicin (7.8% down- and 33.5% up-regulated genes common) and daunorubicin and the combination (7.4% down- and 33.9% up-regulated genes common). In contrast, the transcriptional response of MOLM13 and OCIAML3 cells showed the most overlap between daunorubicin and the combination (55% down- and 53.6% up—regulated genes common in MOLM13 and 17.7% down- and 43.5% up-regulated genes common in OCIAML3) (Figure 2). These were also the cell lines with higher cytotoxic response to daunorubicin than HL60 cells (Figure 1A). 

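In MOLM13 cells, the genes changed by daunorubicin and by the combination overlapped more than those of any other pair of treatments. The stem cell factor receptor gene KIT had log2 fold changes of 3.91 (standard error 0.26, adjusted p = 6.25e-06 from edgeR) with daunorubicin and 3.43 (standard error 0.26, adjusted p = 1.04e-05 from edgeR) with the combination, and the lymphocyte receptor gene CD6 3.92 (standard error 0.40, adjusted p = 1.93e-05 from edgeR) and 3.62 (standard error 0.39, adjusted p = 3.08e-05 from edgeR). PHGDH, the first enzyme of serine synthesis, had -2.70 (standard error 0.33, adjusted p = 5.32e-05 from edgeR) and -2.49 (standard error 0.32, adjusted p = 8.71e-05 from edgeR), and with cytarabine -0.42 (standard error 0.30, adjusted p = 0.312 from edgeR). The phosphatase gene CDC25A had -2.61 (standard error 0.59, adjusted p = 0.00329 from edgeR) with daunorubicin and -0.58 (standard error 0.55, adjusted p = 0.451 from edgeR) with cytarabine.

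Of the genes called after any treatment of MOLM13, 1562 up-regulated genes (63.7%) and 741 down-regulated genes (63.6%) were common to daunorubicin and the combination, against 33.6% and 6.27% for cytarabine and the combination. Independent lists would share 216.2 and 51.8 genes in the first pair, and unchanged groups simulated against the shared DMSO libraries had 0 called genes; part of the excess can come from these libraries. In OCIAML3 edgeR called no gene over all libraries, so no share can be formed. Without the 2 libraries, 525 of 1081 up-regulated genes (48.6%) and 72 of 350 down-regulated genes (20.6%) of OCIAML3 were common to daunorubicin and the combination.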

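Counted over both drugs together, most genes that a single drug changed in HL60 and MOLM13 were also changed by the combination, in the same direction, but of the genes that cytarabine lowered in MOLM13 fewer were: 73 of 166. In HL60, CCNE2, which encodes cyclin E2, had log2 fold changes of 2.13 (standard error 0.21, adjusted p = 9.48e-06 from edgeR) with cytarabine and 2.35 (standard error 0.21, adjusted p = 2.13e-06 from edgeR) with the combination. In MOLM13, RRM2, a subunit of ribonucleotide reductase, had -2.67 (standard error 0.75, adjusted p = 0.0109 from edgeR) with daunorubicin and -2.31 (standard error 0.74, adjusted p = 0.0207 from edgeR) with the combination. RRM2 in MOLM13 after the combination lost its call without MOLM13 combination 3, at -1.96 (adjusted p = 0.0792 from edgeR). HPDL fell in MOLM13 with -1.85 (standard error 0.11, adjusted p = 3.65e-05 from edgeR) after cytarabine and -2.02 (standard error 0.12, adjusted p = 7.75e-06 from edgeR) after the combination.

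Counted against all genes called after any treatment, the genes of the single drugs that were also called after the combination made up 72% of up-regulated and 37.7% of down-regulated genes in HL60 and 66.7% and 64.7% in MOLM13. Counted against the genes of the single drugs alone, these are 2055 of 2257 (91%) and 410 of 517 (79.3%) in HL60, and 1634 of 2175 (75.1%) and 754 of 1011 (74.6%) in MOLM13. The treatments share their DMSO libraries, against which unchanged simulated groups had at most 1 called gene in HL60 and 0 in MOLM13, and part of these overlaps can come from them. In OCIAML3 without the 2 libraries the shares of all called genes were 48.6% and 20.6%. In HL60, 595 up-regulated and 571 down-regulated genes were called after the combination and after neither drug alone. The combination effect differed from the sum of the single drugs in 3049 MOLM13 genes and 0 OCIAML3 genes by edgeR's quasi-likelihood test, with 802 in HL60 (2811 with the replicate number as a block, and between 343 (without HL60 daunorubicin replicate 2) and 1019 (without HL60 daunorubicin replicate 3) without 1 library). In OCIAML3 DESeq2 gave 6. Leaving out 1 library gave between 1834 (without MOLM13 DMSO replicate 1) and 3224 (without MOLM13 combination replicate 1) in MOLM13. All these counts join effects larger and smaller than the sum on the log2 scale. Their direction is not given, so they do not show synergy.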

On average, the proportion of differentially expressed genes from individual drugs in the combination was 32.8%, 57.3%, and 17.7% for down- and 67.2%, 58%, and 43.6% for up-regulated genes in HL60, MOLM13, and OCIAML3 cells respectively.

The comparison between different AML cell lines revealed few similarities. 

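Histone, DNA replication and p53 target genes differed between HL60 and the other lines in their response to daunorubicin. The histone gene H2BC12 had log2 fold changes of -2.18 (standard error 0.27, adjusted p = 0.000204 from edgeR) in HL60 and 2.49 (standard error 0.34, adjusted p = 0.000125 from edgeR) in MOLM13. The nuclear membrane gene NRM had 0.34 (standard error 0.11, adjusted p = 0.0418 from edgeR) in HL60 and -2.21 (standard error 0.21, adjusted p = 1.43e-05 from edgeR) in MOLM13. The p53 target MDM2 had -0.16 (standard error 0.10, adjusted p = 0.29 from edgeR) in HL60, and the difference between HL60 and the mean of the other lines was -1.93 (standard error 0.33, adjusted p = 0.000265 from edgeR). Replication-dependent histone genes have near-identical coding sequences and share reads, so the value of any single one is uncertain.

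The difference itself was tested in one fit of all 36 libraries, as the daunorubicin effect in HL60 less the mean effect in MOLM13 and OCIAML3. Where a difference from the other lines is given here and below, this mean is meant. A change in MOLM13 alone can therefore pass. It passed a false discovery rate of 0.05 in 2702 of 19053 genes, of which 1797 were higher and 905 lower in HL60. The effect was higher in HL60 than in the other lines for 0 of 29 p53 targets and lower for 13 (0 and 17 when adjusted over the list alone), and it was higher in HL60 than in the other lines for 30 of 36 DNA replication genes and lower for 0 (34 and 0 when adjusted over the list alone). Without the 2 OCIAML3 libraries 3184 genes passed. With the replicate number of each line as a block 3927 passed.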

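Over all libraries no gene was common to the 3 cell lines, because edgeR called 0 genes in OCIAML3 after cytarabine, daunorubicin and the combination (255, 5086 and 3873 genes at an unadjusted p under 0.05). By the edgeR exact test OCIAML3 had 0, 723 and 10 called genes, and by DESeq2 1, 324 and 8. Without the 2 OCIAML3 libraries, the p53 targets CDKN1A and BTG2, the integrin genes ITGAM and ITGAX, the growth factor receptor genes CSF1R and FGFR3 and the cytokine gene LIF were up-regulated by daunorubicin in each line. CSF1R, which directs monocyte differentiation, had log2 fold changes of 1.59 (standard error 0.41, adjusted p = 0.0144 from edgeR) in HL60, 1.43 (standard error 0.13, adjusted p = 1.23e-05 from edgeR) in MOLM13 and 1.65 (standard error 0.34, adjusted p = 0.00707 from edgeR) in OCIAML3 without the 2 libraries. The call of CSF1R in HL60 after daunorubicin was lost without HL60 daunorubicin 1 or DMSO 3, at 1.38 to 1.50 (adjusted p = 0.0545 to 0.0663 from edgeR). The call of CSF1R in HL60 after daunorubicin also ended with no low-count filter, at 1.61 (adjusted p = 0.0574 from edgeR), with the transcript length offset, at 0.85 (adjusted p = 0.36 from edgeR), in the fit of all 36 libraries, at 1.61 (adjusted p = 0.251 from edgeR) and with the quasi-likelihood of edgeR 4, at 1.58 (adjusted p = 0.0665 from edgeR).

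In that set, 82 of 2842 up-regulated genes (2.88%) were common to the lines after daunorubicin and 236 of 4223 (5.59%) after the combination, where independent lists would share 6.29 and 26.9 genes. Of the down-regulated genes, 1 of 1058 (0.0945%) and 32 of 1909 (1.68%) were common. The 1 down-regulated gene after daunorubicin was the histone gene H2AC20, named after its value was seen. After cytarabine no gene was common. Replication-dependent histone genes have near-identical coding sequences and share reads, so the value of any single one is uncertain.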

There were 0%, 0.1%, and 0.1% common down-regulated genes and 0%, 2.9% and 2.8% common up-regulated genes after cytarabine, daunorubicin and the combination treatment, respectively, across 3 AML cell lines (Supplementary Figure S2). 

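Some genes changed in the same direction in HL60 and MOLM13 after cytarabine. CXCR3 had log2 fold changes of 4.20 (standard error 0.31, adjusted p = 1.58e-06 from edgeR) in HL60 and 1.90 (standard error 0.30, adjusted p = 0.000773 from edgeR) in MOLM13, FGR, a tyrosine kinase of myeloid cells, 4.38 (standard error 0.65, adjusted p = 0.000163 from edgeR) and 2.37 (standard error 0.32, adjusted p = 0.000292 from edgeR), and the antiviral cytidine deaminase gene APOBEC3G 4.37 (standard error 0.72, adjusted p = 0.000339 from edgeR) and 2.04 (standard error 0.21, adjusted p = 9.06e-05 from edgeR). MYC fell in both lines, with -1.19 (standard error 0.20, adjusted p = 0.000399 from edgeR) and -1.49 (standard error 0.16, adjusted p = 9.49e-05 from edgeR). APOBEC3G has close paralogs that can share its reads.

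Of the genes called after cytarabine in any line, 575 of 2718 up-regulated genes (21.2%) and 72 of 581 down-regulated genes (12.4%) were common to HL60 and MOLM13. These lines have separate DMSO libraries, and independent lists would share 180.6 and 5.92 genes among the 13646 tested in all lines. OCIAML3 shared 0 with either line, with and without the 2 libraries, since edgeR called no gene there.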

Regarding cytarabine response, HL60 and MOLM13 cells were more comparable (9.7% down- and 24% up-regulated genes common) than cytarabine-resistant OCIAML3 cells. A similar trend was observed with daunorubicin and the combination treatments, where HL60 and MOLM13 cells were more comparable than OCIAML3 cells (Supplementary Figure S2). 

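HL60 and MOLM13 cells had rises in common after daunorubicin and few falls. BTG2, an antiproliferative p53 target, had log2 fold changes of 1.49 (standard error 0.46, adjusted p = 0.0335 from edgeR) in HL60 and 2.50 (standard error 0.29, adjusted p = 4.18e-05 from edgeR) in MOLM13, and the cytokine gene LIF 2.00 (standard error 0.40, adjusted p = 0.00427 from edgeR) and 3.77 (standard error 0.36, adjusted p = 1.44e-05 from edgeR). CDC20 fell in both, with -1.51 (standard error 0.14, adjusted p = 4.28e-05 from edgeR) and -2.53 (standard error 0.93, adjusted p = 0.0379 from edgeR). CDC20 in MOLM13 after daunorubicin lost its call without any 1 of the MOLM13 libraries other than cytarabine 2, daunorubicin 3, combination 1, combination 2 or combination 3, at -2.71 to -2.07 (adjusted p = 0.0503 to 0.0926 from edgeR). The call of CDC20 in HL60 after daunorubicin ended in the fit of all 36 libraries, at -1.48 (adjusted p = 0.0655 from edgeR). Left without HL60 daunorubicin 1, DMSO 2, daunorubicin 2 or DMSO 3, BTG2 in HL60 after daunorubicin had 1.20 to 1.49 (adjusted p = 0.0832 to 0.137 from edgeR) and lost its call. The call of BTG2 in HL60 after daunorubicin also ended with the quasi-likelihood of edgeR 4, at 1.50 (adjusted p = 0.0541 from edgeR).

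After daunorubicin 332 of 2555 up-regulated genes (13%) and 18 of 990 down-regulated genes (1.82%) were common to HL60 and MOLM13, and after the combination 727 of 3833 (19%) and 177 of 1712 (10.3%). Independent lists would share 141.6 and 5.69 genes after daunorubicin and 370.9 and 65.3 after the combination. Over all libraries edgeR called no OCIAML3 gene; DESeq2 called 324 and the edgeR exact test 723 after daunorubicin, and 2.25% and 2.67% of the up-regulated genes were then common to the 3 lines. Without the 2 libraries, MOLM13 and OCIAML3 shared 290 up-regulated genes (10.2%) and 22 down-regulated genes (2.08%) after daunorubicin, and HL60 and OCIAML3 shared 115 up-regulated genes (4.05%).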

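A small set of genes responded to every treatment in both HL60 and MOLM13. It holds 212 of the 4274 genes up-regulated anywhere in these 6 comparisons (4.96%) and 8 of the 2007 down-regulated genes (0.399%). CD86, a ligand that co-stimulates T cells, is one of them, with log2 fold changes of 4.07 (standard error 0.35, adjusted p = 4.38e-06 from edgeR) in HL60 and 1.96 (standard error 0.22, adjusted p = 0.000104 from edgeR) in MOLM13 after cytarabine. PIK3R6, a regulatory subunit of phosphatidylinositol 3-kinase, had 1.22 (standard error 0.25, adjusted p = 0.0014 from edgeR) and 1.60 (standard error 0.16, adjusted p = 7.8e-05 from edgeR). The down-regulated genes include NEFH, with -2.10 (standard error 0.29, adjusted p = 0.000105 from edgeR) and -1.02 (standard error 0.17, adjusted p = 0.00081 from edgeR). The call of NEFH in MOLM13 after cytarabine was lost without MOLM13 cytarabine 1 or cytarabine 2, at -0.96 to -0.94 (adjusted p = 0.00483 to 0.00544 from edgeR). The call of NEFH in MOLM13 after cytarabine also ended with the stricter low-count filter, at -0.998 (adjusted p = 0.0009 from edgeR) and over protein-coding genes alone, at -0.99 (adjusted p = 0.000892 from edgeR).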

In general, AML cell lines exhibited low overlap among the treatments.

### 2.4. Pathway Annotation of the Gene Expression Changes

Because the transcriptional effect of standard AML drugs and their combination was unique to every cell line, we investigated the associated biological processes to understand further the mechanism of action of individual drugs and the synergy between them. We performed functional enrichment analysis using the clusterProfiler R package to identify biological processes affected by the treatments. The specific pathways were considered to be affected by the treatment if they were affected in all three cell lines by the combination treatment or affected in at least two cell lines by individual treatments. The reasoning behind this approach was that we observed the cytotoxic response to the combination treatment by all cell lines, but at least one cell line was resistant to the individual treatments.

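Genes of leukocyte adhesion, chemokines and monocyte differentiation rose with cytarabine and with the combination in HL60 and MOLM13. ICAM1 went from 1.33 ± 0.297 CPM to 56 ± 12.3 CPM (SD, n = 3) with cytarabine in HL60, a log2 fold change of 5.40 (standard error 0.36, adjusted p = 1.03e-06 from edgeR). ITGAM, whose protein forms the Mac-1 receptor, had 2.88 (standard error 0.52, adjusted p = 0.000576 from edgeR) in HL60 and 2.06 (standard error 0.32, adjusted p = 0.00065 from edgeR) in MOLM13. The chemokine gene CXCL8 had 2.49 (standard error 0.41, adjusted p = 0.000845 from edgeR) in MOLM13. These lists are named after the processes the paper reports, so their choice was not blind to its findings.

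Of 29 genes of leukocyte adhesion and migration, 17 rose and 1 fell (17 and 1 when adjusted over the list alone) in HL60 with cytarabine, with adjusted p = 1.87e-06 from camera and adjusted p = 0.372 with an estimated correlation. In MOLM13, of 26, 12 rose and 0 fell (12 and 0 when adjusted over the list alone), with adjusted p = 6.96e-08 from camera and adjusted p = 0.201 with an estimated correlation. Of 20 chemokine and cytokine genes, 16 rose and 0 fell (16 and 0 when adjusted over the list alone) in HL60 with cytarabine, with adjusted p = 5.07e-08 from camera and adjusted p = 0.223 with an estimated correlation, and of 15 in MOLM13, 10 rose and 0 fell (10 and 0 when adjusted over the list alone), with adjusted p = 1.43e-06 from camera and adjusted p = 0.201 with an estimated correlation. Of 24 genes of monocyte and macrophage differentiation, 19 rose and 0 fell (19 and 0 when adjusted over the list alone) in HL60, with adjusted p = 1.39e-07 from camera and adjusted p = 0.341 with an estimated correlation, and of 30 in MOLM13, 16 rose and 0 fell (17 and 0 when adjusted over the list alone), with adjusted p = 9.32e-11 from camera and adjusted p = 0.205 with an estimated correlation.

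With the combination, 16 of 29 adhesion genes rose and 1 fell in HL60 (16 and 1 when adjusted over the list alone), with adjusted p = 1.85e-05 from camera and adjusted p = 0.38 with an estimated correlation, and 11 of 26 rose and 0 fell in MOLM13 (12 and 0 when adjusted over the list alone), with adjusted p = 8.86e-05 from camera and adjusted p = 0.3 with an estimated correlation. Of the chemokine genes, 16 rose and 0 fell (18 and 0 when adjusted over the list alone) in HL60, with adjusted p = 1.13e-06 from camera and adjusted p = 0.298 with an estimated correlation, and 7 rose and 0 fell (7 and 0 when adjusted over the list alone) in MOLM13, with adjusted p = 0.0107 from camera and adjusted p = 0.372 with an estimated correlation. For monocyte differentiation, 18 rose and 1 fell (18 and 1 when adjusted over the list alone) in HL60, with adjusted p = 4.94e-08 from camera and adjusted p = 0.341 with an estimated correlation, and 16 rose and 0 fell (16 and 0 when adjusted over the list alone) in MOLM13, with adjusted p = 1.37e-07 from camera and adjusted p = 0.298 with an estimated correlation. For the chemokines and cytokines list in MOLM13 after the combination, camera gave adjusted p = 0.0765 from limma without MOLM13 combination 1. The chemokines and cytokines list in MOLM13 after the combination also lost its call in the fit of all 36 libraries, at adjusted p = 0.0846 from limma. In OCIAML3 edgeR called 0 of 27 adhesion genes and 0 of 18 chemokine genes with the combination over all libraries, with adjusted p = 0.000178 and 0.0011 from camera, and adjusted p = 0.406 and 0.406 with an estimated correlation. Without the 2 libraries, 11 rose and 0 fell (12 and 0 when adjusted over the list alone) of the adhesion genes, with adjusted p = 8.87e-05 from camera and adjusted p = 0.357 with an estimated correlation, 8 rose and 0 fell (9 and 0 when adjusted over the list alone) of 19 chemokine genes, with adjusted p = 0.00172 from camera and adjusted p = 0.373 with an estimated correlation, and 11 rose and 1 fell (13 and 1 when adjusted over the list alone) of 31 monocyte genes, with adjusted p = 1.08e-05 from camera and adjusted p = 0.353 with an estimated correlation. The growth factor receptor gene CSF1R had 1.90 (standard error 0.37, adjusted p = 0.00291 from edgeR) in OCIAML3 with the combination in that set.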

We observed the involvement of processes related to cell adhesion and migration, cell activation, chemotaxis, cell differentiation, IL6 production, and phosphorylation after treatment with both individual treatments and the combination treatment in all 3 AML cell lines (Figure 3A). We further identified pathways uniquely affected by specific treatments. Pathways involved in calcium ion homeostasis, ERK1 and ERK2 signaling, and pyrimidine catabolic processes were activated in response to cytarabine and the combination treatment but not to the daunorubicin treatment (Supplementary Table S1). 

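In HL60 cells the early ERK response gene EGR1 rose with cytarabine and with the combination. Its log2 fold changes were 3.68 (standard error 0.91, adjusted p = 0.00483 from edgeR) and 4.15 (standard error 0.92, adjusted p = 0.00187 from edgeR), and -0.60 (standard error 0.93, adjusted p = 0.696 from edgeR) with daunorubicin. The phosphatase gene DUSP5, which inactivates ERK, had 1.36 (standard error 0.24, adjusted p = 0.00048 from edgeR) with cytarabine and 0.60 (standard error 0.24, adjusted p = 0.0845 from edgeR) with daunorubicin. P2RX7, an ATP-gated calcium channel, had 2.71 (standard error 0.35, adjusted p = 5.51e-05 from edgeR) with cytarabine and 1.27 (standard error 0.34, adjusted p = 0.0191 from edgeR) with daunorubicin. Left without HL60 DMSO 1, daunorubicin 1, daunorubicin 2 or DMSO 3, P2RX7 in HL60 after daunorubicin had 1.10 to 1.17 (adjusted p = 0.0693 to 0.0809 from edgeR) and lost its call. TYMP, which splits thymidine, had 1.54 (standard error 0.19, adjusted p = 5.64e-05 from edgeR) with daunorubicin and 0.67 (standard error 0.18, adjusted p = 0.0157 from edgeR) with cytarabine in MOLM13. These lists are named after the processes the paper reports.

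Of 29 ERK1 and ERK2 signaling genes in HL60, 9 rose and 0 fell (9 and 0 when adjusted over the list alone) with cytarabine, with adjusted p = 0.158 from camera and adjusted p = 0.447 with an estimated correlation. Left without HL60 DMSO 2 or cytarabine 2, the ERK1 and ERK2 signaling list in HL60 after cytarabine had adjusted p = 0.022 to 0.0437 from limma. Of these genes, 11 rose and 0 fell with the combination (11 and 0 when adjusted over the list alone), with adjusted p = 0.122 from camera and adjusted p = 0.406 with an estimated correlation, and 3 and 0 with daunorubicin (3 and 0 when adjusted over the list alone), with adjusted p = 0.755 from camera and adjusted p = 0.868 with an estimated correlation. In MOLM13 1 rose and 1 fell of 29 with cytarabine (1 and 1 when adjusted over the list alone), with adjusted p = 0.729 from camera and adjusted p = 0.865 with an estimated correlation, and 2 and 5 with daunorubicin (2 and 5 when adjusted over the list alone), with adjusted p = 0.305 from camera and adjusted p = 0.589 with an estimated correlation. Of 14 pyrimidine catabolism genes in HL60, 6 rose with cytarabine, 8 with the combination and 2 with daunorubicin (6, 8 and 3 when adjusted over the list alone), with adjusted p = 0.00867, 0.00773 and 0.0493 from camera, and adjusted p = 0.341, 0.345 and 0.38 with an estimated correlation.

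In MOLM13, 5, 6 and 6 of 15 pyrimidine catabolism genes rose with cytarabine, the combination and daunorubicin (5, 6 and 6 when adjusted over the list alone), with adjusted p = 0.0228, 0.0921 and 0.102 from camera, and adjusted p = 0.236, 0.341 and 0.354 with an estimated correlation. Of 29 calcium ion homeostasis genes in HL60, 5, 5 and 1 rose with cytarabine, the combination and daunorubicin (5, 5 and 2 when adjusted over the list alone), with adjusted p = 0.344, 0.266 and 0.173 from camera, and adjusted p = 0.619, 0.571 and 0.488 with an estimated correlation. In MOLM13 3, 4 and 4 of 34 rose (3, 4 and 4 when adjusted over the list alone), with adjusted p = 0.0189, 0.175 and 0.173 from camera, and adjusted p = 0.334, 0.408 and 0.408 with an estimated correlation. In OCIAML3 without the 2 libraries 5 of 17 pyrimidine catabolism genes rose with daunorubicin (5 when adjusted over the list alone), with adjusted p = 0.00938 from camera and adjusted p = 0.249 with an estimated correlation (over all libraries 0 of 17, 5 when adjusted over the list alone, with adjusted p = 0.101 from camera and adjusted p = 0.372 with an estimated correlation), and 7 of 30 ERK genes rose and 1 fell with the combination (7 and 1 when adjusted over the list alone), with adjusted p = 0.0178 from camera and adjusted p = 0.33 with an estimated correlation (over all libraries, of 29, 0 rose and 0 fell (0 and 0 when adjusted over the list alone), with adjusted p = 0.0415 from camera and adjusted p = 0.392 with an estimated correlation). A difference between cytarabine and daunorubicin was not tested for these lists. With the replicate number as a block, the pyrimidine catabolism list in HL60 after daunorubicin had adjusted p = 0.0908 from limma. For the pyrimidine catabolism list in HL60 after daunorubicin, camera gave adjusted p = 0.0516 to 0.103 from limma without any 1 of the HL60 libraries other than DMSO 1 or daunorubicin 3. The pyrimidine catabolism list in HL60 after daunorubicin also lost its call on DESeq2 values, with the stricter low-count filter, in the fit of all 36 libraries, on edgeR exact test values and over protein-coding genes alone, at adjusted p = 0.0593 to 0.224 from limma. For the ERK1 and ERK2 signaling list in HL60 after the combination, camera gave adjusted p = 0.0378 from limma without HL60 DMSO 2. The ERK1 and ERK2 signaling list in HL60 after the combination passed on edgeR exact test values (adjusted p = 0.0454 from limma). The pyrimidine catabolism list in MOLM13 after the combination passed on edgeR exact test values (adjusted p = 0.0282 from limma). For the pyrimidine catabolism list in OCIAML3 after daunorubicin, camera gave adjusted p = 0.0328 from limma without OCIAML3 combination 3. The pyrimidine catabolism list in OCIAML3 after daunorubicin passed on edgeR exact test values (adjusted p = 0.0132 from limma). For the ERK1 and ERK2 signaling list in OCIAML3 after the combination, camera gave adjusted p = 0.0517 to 0.203 from limma without any 1 of the OCIAML3 libraries other than DMSO 1, daunorubicin 3 or combination 3. The ERK1 and ERK2 signaling list in OCIAML3 after the combination also lost its call with no low-count filter and in the fit of all 36 libraries, at adjusted p = 0.0619 to 0.116 from limma. The calcium ion homeostasis list in HL60 after daunorubicin passed with no low-count filter (adjusted p = 0.0366 from limma).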

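Some genes that act upstream of interleukin-6 rose with daunorubicin and with the combination, and the list did not pass with an estimated correlation. With daunorubicin, neither IL1B in HL60 nor NOD2 in MOLM13 passed. IL1B, a cytokine that induces IL-6, had log2 fold changes of 0.92 (standard error 0.57, adjusted p = 0.268 from edgeR) with daunorubicin and 3.53 (standard error 0.53, adjusted p = 9.75e-05 from edgeR) with the combination in HL60. NOD2, a receptor of bacterial peptides, had 4.70 (standard error 1.08, adjusted p = 0.00858 from edgeR) in HL60 and 0.55 (standard error 0.22, adjusted p = 0.0558 from edgeR) in MOLM13 with daunorubicin. CARD9, an adaptor of pattern recognition receptors, had 1.33 (standard error 0.21, adjusted p = 0.000276 from edgeR) in MOLM13 and 1.02 (standard error 0.14, adjusted p = 0.000438 from edgeR) in HL60. The call of CARD9 in HL60 after daunorubicin was lost without HL60 daunorubicin 1 or DMSO 3, at 0.86 to 0.98 (adjusted p = 0.0023 to 0.00414 from edgeR). The IL6 gene itself was under the count filter in all 3 lines. This list is named after the process the paper reports.

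Of 18 genes of interleukin-6 production in HL60, 6 rose and 0 fell (6 and 0 when adjusted over the list alone) with daunorubicin, with adjusted p = 0.00105 from camera and adjusted p = 0.3 with an estimated correlation, and 10 rose and 0 fell (11 and 0 when adjusted over the list alone) with the combination, with adjusted p = 0.000155 from camera and adjusted p = 0.219 with an estimated correlation. In MOLM13, of 24 genes, 14 rose and 0 fell (14 and 0 when adjusted over the list alone) with daunorubicin, with adjusted p = 0.000613 from camera and adjusted p = 0.201 with an estimated correlation, and 14 rose and 0 fell (14 and 0 when adjusted over the list alone) with the combination, with adjusted p = 0.00054 from camera and adjusted p = 0.201 with an estimated correlation. With cytarabine 11 rose in HL60 and 13 in MOLM13 (12 and 13 when adjusted over the list alone), with adjusted p = 1.82e-05 and 2.48e-06 from camera, and adjusted p = 0.201 and 0.201 with an estimated correlation. In OCIAML3 edgeR called 0 of 21 with daunorubicin over all libraries, with adjusted p = 2.48e-06 from camera and adjusted p = 0.372 with an estimated correlation. Without the 2 libraries 9 rose and 0 fell (9 and 0 when adjusted over the list alone), with adjusted p = 1.78e-06 from camera and adjusted p = 0.29 with an estimated correlation.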

Daunorubicin and the combination treatment affected IL-6 production. There were certain pathways affected by specific treatments and in specific cell lines. In MOLM13 cells, the genes down-regulated after daunorubicin treatment were enriched for the pathways associated with DNA damage and repair processes, such as double-strand break repair, DNA damage checkpoint signaling, and histone phosphorylation (Figure 3B). These pathways were not associated with daunorubicin-treated HL60 cells. 

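Daunorubicin lowered genes of double-strand break repair, DNA replication and mitosis in MOLM13 cells. BRCA1 on chromosome 17 from 43044295 to 43170245 of GRCh38 was at 130.1 ± 5.64 CPM in DMSO and 45.5 ± 23.2 CPM after daunorubicin (SD, n = 3), a log2 fold change of -1.51 (standard error 0.50, adjusted p = 0.0245 from edgeR), and the nuclease gene EXO1 had -2.12 (standard error 0.62, adjusted p = 0.013 from edgeR). AURKB, a kinase that phosphorylates histone H3, had -2.33 (standard error 0.79, adjusted p = 0.0281 from edgeR). CDC6, which loads the replicative helicase, had -2.35 (standard error 0.65, adjusted p = 0.0101 from edgeR). Left without MOLM13 DMSO 1, DMSO 2 or daunorubicin 2, BRCA1 in MOLM13 after daunorubicin had -1.52 to -1.18 (adjusted p = 0.0513 to 0.0719 from edgeR) and lost its call. AURKB in MOLM13 after daunorubicin lost its call without MOLM13 DMSO 1, daunorubicin 1, DMSO 2, daunorubicin 2 or DMSO 3, at -2.37 to -1.88 (adjusted p = 0.0503 to 0.0735 from edgeR).

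Of 31 genes of double-strand break repair, 0 rose and 16 fell (0 and 19 when adjusted over the list alone), with adjusted p = 6.21e-07 from camera and adjusted p = 0.392 with an estimated correlation, and a median log2 fold change of -1.35. Of 36 DNA replication genes, 0 rose and 31 fell (0 and 32 when adjusted over the list alone), with adjusted p = 7.36e-08 from camera and adjusted p = 0.464 with an estimated correlation, and a median of -1.67. Of 23 mitosis genes, 0 rose and 13 fell (0 and 14 when adjusted over the list alone), with adjusted p = 0.00201 from camera and adjusted p = 0.606 with an estimated correlation. BRCA2 had -1.05 (standard error 0.47, adjusted p = 0.0775 from edgeR) and missed the threshold. With the replicate number as a block BRCA2 had -1.19 (adjusted p = 0.028 from edgeR) and was called. BRCA2 in MOLM13 after daunorubicin gained a call with no low-count filter (at -1.09, adjusted p = 0.0356), in the fit of all 36 libraries (at -1.08, adjusted p = 0.00923), by the edgeR exact test (at -1.05, adjusted p = 0.00739), without MOLM13 combination replicate 1 (at -1.07, adjusted p = 0.021 from edgeR) and without MOLM13 combination replicate 2 (at -1.08, adjusted p = 0.0279 from edgeR). No list of DNA damage checkpoint genes was tested, and histone phosphorylation is represented by AURKB alone.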

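In HL60 cells no gene of double-strand break repair passed the test after daunorubicin. BRCA1 was at 134 ± 18.1 CPM in DMSO and 174 ± 36.1 CPM after daunorubicin (SD, n = 3), a log2 fold change of 0.39 (standard error 0.17, adjusted p = 0.129 from edgeR). The difference between HL60 and the mean of the other lines was 2.01 (standard error 0.51, adjusted p = 0.0084 from edgeR) on the log2 scale for EXO1 and 1.84 (standard error 0.53, adjusted p = 0.0197 from edgeR) for CDC6. The call of the CDC6 difference between lines was lost without HL60 DMSO 2, at 1.77 (adjusted p = 0.0588 from edgeR). Of 31 genes of double-strand break repair, 0 rose and 0 fell (0 and 0 when adjusted over the list alone) in HL60, with adjusted p = 0.767 from camera and adjusted p = 0.91 with an estimated correlation. In OCIAML3 without the 2 libraries 0 rose and 0 fell (0 and 0 when adjusted over the list alone) of 31, with adjusted p = 2.18e-12 from camera and adjusted p = 0.32 with an estimated correlation.

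Tested as a difference, the daunorubicin effect was higher in HL60 than in the mean of the other lines for 16 of 31 repair genes. It was lower for 2 (22 and 2 when adjusted over the list alone). In OCIAML3 without the 2 libraries the median log2 fold change of this list was -0.416. Of 36 DNA replication genes, 0 rose and 0 fell (0 and 0 when adjusted over the list alone) in HL60 after daunorubicin, with adjusted p = 0.00486 from camera and adjusted p = 0.372 with an estimated correlation, and 0 rose and 1 fell (0 and 1 when adjusted over the list alone) in OCIAML3 without the 2 libraries, with adjusted p = 8.46e-17 from camera and adjusted p = 0.32 with an estimated correlation. The DNA replication list in HL60 after daunorubicin lost its call in the fit of all 36 libraries, at adjusted p = 0.47 from limma.

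**Figure D2:**
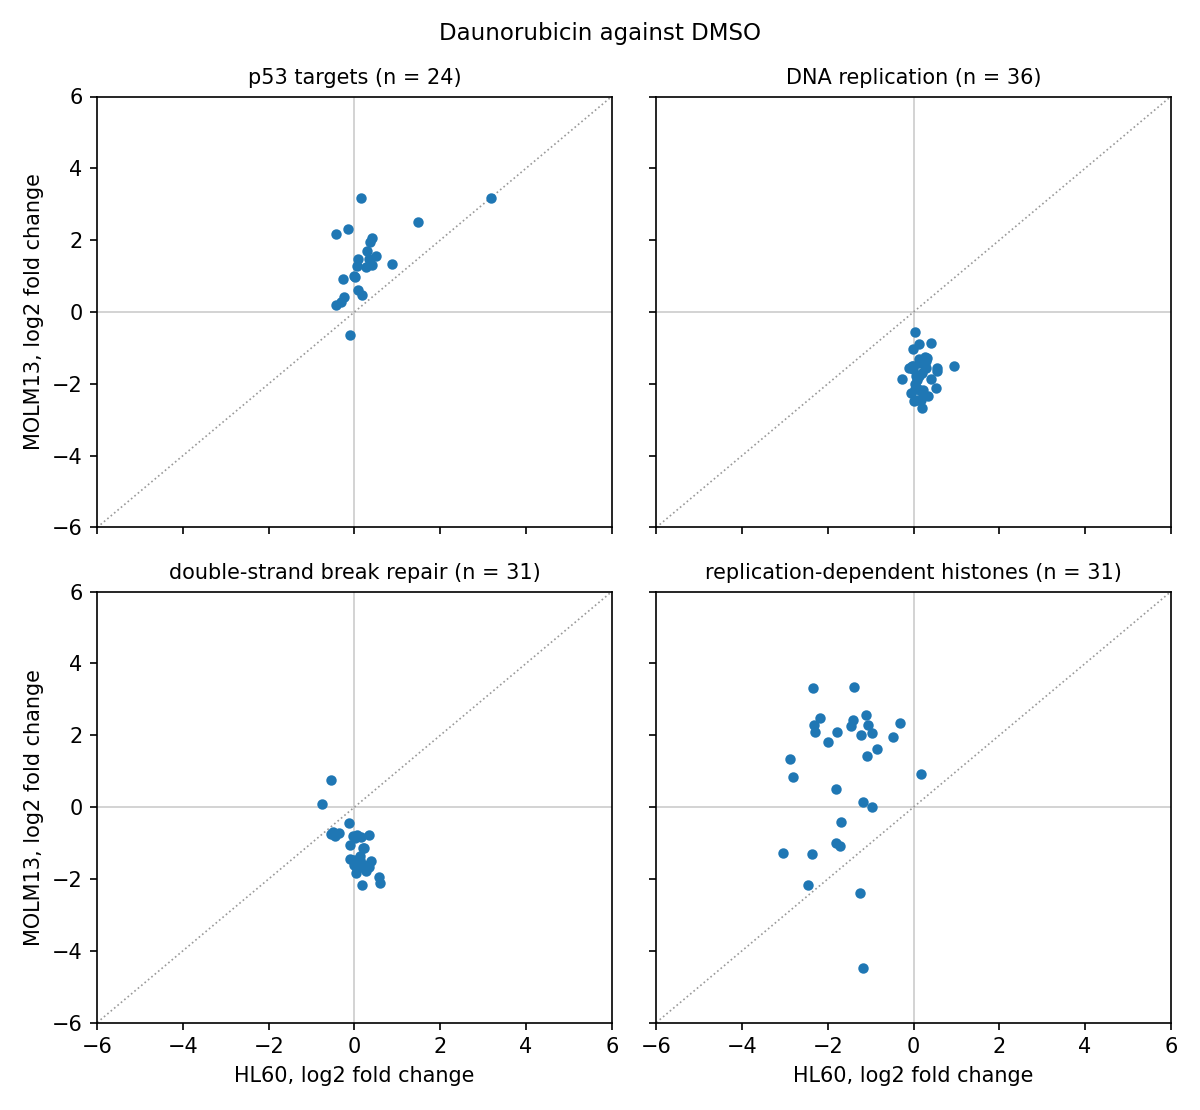
log2 fold change after daunorubicin against DMSO in HL60 (x axis) and MOLM13 (y axis) for the members of 4 gene lists measured in both lines. Each point is 1 gene, and the dotted line marks equal change. DNA replication genes lie low on the y axis, with a median of -1.67 in MOLM13 and 0.14 in HL60, and 31 of the 32 histone genes measured in both lines are drawn, 1 falling outside the axes.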

Analogously in MOLM13 and OCIAML3, but not in HL60 cells, genes up-regulated by daunorubicin treatment were involved in cell activation and differentiation processes (Figure 3C). 

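Daunorubicin raised genes of monocyte and macrophage differentiation in HL60, in MOLM13 and, without the 2 libraries, in OCIAML3. LILRB2, an inhibitory receptor of monocytes, had a log2 fold change of 3.02 (standard error 0.33, adjusted p = 2.97e-05 from edgeR) in MOLM13 and was under the count filter in HL60. TYROBP, a signaling adaptor of myeloid cells, had 1.81 (standard error 0.19, adjusted p = 2.34e-05 from edgeR) in MOLM13 and 1.16 (standard error 0.25, adjusted p = 0.00821 from edgeR) in OCIAML3 without the 2 libraries.

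Of 24 genes of this list in HL60, 7 rose and 0 fell (8 and 1 when adjusted over the list alone), with adjusted p = 0.0011 from camera and adjusted p = 0.408 with an estimated correlation. In MOLM13, of 30, 15 rose and 1 fell (15 and 1 when adjusted over the list alone), with adjusted p = 2.69e-07 from camera and adjusted p = 0.3 with an estimated correlation. In OCIAML3 edgeR called 0 of 31 over all libraries, with adjusted p = 2.38e-07 from camera and adjusted p = 0.372 with an estimated correlation, and without the 2 libraries 9 rose and 0 fell (9 and 0 when adjusted over the list alone), with adjusted p = 1.03e-07 from camera and adjusted p = 0.32 with an estimated correlation. Tested as a difference, the daunorubicin effect was higher in HL60 than in the other lines for 3 of 33 genes and lower for 1 (2 and 1 when adjusted over the list alone).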

Functional enrichment analysis using g: Profiler revealed the association of several transcriptional factors with the treatment. 

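In OCIAML3 cells without the 2 libraries, p53 targets rose after daunorubicin, and the mRNA of the transcription factors SMAD4, THAP1 and AP-4 did not pass both thresholds. SMAD4 without the 2 libraries had a log2 fold change of -0.27 (standard error 0.05, adjusted p = 0.00397 from edgeR), THAP1 -0.22 (standard error 0.07, adjusted p = 0.0309 from edgeR) and TFAP4, which encodes AP-4, -0.54 (standard error 0.07, adjusted p = 0.00149 from edgeR). Of the p53 targets, GDF15 had 5.05 (standard error 0.74, adjusted p = 0.0021 from edgeR), CDKN1A went from 91.3 ± 13.3 CPM to 861 ± 439 CPM (SD, n = 3), and MDM2 had 1.28 (standard error 0.11, adjusted p = 0.000439 from edgeR). ZMAT3 had 1.24 (standard error 0.14, adjusted p = 0.000778 from edgeR) and the ferredoxin reductase gene FDXR 1.56 (standard error 0.10, adjusted p = 0.000191 from edgeR).

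Of 29 p53 targets, 15 rose and 0 fell (16 and 0 when adjusted over the list alone) after daunorubicin without the 2 libraries, with adjusted p = 8.41e-45 from camera and adjusted p = 0.186 with an estimated correlation. After the combination 17 rose and 0 fell (17 and 0 when adjusted over the list alone), with adjusted p = 2.5e-34 from camera and adjusted p = 0.186 with an estimated correlation. Over all libraries edgeR called 0 of 29 after daunorubicin, with adjusted p = 7.19e-18 from camera and adjusted p = 0.341 with an estimated correlation, while the edgeR exact test on the 6 daunorubicin and DMSO libraries called 723 genes in all. In HL60, 2 rose and 0 fell (2 and 0 when adjusted over the list alone) of 24 p53 targets after daunorubicin, with adjusted p = 0.338 from camera and adjusted p = 0.586 with an estimated correlation.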

Notably, only transcription factors AP-4, p53, SMAD4, and THAP1 were associated with daunorubicin-treated OCIAML3 cells, and no transcription factor was associated with the OCIAML3 cells treated with the combination treatment (Supplementary Figures S3 and S4).

We then formed a network map of daunorubicin-affected biological processes by clustering overlapping gene sets. 

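Some genes of leukocyte adhesion and of chemokines and cytokines rose after daunorubicin in HL60, in MOLM13 and, without the 2 libraries, in OCIAML3. Neither list passed with an estimated correlation, and the chemokine and cytokine call in HL60 depended on single libraries and on the setting. CSF1R, the receptor of the macrophage growth factor, went from 25.2 ± 4.02 CPM to 67.8 ± 6.09 CPM (SD, n = 3) in MOLM13. ITGAM had a log2 fold change of 1.11 (standard error 0.24, adjusted p = 0.0088 from edgeR) and ITGAX 1.16 (standard error 0.18, adjusted p = 0.0024 from edgeR) in OCIAML3 without the 2 libraries, and CXCL8 had 1.46 (standard error 0.40, adjusted p = 0.0094 from edgeR) in MOLM13. For CXCL8 in MOLM13 after daunorubicin, the call ended in the fit of all 36 libraries, at 1.43 (adjusted p = 0.0508 from edgeR).

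Of 26 genes of leukocyte adhesion and migration in MOLM13, 14 rose and 0 fell (14 and 0 when adjusted over the list alone), with adjusted p = 2.28e-05 from camera and adjusted p = 0.282 with an estimated correlation. In OCIAML3 without the 2 libraries, of 27, 8 rose and 0 fell (9 and 0 when adjusted over the list alone), with adjusted p = 5.64e-06 from camera and adjusted p = 0.333 with an estimated correlation (over all libraries, of 27, 0 rose and 0 fell (1 and 0 when adjusted over the list alone), with adjusted p = 3.5e-06 from camera and adjusted p = 0.372 with an estimated correlation), and in HL60, of 29, 8 rose and 0 fell (12 and 0 when adjusted over the list alone), with adjusted p = 1.19e-05 from camera and adjusted p = 0.378 with an estimated correlation. Of 15 chemokine and cytokine genes in MOLM13, 7 rose and 0 fell (7 and 0 when adjusted over the list alone), with adjusted p = 0.0168 from camera and adjusted p = 0.372 with an estimated correlation, of 19 in OCIAML3 in that set, 9 rose and 0 fell (10 and 0 when adjusted over the list alone), with adjusted p = 0.000117 from camera and adjusted p = 0.333 with an estimated correlation (over all libraries, of 18, 0 rose and 0 fell (8 and 0 when adjusted over the list alone), with adjusted p = 4.55e-05 from camera and adjusted p = 0.372 with an estimated correlation), and of 20 in HL60, 4 rose and 0 fell (4 and 0 when adjusted over the list alone), with adjusted p = 0.0421 from camera and adjusted p = 0.476 with an estimated correlation. The chemokines and cytokines list in MOLM13 after daunorubicin lost its call in the fit of all 36 libraries, at adjusted p = 0.0875 from limma. Left without HL60 daunorubicin 1, daunorubicin 2 or DMSO 3, the chemokines and cytokines list in HL60 after daunorubicin had adjusted p = 0.0649 to 0.112 from limma. The chemokines and cytokines list in HL60 after daunorubicin also lost its call in the fit of all 36 libraries and over protein-coding genes alone, at adjusted p = 0.0629 to 0.138 from limma. Tested as a difference, the daunorubicin effect was higher in HL60 than in the other lines for 3 of 31 adhesion genes and lower for 1 (3 and 1 when adjusted over the list alone), and it was higher in HL60 than in the other lines for 0 of 23 chemokine and cytokine genes and lower for 0 (0 and 0 when adjusted over the list alone).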

The clustering showed that the processes related to leukocyte activation and differentiation were predominantly affected by the daunorubicin treatment in MOLM13 and OCIAML3 cells (Figure 4). 

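Single genes of the phosphatidylinositol 3-kinase (PI3K) pathway rose after daunorubicin in HL60 and in MOLM13, and the list as a whole did not pass in either. In HL60 the regulatory subunit gene PIK3R6 had a log2 fold change of 1.13 (standard error 0.25, adjusted p = 0.00675 from edgeR) and the cytokine inhibitor gene SOCS1 1.73 (standard error 0.33, adjusted p = 0.0033 from edgeR). In MOLM13 PIK3R6 had 1.81 (standard error 0.16, adjusted p = 1.21e-05 from edgeR). PIK3R6 in HL60 after daunorubicin lost its call without HL60 daunorubicin 2 or DMSO 3, at 0.93 to 0.96 (adjusted p = 0.0363 to 0.0395 from edgeR). PIK3IP1, an inhibitor of the kinase, had 0.11 (standard error 0.27, adjusted p = 0.81 from edgeR) in HL60 and 1.99 (standard error 0.28, adjusted p = 0.000161 from edgeR) in MOLM13. The catalytic subunit gene PIK3CD had -0.12 (standard error 0.13, adjusted p = 0.533 from edgeR) in HL60.

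Of 33 PI3K pathway genes in HL60, 8 rose and 0 fell (9 and 0 when adjusted over the list alone), with adjusted p = 0.0766 from camera and adjusted p = 0.386 with an estimated correlation. In MOLM13, of 33, 9 rose and 1 fell (9 and 1 when adjusted over the list alone), with adjusted p = 0.0829 from camera and adjusted p = 0.341 with an estimated correlation, and in OCIAML3 without the 2 libraries, of 32, 4 rose and 0 fell (4 and 0 when adjusted over the list alone), with adjusted p = 0.0339 from camera and adjusted p = 0.249 with an estimated correlation. The phosphatidylinositol 3-kinase pathway list in HL60 after daunorubicin passed with no low-count filter (adjusted p = 0.0274 from limma) and with the transcript length offset (adjusted p = 0.0294 from limma). For the phosphatidylinositol 3-kinase pathway list in MOLM13 after daunorubicin, camera gave adjusted p = 0.034 from limma without MOLM13 daunorubicin 2. The phosphatidylinositol 3-kinase pathway list in MOLM13 after daunorubicin passed on edgeR exact test values (adjusted p = 0.0485 from limma) and over protein-coding genes alone (adjusted p = 0.0455 from limma). Tested as a difference, the daunorubicin effect was higher in HL60 than in the other lines for 5 of 34 genes and lower for 4 (5 and 4 when adjusted over the list alone). The list is named after the pathway the paper reports and holds receptors that feed into it as well as the kinases themselves.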

Interestingly, only HL60 cells exhibited activation of phosphatidylinositol 3-kinase (PI3K) pathway after daunorubicin treatment. 

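With the combination, the PI3K pathway genes that rose in HL60 cells included FGR, with a log2 fold change of 5.02 (standard error 0.66, adjusted p = 3.52e-05 from edgeR), the adaptor gene PIK3R5, with 1.60 (standard error 0.27, adjusted p = 0.000262 from edgeR), and PIK3IP1, with 1.47 (standard error 0.27, adjusted p = 0.000483 from edgeR). FGFR3 went from 0.518 ± 0.183 CPM to 12.2 ± 1.21 CPM (SD, n = 3). SOCS1 had 3.15 (standard error 0.34, adjusted p = 7.18e-06 from edgeR). Of 33 genes, 14 rose and 0 fell (14 and 0 when adjusted over the list alone), with adjusted p = 0.0234 from camera and adjusted p = 0.37 with an estimated correlation. With cytarabine alone 15 rose and 0 fell (15 and 0 when adjusted over the list alone), with adjusted p = 0.0112 from camera and adjusted p = 0.341 with an estimated correlation. With the replicate number as a block, the phosphatidylinositol 3-kinase pathway list in HL60 after the combination had adjusted p = 0.0812 from limma. The phosphatidylinositol 3-kinase pathway list in HL60 after the combination also lost its call in the fit of all 36 libraries, at adjusted p = 0.0663 from limma. With the replicate number as a block, the phosphatidylinositol 3-kinase pathway list in HL60 after cytarabine had adjusted p = 0.0505 from limma. Whether the combination and daunorubicin differ in their effect on this list was not tested.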

PI3K-related pathways were not affected in HL60 by the combination treatment (Supplementary Figure S5).

### 2.5. Gene Expression Changes Predict Daunorubicin Combination Partners

To further understand the lower response of HL60 cells to daunorubicin treatment, we compared its transcriptional response with that of the daunorubicin-sensitive MOLM13 and OCIAML3 cells. We constructed profiles of gene expression changes depicting either response (DNRResponse) or resistance (DNRResist) to daunorubicin treatment. These profiles were constructed assuming the gene expression changes associated with a positive treatment response would have only occurred in daunorubicin-sensitive MOLM13 and OCIAML3 cells. Conversely, the gene expression changes related to a lack of treatment response would have only occurred in daunorubicin-resistant HL60 cells. DNRResist profile consisted of 132 gene inductions and 64 gene repressions, which occurred in HL60 cells after treatment with daunorubicin only and were absent after both daunorubicin and the combination treatment in the other two cell lines (Supplementary Table S2). On the other hand, the DRNResponse profile consisted of 43 gene inductions and two gene repressions observed in OCIAML2 and MOLM13 cells but absent from HL60 cells after both daunorubicin and the combination treatment (Supplementary Table S3). 

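Genes of several functions rose in HL60 with daunorubicin alone. RNF207, a ring finger protein on chromosome 1 from 6205475 to 6221299 of GRCh38, went from 1.06 ± 0.533 CPM to 4.47 ± 0.688 CPM (SD, n = 3), a log2 fold change of 2.08 (standard error 0.35, adjusted p = 0.00135 from edgeR), and had 0.17 (standard error 0.35, adjusted p = 0.699 from edgeR) with the combination. The chloride channel gene CLCN2 had 1.70 (standard error 0.26, adjusted p = 0.00084 from edgeR) and P3H3, a collagen-modifying enzyme, 1.58 (standard error 0.24, adjusted p = 0.000703 from edgeR). Among the genes that fell, the histone gene H2AC6 had -2.34 (standard error 0.63, adjusted p = 0.0186 from edgeR), and in MOLM13 it had 3.33 (standard error 0.44, adjusted p = 9.05e-05 from edgeR). Left without HL60 daunorubicin 1 or daunorubicin 2, H2AC6 in HL60 after daunorubicin had -2.49 to -2.25 (adjusted p = 0.0543 to 0.0742 from edgeR) and lost its call. For H2AC6 in HL60 after daunorubicin, the call ended with the transcript length offset, at -1.68 (adjusted p = 0.134 from edgeR). Replication-dependent histone genes have near-identical coding sequences and share reads, so the value of any single one is uncertain.

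By the definition, called in HL60 after daunorubicin and not called in the same direction after the other HL60 treatments or after daunorubicin or the combination in MOLM13 and OCIAML3, the profile held 70 up-regulated and 22 down-regulated genes. A call in the opposite direction did not remove a gene, and 7 of the 70 and 7 of the 22, H2AC6 among them, have one in these comparisons. A gene that misses a threshold in another line is not shown to differ there. The profile genes were chosen by their calls in the same libraries. A test of the line difference on them is therefore not independent, above all when adjusted over the list alone. The difference between HL60 and the mean of the other lines passed the test for 46 of the 70 and 13 of the 22 (57 and 18 when adjusted over the list alone), for example 2.35 (standard error 0.31, adjusted p = 1.24e-05 from edgeR) for RNF207, and it did not for AXIN2, with -0.58 (standard error 0.67, adjusted p = 0.666 from edgeR). Without the HL60 DMSO replicate 3 library the profile held 14 down-regulated genes, and with no condition on the other HL60 treatments 693 up-regulated and 65 down-regulated genes. By edgeR OCIAML3 had no called gene over all libraries, so it removed none. The profile without the 2 libraries held 67 and 22 genes.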

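Without the 2 OCIAML3 libraries, the DNRResponse profile held genes called in the same direction after daunorubicin in MOLM13 and OCIAML3 and, by its definition, not called in that direction in HL60 after daunorubicin or the combination. Among its falls, RRM2 had log2 fold changes of -1.08 (standard error 0.10, adjusted p = 0.000553 from edgeR) in OCIAML3 and 0.19 (standard error 0.11, adjusted p = 0.23 from edgeR) in HL60. CCNE2 had -2.76 (standard error 0.68, adjusted p = 0.0053 from edgeR) in MOLM13, -1.23 (standard error 0.26, adjusted p = 0.00723 from edgeR) in OCIAML3 and 0.60 (standard error 0.20, adjusted p = 0.0506 from edgeR) in HL60, and NRM -1.41 (standard error 0.14, adjusted p = 0.000578 from edgeR) in OCIAML3. Among the rises, CYGB, which encodes the oxygen-binding cytoglobin, had 3.08 (standard error 0.34, adjusted p = 0.000811 from edgeR) in OCIAML3 and was under the count filter in HL60, as was GDF15.

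Over all libraries the profile held 0 up-regulated and 0 down-regulated genes by edgeR, since no gene was called in OCIAML3, where 5086 genes had an unadjusted p under 0.05 after daunorubicin. By DESeq2 it held 72 and 7 genes, by the edgeR exact test 135 and 21, and in the fit of all 36 libraries 62 and 6. Without the 2 libraries it held 144 up-regulated and 19 down-regulated genes, of which 7 and 7 were called in the opposite direction in HL60 after daunorubicin or the combination, and the difference between HL60 and the other lines passed the test for 44 and 13 of them (49 and 15 when adjusted over the list alone). These genes too were chosen by their calls in the same libraries, so that test is not independent of the choice. Leaving out 1 library gave between 0 (as over all libraries) and 140 (without OCIAML3 combination replicate 3) up-regulated genes.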

We then analyzed the biological pathways associated with DNRResist and DNRResponse profiles. The genes induced in the DNRResist profile were associated with calcium ion-dependent exocytosis and lipid biosynthetic processes, while gene inductions from the DNRResponse group were associated with nucleosome and chromatin assembly (Supplementary Table S4).

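Histone genes, the material of nucleosomes, rose after daunorubicin in MOLM13 and fell in HL60. Their level was low, together 0.0047% to 0.0049% of counts in MOLM13 and 0.0056% to 0.0073% in HL60 with DMSO. H2BC5 had log2 fold changes of 3.35 (standard error 0.48, adjusted p = 0.000161 from edgeR) in MOLM13 and -1.39 (standard error 0.34, adjusted p = 0.0119 from edgeR) in HL60, and H1-2, a linker histone gene, 1.82 (standard error 0.38, adjusted p = 0.0019 from edgeR) and -1.99 (standard error 0.41, adjusted p = 0.00482 from edgeR). The call of H2BC5 in HL60 after daunorubicin was lost without HL60 daunorubicin 2, at -1.20 (adjusted p = 0.0601 from edgeR). For H2BC5 in HL60 after daunorubicin, the call ended in the fit of all 36 libraries, at -1.37 (adjusted p = 0.0934 from edgeR). Lipid synthesis genes fell in MOLM13, for example FASN, the fatty acid synthase, with -1.43 (standard error 0.20, adjusted p = 0.000157 from edgeR), and had no call in HL60, with -0.31 (standard error 0.18, adjusted p = 0.242 from edgeR) for FASN. The call of FASN in MOLM13 after daunorubicin ended with the transcript length offset, at -0.39 (adjusted p = 0.597 from edgeR). Of the exocytosis genes UNC13A rose in MOLM13, with 3.55 (standard error 0.54, adjusted p = 0.000236 from edgeR). Replication-dependent histone genes have near-identical coding sequences and share reads, so the value of any single one is uncertain.

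Of 42 replication-dependent histone genes in MOLM13, 22 rose and 4 fell (23 and 4 when adjusted over the list alone), with adjusted p = 0.000966 from camera and adjusted p = 0.407 with an estimated correlation. In HL60, of 37, 0 rose and 16 fell (0 and 24 when adjusted over the list alone), with adjusted p = 9.32e-11 from camera and adjusted p = 0.201 with an estimated correlation, and in OCIAML3 without the 2 libraries, of 36, 7 rose and 3 fell (9 and 3 when adjusted over the list alone), with adjusted p = 0.141 from camera and adjusted p = 0.699 with an estimated correlation. Over all OCIAML3 libraries, of 34, 0 rose and 0 fell (0 and 1 when adjusted over the list alone), with adjusted p = 0.334 from camera and adjusted p = 0.757 with an estimated correlation. The replication-dependent histones list in OCIAML3 after daunorubicin passed with the stricter low-count filter (adjusted p = 0.0056 from limma) and on edgeR exact test values (adjusted p = 0.014 from limma). The daunorubicin effect was higher in HL60 than in the other lines for 0 of 50 histone genes and lower for 21 (0 and 22 when adjusted over the list alone). Of 16 chromatin assembly factors, 0 rose and 6 fell (0 and 6 when adjusted over the list alone) in MOLM13, with adjusted p = 0.00107 from camera and adjusted p = 0.38 with an estimated correlation, and 0 rose and 0 fell (0 and 0 when adjusted over the list alone) in HL60, with adjusted p = 0.0424 from camera and adjusted p = 0.345 with an estimated correlation. For the chromatin assembly factors list in HL60 after daunorubicin, camera gave adjusted p = 0.0502 to 0.0712 from limma without HL60 daunorubicin 1, combination 1 or DMSO 3. The chromatin assembly factors list in HL60 after daunorubicin also lost its call with the stricter low-count filter, in the fit of all 36 libraries, on edgeR exact test values and over protein-coding genes alone, at adjusted p = 0.0677 to 0.173 from limma. CHAF1A, of the chromatin assembly factor that deposits histones, had -1.58 (standard error 0.39, adjusted p = 0.00514 from edgeR) in MOLM13.

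Of 29 genes of calcium-dependent exocytosis in HL60, 4 rose and 0 fell (5 and 0 when adjusted over the list alone) with daunorubicin, with adjusted p = 0.00289 from camera and adjusted p = 0.372 with an estimated correlation, and the effect was higher in HL60 than in the other lines for 4 of 39 genes and lower for 0 (4 and 0 when adjusted over the list alone). Of 28 genes of lipid and cholesterol synthesis, 0 rose and 0 fell (0 and 0 when adjusted over the list alone) in HL60, with adjusted p = 0.737 from camera and adjusted p = 0.939 with an estimated correlation, and 0 rose and 17 fell (0 and 17 when adjusted over the list alone) in MOLM13, with adjusted p = 8.68e-08 from camera and adjusted p = 0.403 with an estimated correlation. Their daunorubicin effect was higher in HL60 than in the mean of the other lines for 9 of 28 genes. It was lower for 0 (15 and 1 when adjusted over the list alone). In OCIAML3 without the 2 libraries, of 27, 0 rose and 0 fell, with a median log2 fold change of -0.0854. There camera gave adjusted p = 0.121, and 0.66 with an estimated correlation, so this difference is not shown to be shared by OCIAML3. These are lists named after the processes the paper reports, tested over all their measured members, and not the profile genes.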

We then hypothesized that the response of HL60 cells to daunorubicin treatment could be enhanced by inhibiting the DNRResist profile and mimicking the DNRResponse profile by adding appropriate drug combinations. To predict the most suitable combination partners, we compared the DNRRes and DNRResponse profiles with the gene expression changes associated with other drug treatments using the CLUE platform. We specifically searched for the drugs with opposite transcriptional responses as that of the DNRRes profile and similar transcriptional responses as that of the DNRResponse profile. We discovered that the transcriptional responses to HDAC, tubulin, RAF, P38 MAPK, and PARP inhibitor were similar to DNRRes, while the response of EGFR, MEK, aurora kinase, and HSP inhibitor and calcium channel blocker was opposite to that of the DNRRes signature (Figure 5A and Supplementary Tables S5 and S6). We predicted these drug classes to be ideal combination partners, assuming the involvement of DNRRes genes in daunorubicin resistance.

### 2.6. Predicted Combinations Exert Synergistic Response in AML Cells

To validate the predicted combinations, we measured the cytotoxic response of HL60, MOLM13, OCIAML3, and primary AML cells to PD98059, a MEK inhibitor, daunorubicin, and their combination. This was compared with the combination of vorinostat, an HDAC inhibitor and a non-ideal candidate combined with daunorubicin (Figure 5A). The CellTiter Glo assay revealed a highly synergistic response to PD98059 and daunorubicin combination (BLISS independence score 16.8), as opposed to the combination of vorinostat and daunorubicin (BLISS independence score 3.3) (Supplementary Figure S6C). Interestingly, PD9809 synergized with daunorubicin with very little standalone cytotoxicity (92% cells viable at the highest tested concentration of 12.5 µM) (Supplementary Figure S7). Furthermore, a primary AML sample exerted a synergistic response (BLISS independence score 2.6) over a wide concentration range of the PD98059 and daunorubicin combination (Figure 5B). MOLM13 cells also exhibited a synergistic response to the combination treatment (BLISS independence score 1.7, Supplementary Figure S6A).

On the contrary, OCIAML3 cells exhibited an antagonist response at a lower concentration of PD98059 (BLISS independence score −1.5, Supplementary Figure S6B). To validate other predicted combination partners in various cancer cell lines, we interrogated the publicly available data of large-scale combination screens. We obtained the data for the combinations of daunorubicin with EGFR and HDAC inhibitors in 60 cancer cell lines. All 60 cancer cell lines exhibited a synergistic response to combining daunorubicin and EGFR inhibitors (Figure 5C and Supplementary Table S7). On the contrary, there were only 29 cancer cell lines with synergistic response and 13 cancer cell lines with antagonist response to the combination of daunorubicin and HDAC inhibitors.

To understand the role of gene mutations in gene expression-based drug combinations, we analyzed their correlation by fitting an ANOVA model. For pan-cancer analysis (using 56 cancer cell lines), there were 59 genetic alterations with significant association with increased daunorubucin-EGFR inhibitor synergy (Supplementary Table S8). Among these, *NUP107*, *PATZ1*, *SBNO2*, *SRRT*, *ZNF324B*, *ZNF595*, and *ZNF646* were associated with the regulation of transcription and *IGF1R*, and *PRKCD* were associated with the cellular response to chemicals (Supplementary Figure S8). We further analyzed the top ten frequently mutated genes in AML (obtained from cBioportal). None of these genes was significantly associated with the extent of daunorubicin-EGFR inhibitor synergy, as evident from the comparable number of cell lines with higher and lower synergy against respective mutations (Supplementary Table S9). Among these, eight cell lines with *DNMT3A* mutations exhibited a higher daunorubicin-EGFR inhibitor synergy than only three cell lines with a lower synergy. There were 13 cell lines harboring *SRSF2* mutation with a lower synergy as opposed to 8 cell lines with a higher synergy.

## 3. Discussion

We assessed the effect of the most widely used first-line AML drugs, cytarabine and daunorubicin, on transcription profiles. This led to the identification of EGFR and MEK inhibitors as the most suitable combination partners for daunorubicin. These combinations had a synergistic effect when combined with daunorubicin, with minimal toxicity when deployed alone. These findings underscore the importance of transcriptional response in drug-mediated cytotoxicity and their utility in formulating better drug combinations. Further preclinical investigations are needed to compare personalized gene expression changes-based combinations with standard combinations which could expand the treatment options for older AML patients that are not eligible for intensive therapy or for relapsed cases.

Cytarabine and daunorubicin, the most widely used AML drugs, interfere with DNA synthesis in proliferating cells. Cytarabine, like deoxycytosine, gets incorporated in DNA and causes single-strand breaks during the S phase. Uncorrected single-strand breaks are converted to double-strand breaks leading to cell death. Daunorubicin inhibits the topoisomerase II enzyme leading to double-strand breaks, which also cause cell death. Mechanistically, gene repressions would be expected to reflect direct DNA damage at the pertinent gene loci.

In contrast, we observed the predominance of gene inductions in response to cytarabine and daunorubicin treatments. The transcriptional response to DNA damage is highly specific to the type of drug and to the resulting nature of the DNA damage. In the case of UV irradiation and bulky adducts, local and global transcriptional reduction is observed because of RNA polymerase II suppression via post-translational modifications and proteasomal degradation [16,17]. On the other hand, transcriptional suppression after anthracycline treatments is limited to the site of actual damage [18,19]. This is also consistent with our previous observation that the transcriptional response of AML cells to etoposide, a topoisomerase II poison, treatment also exhibited predominant gene induction [13]. Hence, most gene expression changes we observed after treatment with AML standard drugs were likely secondary, warranting further investigation to identify those contributing to cytotoxicity.

Pathway analysis revealed the activation of treatment-relevant processes, including chemotaxis, leukocyte migration, differentiation, and migration. Along with its cytotoxic effect, cytarabine has been known to induce AML cell differentiation at lower doses [20]. We also identified certain pathways which were treatment-specific. Cytarabine and the combination treatment resulted in the activation of ERK signaling and pyrimidine metabolism. IL-6 production was activated in response to daunorubicin and the combination treatment.

Interestingly IL-6 was not associated with HL-60 cells which exhibited poor response to daunorubicin treatment. However, these cells showed IL-6 activation after the combination treatment. This indicates the involvement of proinflammatory cytokines in response to standard chemotherapeutics. The standard “7 + 3” AML treatment activates pro-inflammatory cytokines [21]. NF-kB signaling activates pro-inflammatory cytokines, including IL-6 [22,23]. A recent study demonstrated activation of NF-kB signaling in 50% of AML patients 48 h after the standard treatment [24]. The absence of an inflammatory response in the case of HL60 cells could indicate an inadequate treatment response. This is most likely due to the deletion of *TP53* in HL60 cells, a major regulator of the DNA damage response [25]. Loss of *TP53* can sustain cell growth via activated RAF/MEK/ERK signaling [26]. This is evident from activating the PI3K pathway only in HL60 cells after daunorubicin treatment. Phosphorylation and subsequent activation of PI3K have been associated with resistance to anthracyclines, including daunorubicin [27]. This may have contributed to the daunorubicin resistance in HL60, which was overridden by the combination treatment with EGFR and MEK inhibitors.

Instead of targeting the aforementioned processes individually, we derived a comprehensive profile of gene expression changes depicting either response or the lack of response to daunorubicin in AML cells. By comparing gene expression changes after individual treatments and their combination across all three AML cell lines, we identified potential daunorubicin combination partners. Experimental validation confirmed the synergistic response of EGFR and MEK inhibitors. EGFR, a tyrosine kinase, is known to be involved in various cancers, including breast and non-small cell lung cancer, because of its proliferative and anti-apoptotic activities [28]. EGFR is rarely mutated in AML patients. However, its expression is associated with poor AML prognosis [29,30]. Clinical trials show limited applicability of EGFR inhibitors as standalone agents in AML patients [31,32]. Our data indicates that EGFR inhibitors are ideal candidates to be combined with daunorubicin, most likely via inhibition of daunorubicin-activated PI3K signaling.

MAP-ERK kinases (MEKs) are serine/threonine kinases that respond to stress signaling and are involved in cell survival and apoptosis [33]. MEKs are frequently dysregulated in AML and myelodysplastic syndrome (MDS), making them attractive targets for therapeutic interventions [34]. Previous reports have shown that MEK inhibitors sensitize cancer cells by inhibiting ERK1/2, which is usually activated by daunorubicin-mediated phosphorylation [35,36,37]. We observed a synergistic response of HL60 cells to the combination of PD98059, a MEK inhibitor specifically inhibiting MEK1-mediated activation of MAPK, and daunorubicin. Interestingly, PD98059 exhibited very little standalone toxicity, indicating that the synergistic response is most likely via modulating opposing biological processes. MEK inhibitors are also being explored in various clinical trials as standalone agents (clinical trial NCT02089230) and combinations (clinical trialös NCT02105350 and NCT02041481). Clinically, MEK inhibitors are considered non-effective as a standalone agent [38,39,40]. This is consistent with our observation that MEK inhibitor PD98059 is not cytotoxic alone, even at high dosages. MEK inhibition as a combination strategy in addition to the standard “7 + 3” (clinical trial NCT02049801) or azacitidine and venetoclax (clinical trial NCT04487106) is currently being investigated for relapsed or refractory AML cases in several clinical trials [41].

Currently, gene mutations play a critical role in guiding the choice of AML drugs [6,42]. Our gene expression-based combinations of daunorubicin and EGFR inhibitors did not correlate with the most common AML mutations, including *FLT3*, *IDH2*, and *NRAS*. This indicates that the synergistic effects of the daunorubicin and EGFR inhibitors could be applicable to a wide number of AML samples. In most cases, the targeted drugs are insufficient as a single agent and need to be combined with existing classical drugs [6]. Hence, the effectiveness of EGFR inhibitors as “add-ons” to the targeted therapy supplemented with daunorubicin needs to be evaluated. The broader activity of daunorubicin-EGFR inhibitor combinations is also evident from the pan-cancer analysis. In this case, we found *IGF1R* and *PRKCD* mutations associated with increased sensitivity to the combination. Insulin-like growth factor 1 receptor (IGF1R) is a tyrosine kinase associated with cell growth and survival. It is also involved in the DNA damage tolerance pathway by rescuing DNA damage-stalled replication fork [43]. Protein kinase C delta (PRKCD) is a serine/threonine-protein kinase involved in several processes, including DNA damage response and apoptosis, and is also associated with EGFR signaling [44,45]. The enhanced synergy of cancer cells harboring *PRKDC* mutation to the daunorubicin-EGFR inhibitor combination could result from inhibiting nonhomologous end joining-mediated DNA double-strand breaks repair [44]. To summarize, we show that the response of AML cells to the standard chemotherapeutic drugs comprises more than DNA double-strand break-mediated gene repression. Most transcriptional changes seem to be secondary to the double-strand breaks. These transcriptional changes play a vital role in understanding the response, or non-response, to the standard AML drugs. Importantly, transcriptional changes allow the identification of synergistic combinations which could be widely applicable due to their limited standalone toxicity.

An apparent limitation of this work is the use of a small cohort of AML cell lines. However, this approach better represents a clinical scenario where individual patients need to be evaluated for the best possible drug treatment. Crucially, the combinations identified in our study were experimentally confirmed as synergistic. Furthermore, the analysis of previously published drug combination screens confirmed the synergistic effect of the combinations beyond the cell lines in which they were predicted [46,47]. Such transcriptional response-based combinations could be of huge advantage, especially for patients that can’t tolerate intensive chemotherapy and for refractory cases that don’t respond to standard combination therapy. To refine the treatment of such aggressive AML cases, further preclinical investigations using ex vivo samples and in vivo, mouse models are required to capture heterogeneity in treatment-evoked gene expression changes. The described approach applies to other cancer drugs and types of cancers, including solid tumors. The major limitation of this approach is the unavailability of gene expression changes before initiating the treatment. This can be addressed by using pre-existing non-responding samples for discovering drug combinations. As seen from our data, gene expression change-based drug combinations are applicable beyond the samples used for their discovery. Furthermore, we believe that further computational advances will facilitate the prediction of the transcriptional response to retrospectively formulate personalized drug combinations, bypassing the need to monitor such gene expression changes in patients. We envision personalised drug combinations based on the predicted gene expression changes to improve significantly current chemotherapy regimens.

## 4. Materials and Methods

### 4.1. Cell Culture and Drugs Treatment

Acute Myeloid Leukemia (AML) cell lines HL-60, MOLM-13, and OCI-AML3 were purchased from Deutsche Sammlung von Mikroorganismen und Zellkulturen (DSMZ, Braunschweig, Germany). Cell lines were maintained at 37 °C and 5% CO_2_ in appropriate media (HL60 and MOLM13 in RPMI medium (Sigma-Aldrich, Darmstadt, Germany) containing 10% heat-inactivated FBS (Biochrom, Berlin, Germany) and OCIAML3 in alpha-MEM medium (Sigma-Aldrich, Darmstadt, Germany) containing 20% heat-inactivated FBS). Cell lines were routinely verified for mycoplasma contamination using Venor^®^GeM Mycoplasma Detection Kit (Sigma-Aldrich, Darmstadt, Germany). Cell lines were authenticated by Multiplexion, Germany. The inhibitors cytarabine, daunorubicin, and vorinostat were purchased from Selleckchem (Houston, TX, USA). The MEK inhibitor PD98059 was purchased from Merck, Darmstadt, Germany.

### 4.2. Primary Patient Samples

Heparin-treated bone marrow samples were obtained from patients with AML treated at the University Medical Center (Mainz, Germany). Informed consent was obtained in accordance with the Declaration of Helsinki, and all the laboratory experiments using primary samples were approved by the local ethics committee. Mononuclear cells were maintained for 48 h in Iscove’s modified Dulbecco’s media containing BIT (15%), beta-mercaptoethanol (20 µM), stem cell factor (100 ng/mL), FLT3-L (50 ng/mL), interlukin 3 (20 ng/mL), GM-CSF (20 ng/mL), thrombopoietin (50 ng/mL), stemregenin 1 (0.75 µM), UM171 (35 nM), and penicillin-streptomycin (1%) [48]. Afterwards, the cells were treated with drugs for 24 h in Iscove’s modified Dulbecco’s media containing 20% FBS.

### 4.3. CellTiter-Glo Cell Toxicity Assay

Cell viability in response to drug treatments was measured using CellTiter Glo^®^ 2.0 assay (Promega, Walldorf, Germany) according to the manufacturer’s instructions. In short, 5000 cells were seeded per well in a 96-well plate containing 100 µL media and treated with cytarabine (0.1 µM) and daunorubicin (0.02 µM) alone and in combination for 24 h. After the treatment, 100 µL Glo reagent was added to each well, and chemiluminescence was measured after 10 min incubation in the dark at room temperature. The percentage of cell death was calculated by comparing the luminescence of drug-treated cells with the DMSO-treated cells (considered 100% viable).

### 4.4. RNA Extraction and Library Preparation

The effect of drugs cytarabine and daunorubicin on AML cell transcription profiles was determined by RNA-Sequencing as described before [13]. In short, 1 × 10⁶ cells were seeded in a 6-well plate containing 5 mL media and treated with cytarabine (0.1 µM) and daunorubicin (0.02 µM) alone and in combination for 24 h. Total RNA was then isolated using Trizol (Thermo Fisher Scientific, Braunschweig, Germany), Monarch Total RNA Miniprep kit (New England Biolabs, Frankfurt, Germany), and DNase I Digest kit (VWR PEQLAB GmbH, Erlangen, Germany) according to manufacturer’s instructions. Samples with RIN ≥ 5.8 were sequenced on a NovaSeq PE150 platform at the Novogene Company Limited (Cambridge, UK) at a depth of 30 million reads.

### 4.5. RNA-Seq and Downstream Analysis

The quality of raw sequencing reads was assessed using FastQC version 0.11.9 (Babraham Bioinformatics, Cambridge, UK) [49]. The transcripts from the RNA-Seq reads were quantified using the decoy-aware selective alignment mode of the Salmon (version 1.8.0) [50]. The reference transcriptome and genome assemblies (GRCh38) were obtained from Ensembl. The entire genome sequence was used as the decoy sequence by concatenating this genome at the end of the transcript sequences (coding and non-coding) and populating the decoy file with chromosome names. The quantified transcript counts were summed to gene counts using the tximeta package (version 1.14.0) in R [51,52]. These counts were used to identify differentially expressed genes between drug- and DMSO-treated cells using R’s edgeR package (version 3.38.1) [53]. Genes exhibiting log2 fold change greater than |1| with a false discovery rate below 0.05 were considered significant for downstream analyses. RNA-Seq counts and raw sequencing reads are available at GEO accession number GSE227269 [54]. The list of genes essential for AML cell survival was obtained from the CRISPR-Cas9 screen from the Cancer Dependency Map (DepMap) portal (Broad Institute, Cambridge, MA, USA) [14,15]. The pathways associated with gene expression changes were identified using the clusterProfiler package in R (version 4.4.4) [55]. Functional enrichment analysis was performed using g:Profiler (version e108_eg55_p17) using the “multiquery” option [56]. All associations with *p*-adjusted values below 0.05 were considered significant.

### 4.6. Daunorubicin Combination Identification

To identify transcription profile-based drug combinations, gene expression changes after monotherapy and combination therapy were compared across 3 AML cell lines. We reasoned that by comparing treatment-evoked gene expression changes in responsive cells with non-responsive cells, we could enrich sensitivity-defining genes that could be targeted to enhance the cytotoxic response. The daunorubicin-resistant (DNRResist) profile was derived from HL60 cells using gene expression changes after only daunorubicin treatment which was absent in MOLM13 and OCIAML3 cells after both daunorubicin and the combination treatments. Analogously, the daunorubicin-response (DNRResponse) profile was constructed using gene expression changes common to MOLM13 and OCIAML3 cells which were absent in HL60 cells after both daunorubicin and the combination treatments. The DNRResist and DNRResponse profiles were submitted to the online CLUE platform to identify other drugs and genetic modulations with similar transcriptional responses [57]. Normalized connectivity score was used to identify perturbations with either similar (score > 0) or opposite (score < 0) transcriptional response. The overlapping perturbations between an opposite transcriptional response to the DRNResist profile and a similar transcriptional response to the DNRResponse profile were further filtered to remove ambiguous discoveries (e.g., perturbations with similar effect after knockdown as well as overexpression and perturbations with a similar effect as both DNRResist and DNRResponse profiles). To further enrich the true positives, inhibitors with similar transcriptional effects as their target gene counterparts were selected. The potential daunorubicin combination partners were then ranked based on the observed transcriptional effect in the number of cell lines.

### 4.7. Daunorubicin Combination Verification

To validate the predicted combination partners, the viability of HL60 cells was measured in response to the combinations of PD98059 (MEK inhibitor) and vorinostat (HDAC inhibitor) with daunorubicin using a 5 × 3 concentration matrix. Similarly, the viability of MOLM13, OCIAML3, and a primary AML sample was measured in response to the combination of PD98059 and daunorubicin. The cell viability was calculated using the CellTitre Glo assay described above (section CellTiter-Glo cell toxicity assay). The effect of the combination was evaluated using the Bliss independence test of the SynFinder portal [58]. The combination with the BLISS score above 0 was considered synergistic, while a negative BLISS score was considered an antagonistic effect. To validate other predicted combination partners and evaluate the broader applicability of these combinations, a large drug combination screen NCI ALMANAC was accessed using the database DrugComb [46,47]. The average BLISS score was calculated for each class of the inhibitor to identify synergistic combinations.

### 4.8. Statistical Association of the Drug Synergy with Genomic Markers

To investigate whether the mutational background of cancer cell lines influences the synergistic response of gene expression-based drug combinations, we correlated genomic markers by fitting an ANOVA model [59,60]. We obtained the genome sequencing-based gene mutation data for 56 pan-cancer cell lines from the Cell Model Passports portal [61]. We utilized average BLISS synergy scores of EGFR inhibitors in combination with daunorubicin for pan-cancer analysis. An ANOVA model was fitted to calculate the effect size for each gene-drug association, and the resulting *p*-values were corrected using the Tibshirani-Storey method implemented in the GDSCTools python package (version 1.0.1) [62]. The default threshold for *p*-value (0.001) and FDR (25%) was used to identify significant associations. The ten most frequently mutated genes in AML patients were obtained from cBioPortal [63,64]. The volcano plot was constructed using the EnhancedVolcano package (version 1.14.0) in R [65]. Based on the BLISS synergy scores, the top 50% of cell lines were referred to as those with higher synergy and the bottom 50% as those with lower synergy.

## Figures and Tables

**Figure 1:**
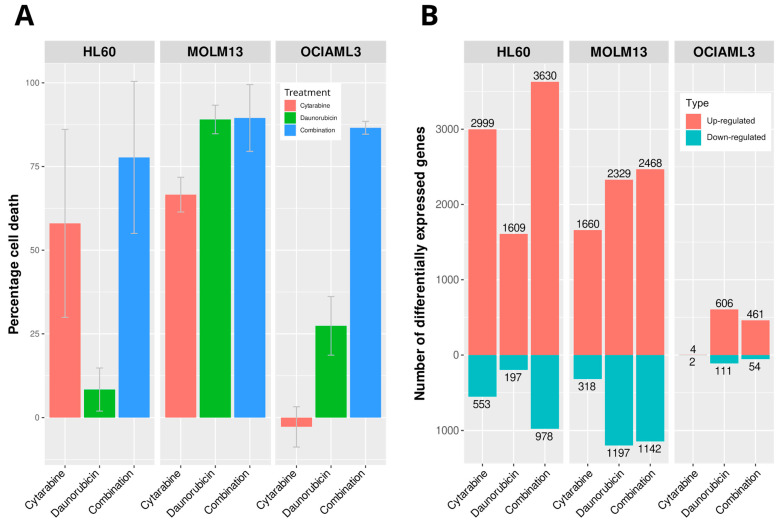
Response of AML cell lines to standard drugs. (**A**) Percentage cell death and (**B**) number of gene expression change in 3 AML cell lines in response to treatments with cytarabine, daunorubicin, and their combination for 24 h compared to DMSO. Percentage cell death was measured using CellTiter-Glo assay, and gene expression changes were identified from RNA-Seq.

**Figure 2:**
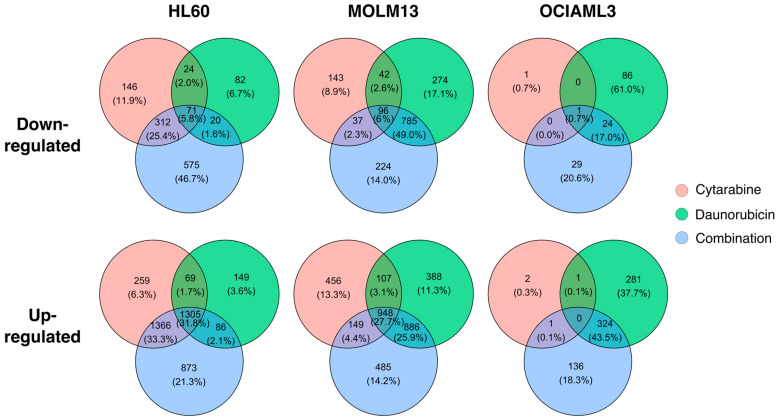
Cell-wise overlapping gene expression changes. The Venn diagrams (unscaled) represent the overlaps among gene expression changes after treatment with cytarabine, daunorubicin, and the combination for 24 h in each AML cell line. In each panel, gene expression changes from all 3 treatments account for 100%.

**Figure 3:**
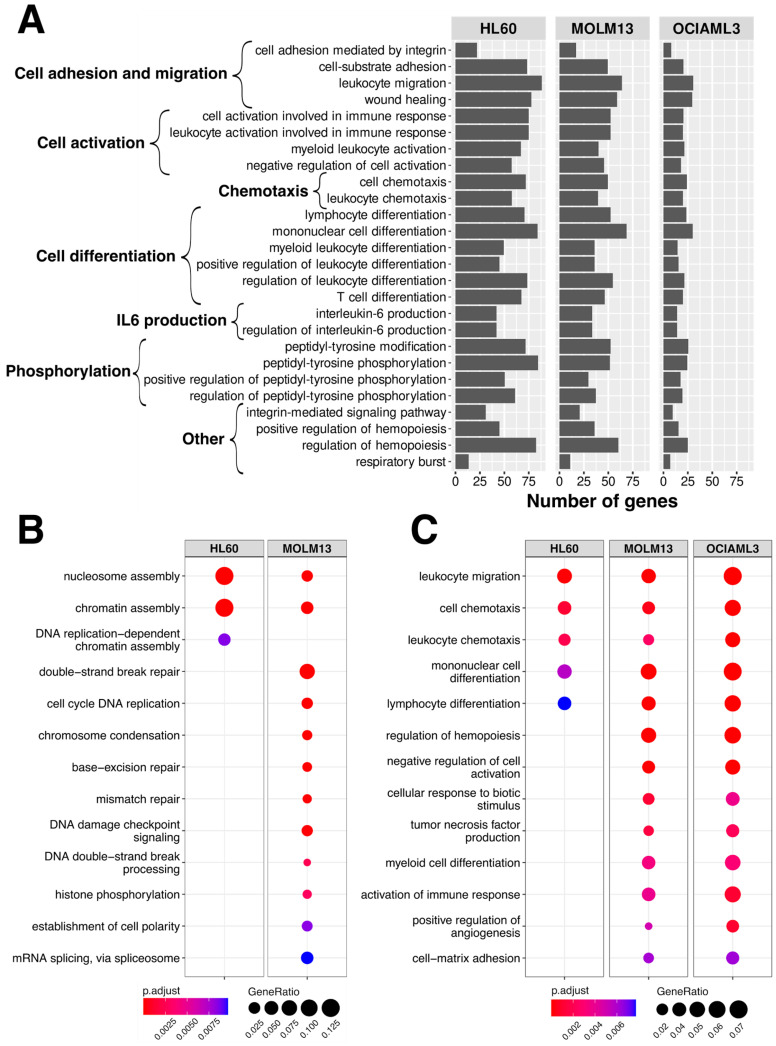
Pathway enrichment analysis. (**A**) Biological processes are commonly affected by all three treatments. The bars represent the number of genes associated with a particular pathway averaged across all three treatments. (**B**) Biological processes related to down-regulated and (**C**) up-regulated genes after daunorubicin treatment for 24 h.

**Figure 4:**
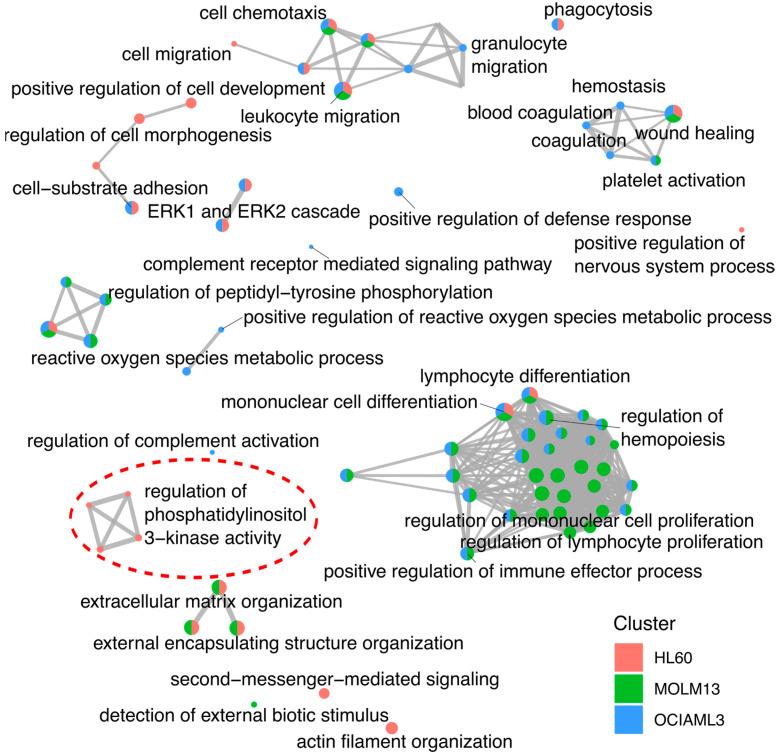
Gene network enrichment map. A network organizing enriched biological processes into a network with edges connecting overlapping gene sets. The network clustered mutually overlapping gene sets together. The clusters represent enriched biological processes after daunorubicin treatment in 3 AML cell lines. The highlighted cluster (dashed red ellipse) indicates the activation of PI3K pathway-related processes in only HL60 cells.

**Figure 5:**
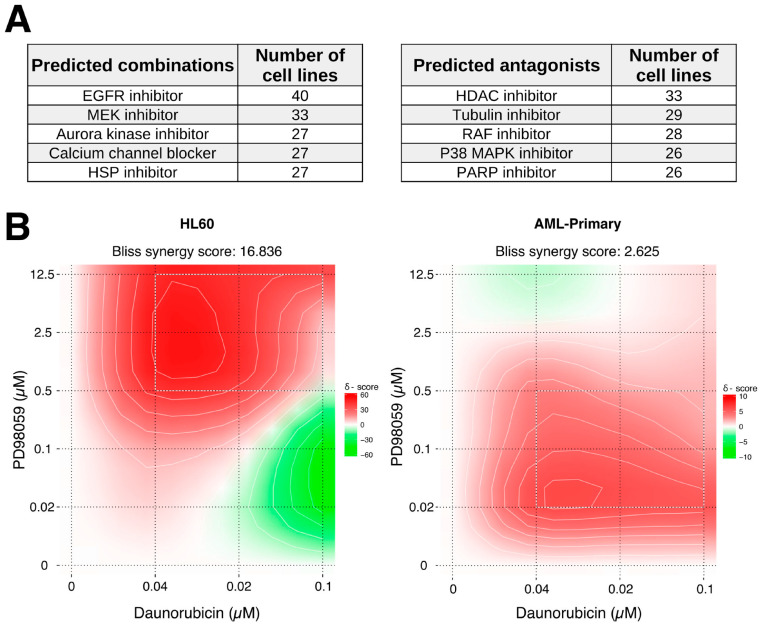

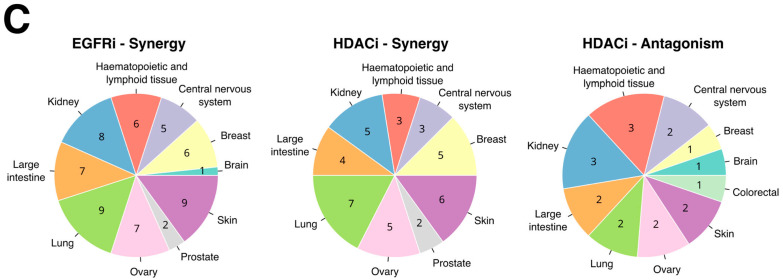
Predicted daunorubicin combinations and their validation. (**A**) Top 5 drug classes predicted to exhibit either synergistic or antagonist response in combination with daunorubicin. Predicted combinations showed a similar transcriptional response to the DNRResponse profile and an opposite transcriptional response to the DNRResist profile. (**B**) Contour plots with the demonstrated effect of combining daunorubicin with MEK inhibitor PD98059 in HL60 and primary AML cells, respectively. (**C**) Pie charts represent either synergistic or antagonist response of 60 cancer cell lines to combining daunorubicin with either EGFR or HDAC inhibitors. Data was obtained from the NCI ALMANAC drug combination screen.

## Data Availability

The RNA sequencing data included in this work have been deposited in NCBI’s Gene Expression Omnibus (GEO) database with the accession number GSE227269 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227269, accessed on 13 March 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241612926/s1.

# Supplementary material for: Transcriptional Response to Standard AML Drugs Identifies Synergistic Combinations
**Source:** Int J Mol Sci. 2023 Aug 18;24(16):12926. doi: 10.3390/ijms241612926
**Supplement:** Supplementary file 1

# **Transcriptional Response to Standard AML Drugs Identifies Synergistic Combinations**

Piyush More <sup>1,\*</sup>, Joëlle Aurelie Mekontso Ngaffo <sup>1,2</sup>, Ute Goedtel-Armbrust <sup>1</sup>, Patricia S. Hähnel <sup>3,4</sup>,  
Udo F. Hartwig <sup>4,5</sup>, Thomas Kindler <sup>3,4</sup>, Leszek Wojnowski <sup>1</sup>

\*Author to whom the correspondence should be addressed, 

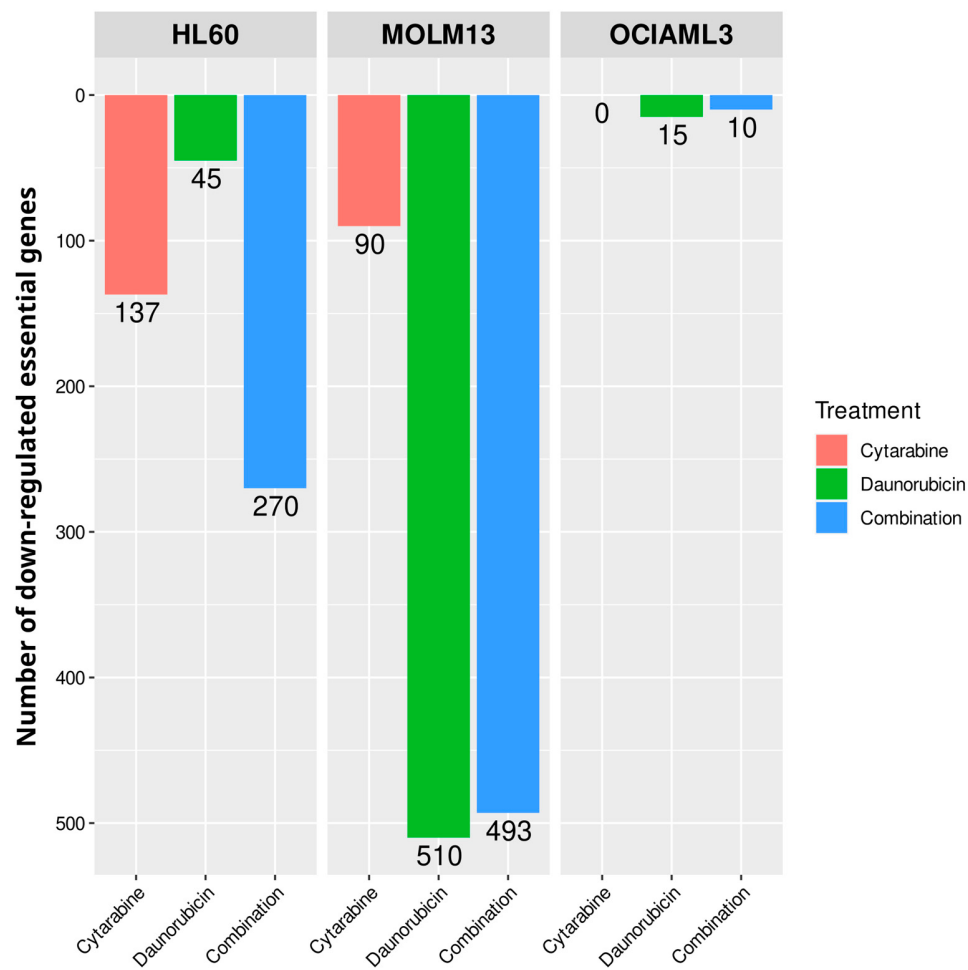

**Supplementary Figure S1. Down-regulated essential genes.** The number of essential genes down-regulated after 24 hours treatment with cytarabine, daunorubicin, and their combination. The list of essential genes was obtained from the Cancer Dependency Map (DepMap) portal (Broad Institute, US).

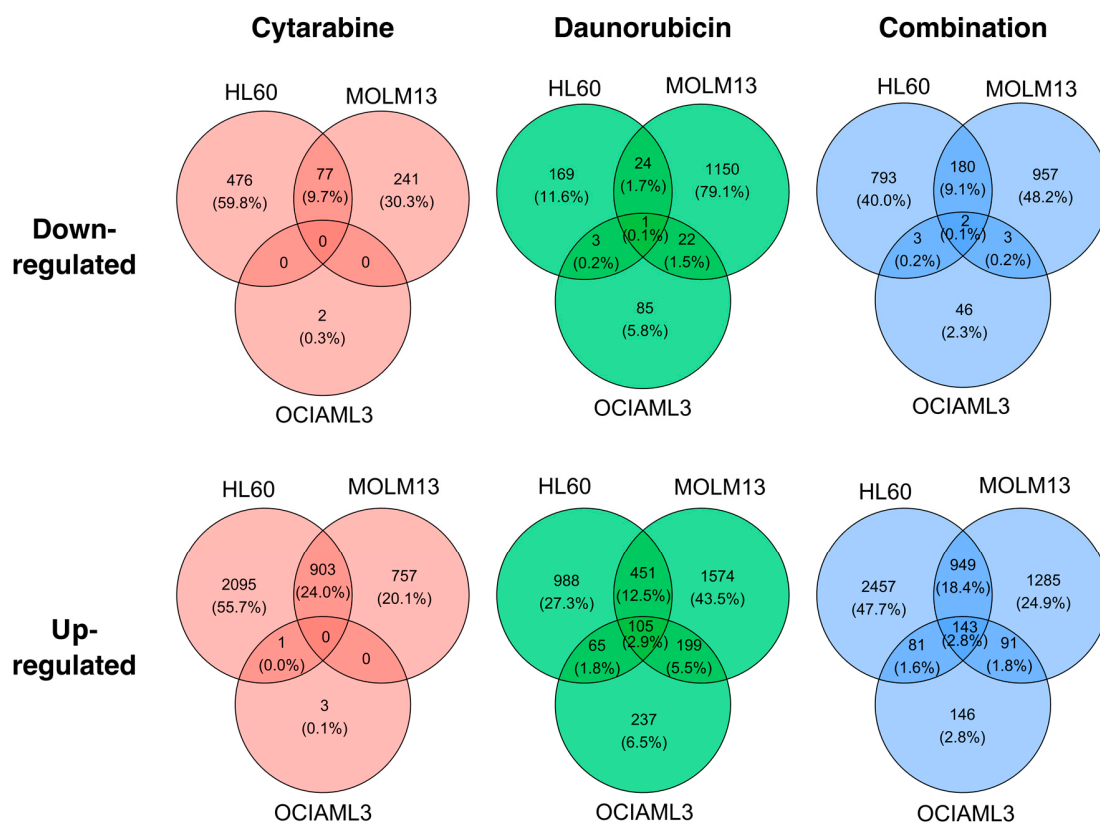

**Supplementary Figure S2. Treatment-wise overlapping gene expression changes.** The venn diagrams represent overlap between gene expression changes that occurred after treatment with cytarabine, daunorubicin, and the combination for 24 hours across all AML cell lines.

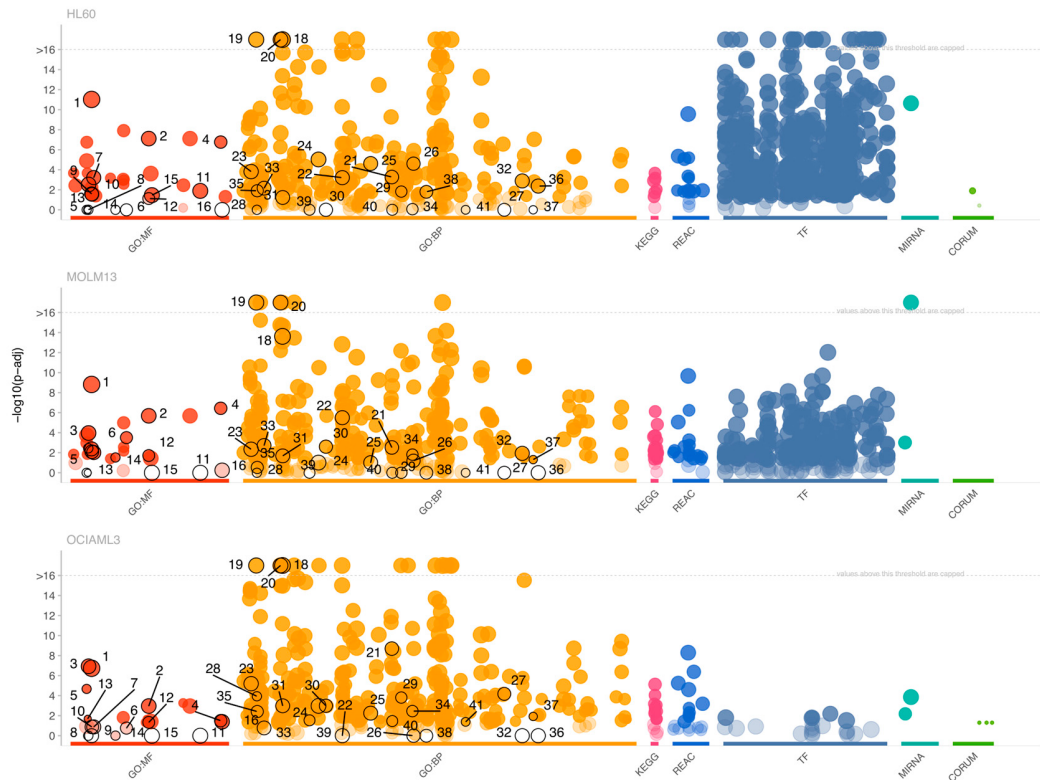

| id | source | term_id    | term_name                                                        | term_size | p_value HL60 | p_value MOLM13 | p_value OCIAML3 |
|----|--------|------------|------------------------------------------------------------------|-----------|--------------|----------------|-----------------|
| 1  | GO:MF  | GO:0005515 | protein binding                                                  | 14778     | 9.5e-12      | 1.5e-09        | 1.8e-07         |
| 2  | GO:MF  | GO:0038023 | signaling receptor activity                                      | 1489      | 7.7e-08      | 2.1e-06        | 1.1e-03         |
| 3  | GO:MF  | GO:0005102 | signaling receptor binding                                       | 1556      | 3.0e-03      | 1.1e-04        | 1.2e-07         |
| 4  | GO:MF  | GO:0140375 | immune receptor activity                                         | 142       | 1.7e-07      | 3.6e-07        | 3.2e-02         |
| 5  | GO:MF  | GO:0004875 | complement receptor activity                                     | 11        | 1.0e+00      | 1.0e+00        | 2.1e-05         |
| 6  | GO:MF  | GO:0030527 | structural constituent of chromatin                              | 101       | 1.0e+00      | 3.1e-04        | 1.7e-01         |
| 7  | GO:MF  | GO:0008289 | lipid binding                                                    | 825       | 6.1e-04      | 9.5e-03        | 1.3e-01         |
| 8  | GO:MF  | GO:0005035 | death receptor activity                                          | 13        | 1.0e+00      | 3.6e-03        | 1.0e+00         |
| 9  | GO:MF  | GO:0005509 | calcium ion binding                                              | 724       | 2.6e-02      | 4.1e-03        | 1.0e+00         |
| 10 | GO:MF  | GO:0005543 | phospholipid binding                                             | 471       | 2.9e-02      | 8.0e-03        | 1.3e-01         |
| 11 | GO:MF  | GO:0097367 | carbohydrate derivative binding                                  | 2300      | 1.3e-02      | 1.0e+00        | 1.0e+00         |
| 12 | GO:MF  | GO:0038024 | cargo receptor activity                                          | 85        | 7.5e-02      | 1.9e-02        | 4.7e-02         |
| 13 | GO:MF  | GO:0004982 | N-formyl peptide receptor activity                               | 4         | 1.0e+00      | 1.0e+00        | 2.0e-02         |
| 14 | GO:MF  | GO:0017154 | semaphorin receptor activity                                     | 12        | 1.0e+00      | 3.0e-02        | 9.7e-01         |
| 15 | GO:MF  | GO:0043168 | anion binding                                                    | 2426      | 3.5e-02      | 1.0e+00        | 1.0e+00         |
| 16 | GO:MF  | GO:0140677 | molecular function activator activity                            | 1284      | 1.0e+00      | 5.6e-01        | 4.0e-02         |
| 18 | GO:BP  | GO:0007154 | cell communication                                               | 6573      | 1.2e-28      | 2.4e-14        | 1.8e-20         |
| 19 | GO:BP  | GO:0002376 | immune system process                                            | 2683      | 2.6e-17      | 3.2e-22        | 1.2e-26         |
| 20 | GO:BP  | GO:0006952 | defense response                                                 | 1791      | 2.1e-18      | 8.1e-23        | 1.0e-21         |
| 21 | GO:BP  | GO:0042060 | wound healing                                                    | 440       | 5.4e-04      | 3.0e-03        | 2.0e-09         |
| 22 | GO:BP  | GO:0030029 | actin filament-based process                                     | 813       | 6.2e-04      | 3.2e-06        | 1.0e+00         |
| 23 | GO:BP  | GO:0001932 | regulation of protein phosphorylation                            | 1101      | 1.5e-04      | 4.5e-03        | 6.4e-06         |
| 24 | GO:BP  | GO:0016310 | phosphorylation                                                  | 1872      | 9.4e-06      | 9.7e-02        | 1.0e-03         |
| 25 | GO:BP  | GO:0034330 | cell junction organization                                       | 708       | 2.4e-05      | 9.9e-02        | 5.6e-03         |
| 26 | GO:BP  | GO:0045229 | external encapsulating structure organization                    | 324       | 2.5e-05      | 6.3e-02        | 1.0e+00         |
| 27 | GO:BP  | GO:0072593 | reactive oxygen species metabolic process                        | 225       | 1.0e+00      | 1.0e+00        | 6.6e-05         |
| 28 | GO:BP  | GO:0002430 | complement receptor mediated signaling pathway                   | 12        | 1.0e+00      | 1.0e+00        | 1.2e-04         |
| 29 | GO:BP  | GO:0043277 | apoptotic cell clearance                                         | 52        | 1.5e-02      | 1.0e+00        | 1.5e-04         |
| 30 | GO:BP  | GO:0019058 | viral life cycle                                                 | 316       | 1.0e+00      | 2.5e-03        | 1.0e-03         |
| 31 | GO:BP  | GO:0007169 | transmembrane receptor protein tyrosine kinase signaling pathway | 626       | 5.9e-02      | 2.1e-02        | 1.0e-03         |
| 32 | GO:BP  | GO:0097435 | supramolecular fiber organization                                | 814       | 1.3e-03      | 1.2e-02        | 1.0e+00         |
| 33 | GO:BP  | GO:0003013 | circulatory system process                                       | 596       | 6.9e-03      | 1.9e-03        | 1.7e-01         |
| 34 | GO:BP  | GO:0045071 | negative regulation of viral genome replication                  | 56        | 8.7e-01      | 1.5e-02        | 3.5e-03         |
| 35 | GO:BP  | GO:0002456 | T cell mediated immunity                                         | 108       | 1.3e-02      | 2.9e-01        | 3.9e-03         |
| 36 | GO:BP  | GO:0140352 | export from cell                                                 | 871       | 4.3e-03      | 1.0e+00        | 1.0e+00         |
| 37 | GO:BP  | GO:0110089 | regulation of hippocampal neuron apoptotic process               | 7         | 1.0e+00      | 4.9e-02        | 1.2e-02         |
| 38 | GO:BP  | GO:0046578 | regulation of Ras protein signal transduction                    | 201       | 1.6e-02      | 1.0e+00        | 1.0e+00         |
| 39 | GO:BP  | GO:0014002 | astrocyte development                                            | 40        | 1.0e+00      | 1.0e+00        | 2.9e-02         |
| 40 | GO:BP  | GO:0042119 | neutrophil activation                                            | 41        | 1.0e+00      | 1.0e+00        | 3.4e-02         |
| 41 | GO:BP  | GO:0060700 | regulation of ribonuclease activity                              | 9         | 1.0e+00      | 1.0e+00        | 4.2e-02         |

g:Profiler (biit.cs.ut.ee/gprofiler)

**Supplementary Figure S3. Enrichment analysis for the daunorubicin treatment.** Functional gene-set enrichment analysis performed using g:Profiler for gene ontology molecular function (GO:MF), biological processes (BP), KEGG and Reactome pathways, putative transcription factor binding sites using TRANSFAC (TF), miRNA targets, and protein complex annotation using CORUM. The highlighted and labeled circles represent significant associations. The plot has been generated using a custom function from the gprofiler2 package in R (version 0.2.2).

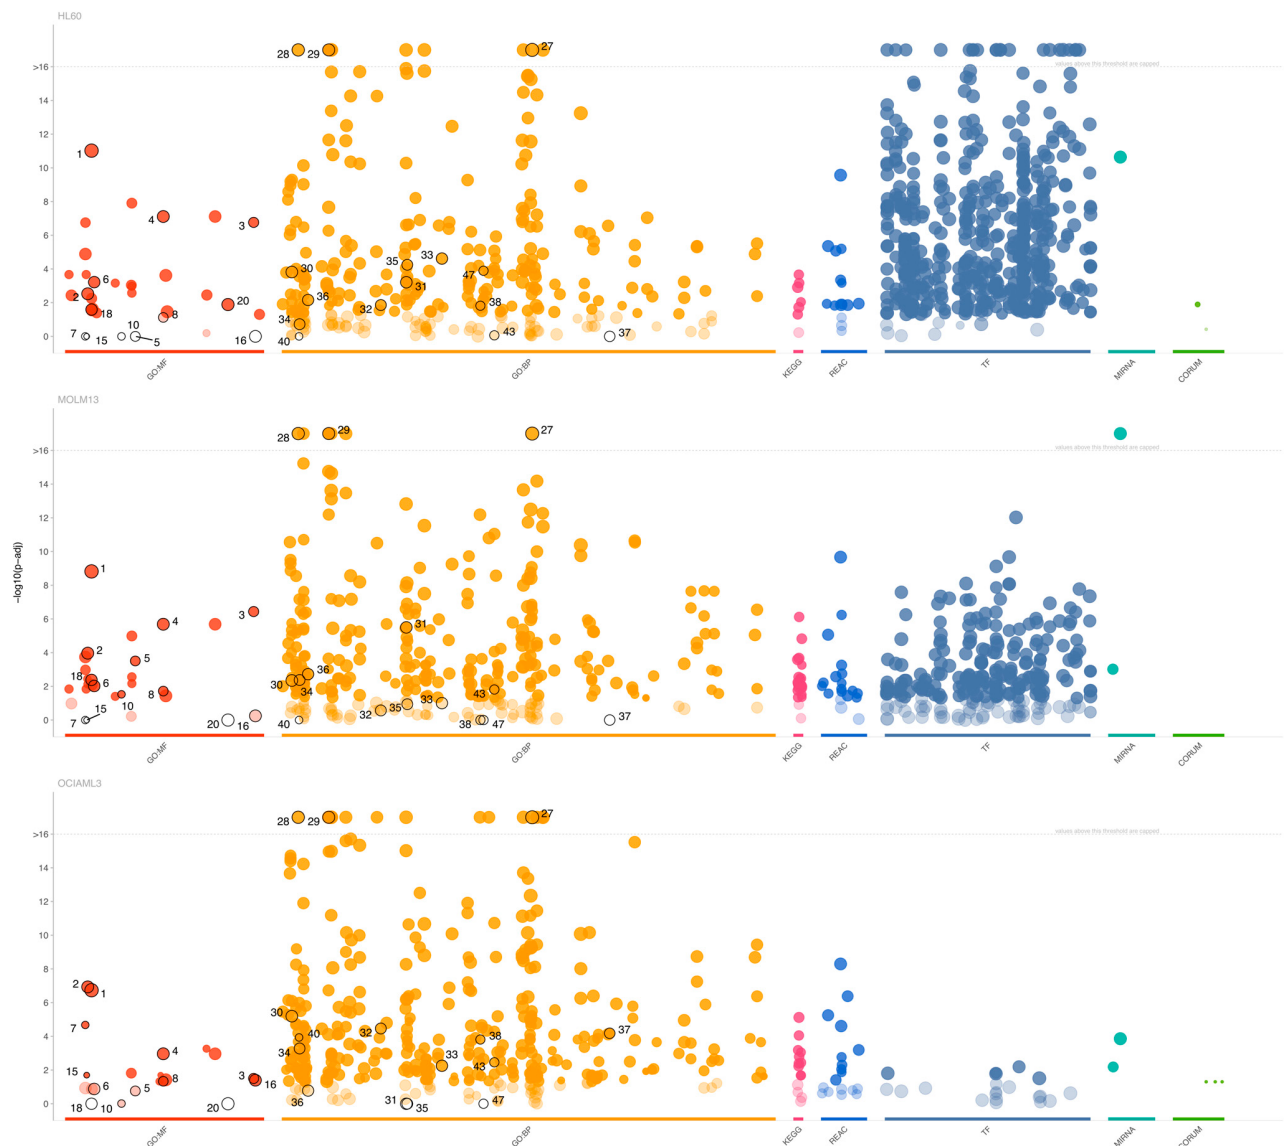

| id | source | term_id    | term_name                                                                                                                 | term_size | p_value HL60 | p_value MOLM13 | p_value OCIAML3 |
|----|--------|------------|---------------------------------------------------------------------------------------------------------------------------|-----------|--------------|----------------|-----------------|
| 1  | GO:MF  | GO:0005515 | protein binding                                                                                                           | 14778     | 9.5e-12      | 1.5e-09        | 1.8e-07         |
| 2  | GO:MF  | GO:0005102 | signaling receptor binding                                                                                                | 1556      | 3.0e-03      | 1.1e-04        | 1.2e-07         |
| 3  | GO:MF  | GO:0140375 | immune receptor activity                                                                                                  | 142       | 1.7e-07      | 3.6e-07        | 3.2e-02         |
| 4  | GO:MF  | GO:0038023 | signaling receptor activity                                                                                               | 1489      | 7.7e-08      | 2.1e-06        | 1.1e-03         |
| 5  | GO:MF  | GO:0030527 | structural constituent of chromatin                                                                                       | 101       | 1.0e+00      | 3.1e-04        | 1.7e-01         |
| 6  | GO:MF  | GO:0008289 | lipid binding                                                                                                             | 825       | 6.1e-04      | 9.5e-03        | 1.3e-01         |
| 7  | GO:MF  | GO:0004875 | complement receptor activity                                                                                              | 11        | 1.0e+00      | 1.0e+00        | 2.1e-05         |
| 8  | GO:MF  | GO:0038024 | cargo receptor activity                                                                                                   | 85        | 7.5e-02      | 1.9e-02        | 4.7e-02         |
| 10 | GO:MF  | GO:0017154 | semaphorin receptor activity                                                                                              | 12        | 1.0e+00      | 3.0e-02        | 9.7e-01         |
| 15 | GO:MF  | GO:0004982 | N-formyl peptide receptor activity                                                                                        | 4         | 1.0e+00      | 1.0e+00        | 2.0e-02         |
| 16 | GO:MF  | GO:0140677 | molecular function activator activity                                                                                     | 1284      | 1.0e+00      | 5.6e-01        | 4.0e-02         |
| 18 | GO:MF  | GO:0005509 | calcium ion binding                                                                                                       | 724       | 2.6e-02      | 4.1e-03        | 1.0e+00         |
| 20 | GO:MF  | GO:0097367 | carbohydrate derivative binding                                                                                           | 2300      | 1.3e-02      | 1.0e+00        | 1.0e+00         |
| 27 | GO:BP  | GO:0050896 | response to stimulus                                                                                                      | 9039      | 1.3e-22      | 3.1e-21        | 4.2e-26         |
| 28 | GO:BP  | GO:0002376 | immune system process                                                                                                     | 2683      | 2.6e-17      | 3.2e-22        | 1.2e-26         |
| 29 | GO:BP  | GO:0006952 | defense response                                                                                                          | 1791      | 2.1e-18      | 8.1e-23        | 1.0e-21         |
| 30 | GO:BP  | GO:0001932 | regulation of protein phosphorylation                                                                                     | 1101      | 1.5e-04      | 4.5e-03        | 6.4e-06         |
| 31 | GO:BP  | GO:0030029 | actin filament-based process                                                                                              | 813       | 6.2e-04      | 3.2e-06        | 1.0e+00         |
| 32 | GO:BP  | GO:0018212 | peptidyl-tyrosine modification                                                                                            | 381       | 1.4e-02      | 2.7e-01        | 3.4e-05         |
| 33 | GO:BP  | GO:0034330 | cell junction organization                                                                                                | 708       | 2.4e-05      | 9.9e-02        | 5.6e-03         |
| 34 | GO:BP  | GO:0002460 | adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains | 355       | 1.9e-01      | 4.2e-03        | 5.2e-04         |
| 35 | GO:BP  | GO:0030198 | extracellular matrix organization                                                                                         | 321       | 5.7e-05      | 1.1e-01        | 1.0e+00         |
| 36 | GO:BP  | GO:0003013 | circulatory system process                                                                                                | 596       | 6.9e-03      | 1.9e-03        | 1.7e-01         |
| 37 | GO:BP  | GO:0072593 | reactive oxygen species metabolic process                                                                                 | 225       | 1.0e+00      | 1.0e+00        | 6.6e-05         |
| 38 | GO:BP  | GO:0043277 | apoptotic cell clearance                                                                                                  | 52        | 1.5e-02      | 1.0e+00        | 1.5e-04         |
| 40 | GO:BP  | GO:0002430 | complement receptor mediated signaling pathway                                                                            | 12        | 1.0e+00      | 1.0e+00        | 1.2e-04         |
| 43 | GO:BP  | GO:0045071 | negative regulation of viral genome replication                                                                           | 56        | 8.7e-01      | 1.5e-02        | 3.5e-03         |
| 47 | GO:BP  | GO:0043551 | regulation of phosphatidylinositol 3-kinase activity                                                                      | 56        | 1.3e-04      | 1.0e+00        | 1.0e+00         |

g-Profiler (bit.cs.ut.ee/gprofiler)

**Supplementary Figure S4. Enrichment analysis for the combination treatment.** Functional gene-set enrichment analysis performed using g:Profiler for gene ontology molecular function (GO:MF), biological processes (BP), KEGG and Reactome pathways, putative transcription factor binding sites using TRANSFAC (TF), miRNA targets, and protein complex annotation using CORUM. The highlighted and labeled circles represent significant associations. The plot has been generated using a custom function from the gprofiler2 package in R (version 0.2.2).

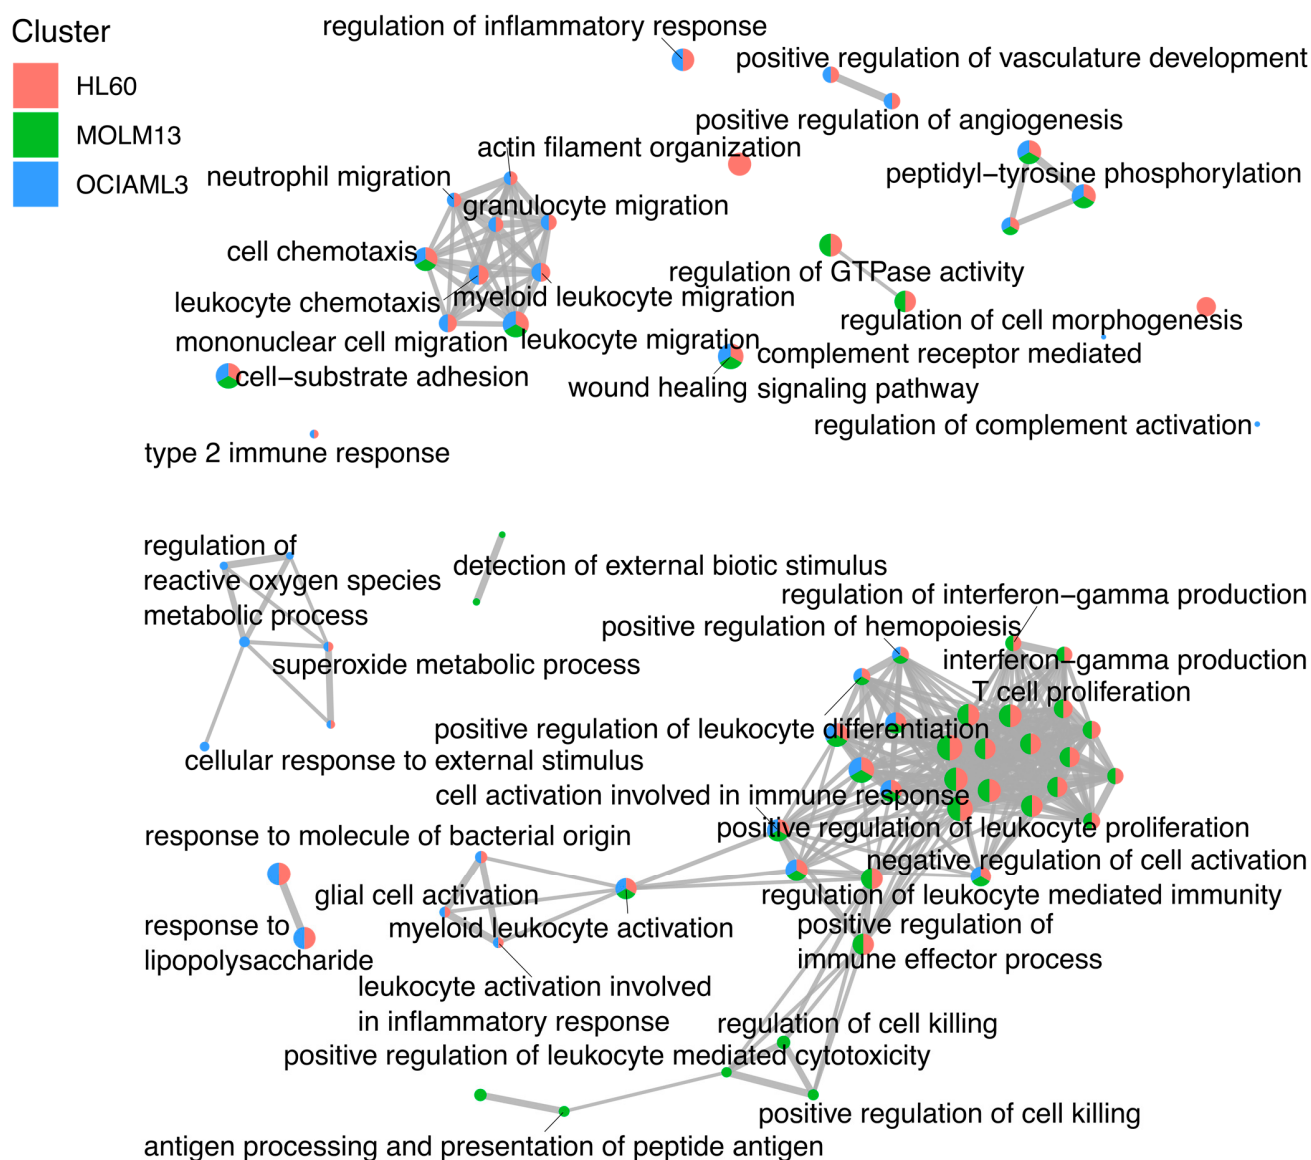

**Supplementary Figure S5. Gene network map after combination treatment.** A network map organizing enriched biological processes into a network with edges connecting overlapping gene sets. The network clustered mutually overlapping gene sets together. The clusters represent enriched biological processes after the combination treatment (cytarabine + daunorubicin) in 3 AML cell lines.

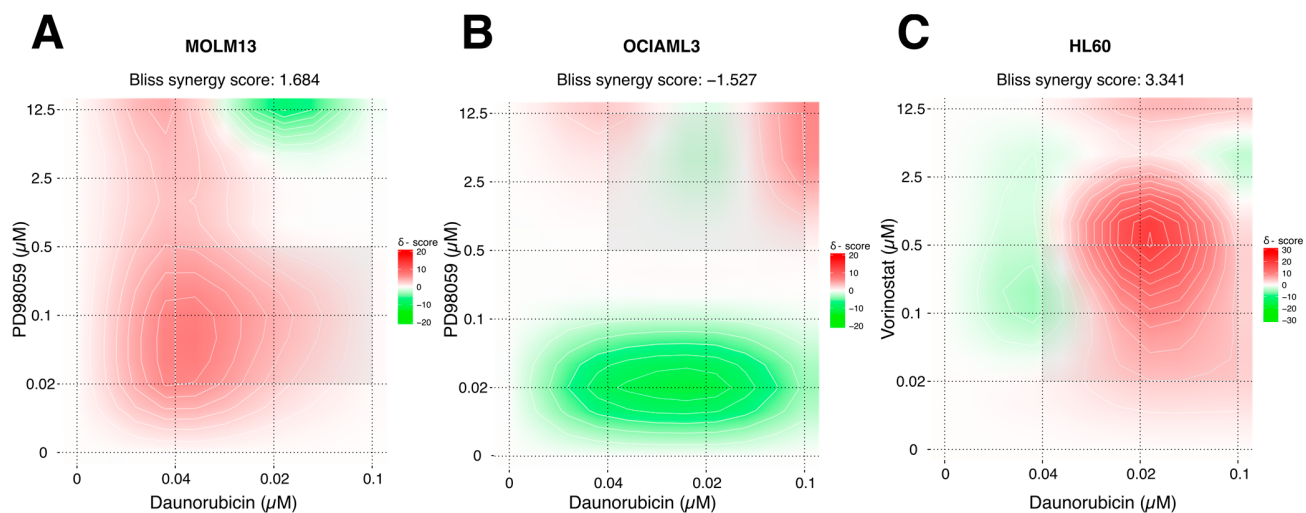

**Supplementary Figure S6. The effect of daunorubicin combinations in AML cell lines.** The contour plots representing the effect of daunorubicin combined with PD98059 in (A) MOLM13, (B) OCIAML3, and (C) the effect of daunorubicin combined with vorinostat in HL60 cells.

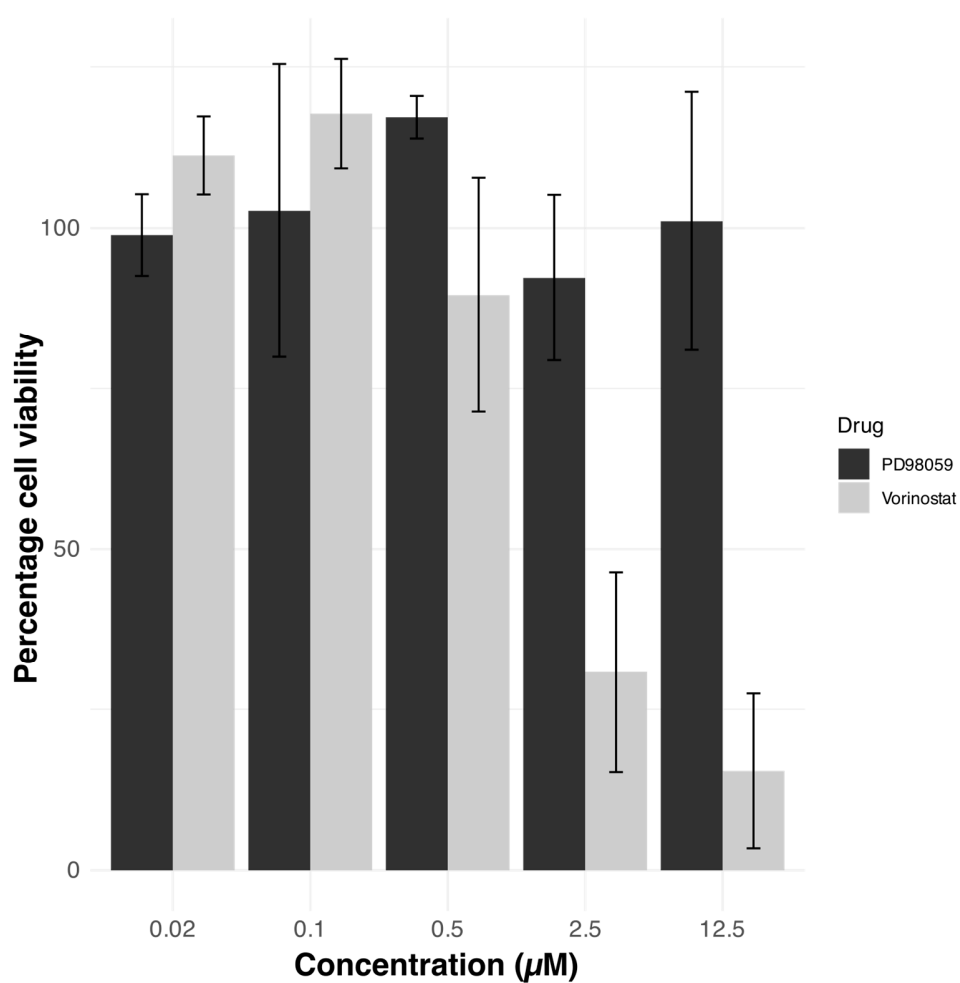

**Supplementary Figure S7. Standalone toxicity of MEK and HDAC inhibitors.** CellTiter-Glo-based percentage cell viability of HL60 cells in response to MEK inhibitor PD98059 and HDAC inhibitor vorinostat. The viability is calculated against DMSO-treated cells.

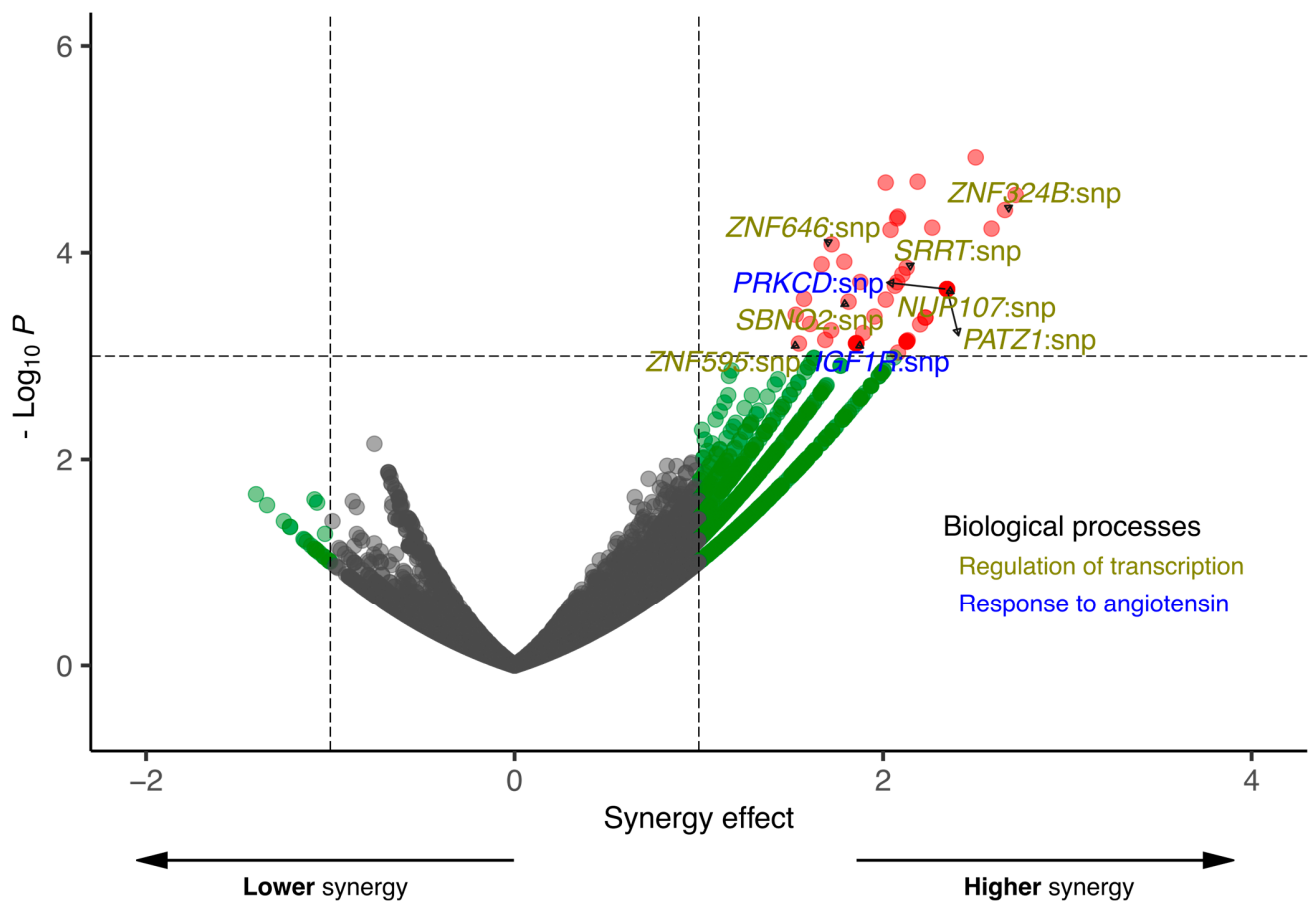

**Supplementary Figure S8. Association of genetic mutations to the daunorubicin-EGFRi synergy.**

The volcano plot representing the effect of genetic mutations on the extent of synergy to the combination of daunorubicin and EGFR inhibitor. Genetic mutations from 56 pan-cancer cell lines and Bliss synergy scores were used to fit an ANOVA model. Labeled mutations are associated with either regulation of transcription or response to angiotensin (response to chemicals) processes.

How the deposited data were processed for this re-analysis (not part of the article)

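HL60, MOLM13 and OCIAML3 cells were treated for 24 h with DMSO, 0.1 µM cytarabine, 0.02 µM daunorubicin or both drugs, with 3 samples labelled as biological replicates in each of the 12 groups. Conditions and replicate numbers were taken from the sample labels and the paper. The authors quantified the reads with Salmon 1.8.0 against an Ensembl GRCh38 transcriptome after FastQC 0.11.9, and deposited the estimated counts per transcript of each library, not normalized. The authors' deposited files also hold the TPM values that Salmon computed from the estimated counts and effective transcript lengths, which were used here only, with the effective lengths, for the transcript length offset. The paper summed transcripts to genes with tximeta and tested with edgeR 3.38.1. The paper calls the method total RNA sequencing and the submitters' notes call the libraries unstranded and paired-end; the Ensembl release and any poly(A) selection or ribosomal RNA depletion are not given in the sources used here.

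Each library lists 252199 transcripts, of which 235378 were matched by identifier to 59041 genes of GENCODE release 44 and 16821 were left out. Estimated counts were summed per gene and rounded to whole numbers. The totals of 36 libraries lay between 25067734 and 47322144 (median 32194478), and the paper states 30000000 reads. Replicate libraries were checked for duplicates by a chi-square per gene of their counts, and every pair differed by far more than the sampling noise. Genes were filtered with filterByExpr (min.count 10, min.total.count 15) and normalized by TMM in edgeR 4.0.16 under R 4.3.3, and the 12 libraries of each line were fitted alone with glmQLFit and tested with glmQLFTest with no replicate block. A gene was called at a Benjamini-Hochberg false discovery rate under 0.05 and a log2 fold change over 1 in size. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Differences between cell lines were tested as an interaction over all 36 libraries. Non-additivity was tested as the combination minus both single drugs plus DMSO, on the log2 scale. Gene lists with at least 5 members kept by the filter were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over all lists and comparisons. Of 255 list tests, 155 passed, and 1 passed with an estimated correlation (mitosis in HL60 after daunorubicin, adjusted p = 0.0453). Lists of erythroid, B cell and neuronal markers had too few kept members to be tested. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

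The sample mapping, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The rule names, for each comparison, the 10 protein-coding genes that rose most and the 10 that fell most among called genes with a mean of at least 5 CPM in the higher group and every treated library on one side of every DMSO library (which chance gives for 10% of genes at 3 against 3), every gene the paper names, members of the gene lists, the 10 genes per direction of each profile with the largest fold, and the DMSO levels of cell line markers. Some genes within this rule are not reported here. The first part of the paper's Table S1 had been read by then, and some lists are named for processes the paper reports, so they are not blind to its calls. Examples within the rule were chosen after their values were seen, with some preference for genes whose call held when 1 library was left out. Of 194 named gene values, 152 are called and 15 of these lose the call when 1 library is left out.

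Alternatives were DESeq2 1.42.0, the edgeR exact test, RLE normalization, no low-count filter, a stricter filter (at least 1 CPM in at least 3 libraries), protein-coding genes alone, the transcript length offset, all 36 libraries in 1 fit, the replicate number as a block, no fold threshold, a second reading of the profile definitions, an estimated correlation for lists, and each library left out in turn. The default of the installed edgeR turned out to be its legacy quasi-likelihood, the method of the edgeR the paper used, so it was kept for the reported values and the newer version became the alternative, decided before any result was seen. In HL60 the same replicate numbers deviate together, with correlations of same-numbered deviations of 0.314 to 0.655 over pairs of groups, so the numbers pair these samples, a pairing that comes from the data and not from the labels. After seeing that the libraries labelled OCIAML3 cytarabine replicate 3 and combination replicate 3 stand apart from the other libraries of their group, all OCIAML3 results were also computed without them, and no library was relabelled. The procedure was tested on simulated counts with 200 changed genes. With no gene changed it made 0 calls in HL60, 0 in MOLM13 and 1 in OCIAML3 for cytarabine against DMSO (14236, 15041 and 16043 genes). For the interaction it found 91% of genes changed by a fold of 3, with 8 false calls among 17874 genes. The essential-gene screen, the pathway and transcription factor enrichment of the paper and its cytotoxicity measurements were not analysed here.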

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

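The test of the histone genes against the DNA replication list, the use of the spread in the test of RNAs without a poly(A) tail, the reading of the labelings and the fit without the 2 OCIAML3 libraries were chosen after the result was seen, and the other tests in this part were set before it. The daunorubicin effect differed between HL60 and the mean of MOLM13 and OCIAML3 for 2702 of 19053 genes, by a test of the difference itself in edgeR (false discovery rate under 0.05). Of 40 drawn labelings of the daunorubicin and DMSO libraries, 1, the real one, gave as many, and the highest of the others gave 2250. These labelings move daunorubicin libraries into the DMSO groups, so the daunorubicin effect enters the contrast and their counts do not decide on chance. With a block for the paired HL60 numbers 3927 genes passed. Fits short of 1 library gave 1846 (without HL60 DMSO replicate 2) to 3185 (without OCIAML3 combination replicate 3). The rise of p53 targets was smaller in HL60: the effect was lower in HL60 for 13 of 29 genes (17 when adjusted over the list alone) and higher for 0 by edgeR. For genes of DNA replication it was higher in HL60 for 30 of 36 (34 when adjusted over the list alone), and for double-strand break repair for 16 of 31 (22 when adjusted over the list alone), both lists that fell in MOLM13. These values include the OCIAML3 libraries as labelled, and 3184 genes passed without the 2 OCIAML3 libraries.

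Replication-dependent histone genes, which make the histones deposited on newly copied DNA, moved in opposite directions after daunorubicin. Their level was low. In MOLM13 histone genes together held 0.0047% to 0.0049% of counts with DMSO and 0.0157% to 0.0329% after daunorubicin. In HL60 they held 0.0056% to 0.0073% and 0.002% to 0.0022%. Whether these captured transcripts stand for all histone mRNA of the cells was not tested. In MOLM13, of 42, 22 rose and 4 fell (23 and 4 when adjusted over the list alone), with adjusted p = 0.000966 from camera and adjusted p = 0.407 with an estimated correlation, and in HL60, of 37, 0 rose and 16 fell (0 and 24 when adjusted over the list alone), with adjusted p = 9.32e-11 from camera and adjusted p = 0.201 with an estimated correlation; the difference between lines was lower in HL60 for 21 of 50 genes (22 when adjusted over the list alone) in edgeR. A share of RNA without a poly(A) tail that moved with the treatment would carry other such RNAs along, and 6 of them were tested. In HL60 their median log2 fold change was 0.0101 (SD 0.599) against -1.69 for the histones, which argues against it for the fall there. In MOLM13 the median was 0.0339 against 1.78 for the histones, and single members ran from -7.53 to 1.11 (SD 3.21), so the bound on the median set before was too narrow to decide and this stays open for the rise there. More cells copying their DNA in MOLM13 would raise the DNA replication list, whose median log2 fold change was -1.67 (0 rose and 31 fell of 36 (0 and 32 when adjusted over the list alone), with adjusted p = 7.36e-08 from camera and adjusted p = 0.464 with an estimated correlation), which argues against that. A difference between the cell lines in how histone mRNA is made, processed or kept stays open as a hypothesis and was not tested, and the reads that these near-identical genes share leave the value of any single member uncertain.

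Several gene lists that the paper's main text does not discuss moved in HL60. Its supplementary enrichment holds related terms, such as T cell mediated immunity, and of its Table S1 only the first part was read. Of 23 ribosome biogenesis genes after the combination, 0 rose and 23 fell (0 and 23 when adjusted over the list alone), with adjusted p = 1.25e-23 from camera and adjusted p = 0.217 with an estimated correlation. The interferon response list after the combination held 18 genes, of which 11 rose and 0 fell (11 and 0 when adjusted over the list alone), with adjusted p = 1.07e-05 from camera and adjusted p = 0.217 with an estimated correlation. For 6 T and NK cell markers after cytarabine, 6 rose and 0 fell (6 and 0 when adjusted over the list alone), with adjusted p = 0.000767 from camera and adjusted p = 0.341 with an estimated correlation.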

How the results depend on the processing

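The fits without the 2 OCIAML3 libraries and with the quasi-likelihood of edgeR 4 were added to the listed alternatives, the first after seeing the data and the second before any result was seen. Over all alternatives, 895 of 996 values of 27 counts and shares stayed near the reported one (a count within 1.5 times of it, a share within its SD over comparisons or lines or its binomial interval) and 101 moved. Of 2842 values of 123 list tests, 2665 kept direction and call, 154 lost the call, 21 gained one and 2 changed direction, and of 4591 values of 194 single genes, 4466 kept both, 57 lost the call and 68 gained one. Leaving out 1 library accounts for 33 of the lost list calls and 41 of the lost gene calls, and the estimated correlation for 94 list calls. RLE normalization in place of TMM moved none of the 27 counts and shares past these limits and changed no direction or call of 123 lists and 194 genes. At totals of 25067734 to 47322144 counts, simulated genes changed by a fold of 3 were called in 100% of cases in HL60. In MOLM13 this was 92% and in OCIAML3 98%. Those changed by a fold of 2 were called in 54%, 52% and 42%, so changes near the fold threshold are often missed. Genes under the count filter were not tested. The simulated OCIAML3 rates do not describe the fit of the real libraries. There edgeR called 0 genes after daunorubicin over all libraries, while 5086 had an unadjusted p under 0.05. The 0 calls in OCIAML3 therefore do not show that large changes are absent.

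The reported values that moved under an alternative are 2630 called genes in HL60 after cytarabine, 1139 called genes in HL60 after daunorubicin, 3631 called genes in HL60 after the combination, 1316 called genes in MOLM13 after cytarabine, 2756 called genes in MOLM13 after daunorubicin, 2818 called genes in MOLM13 after the combination, 0 called genes in OCIAML3 after cytarabine, 0 called genes in OCIAML3 after daunorubicin, 0 called genes in OCIAML3 after the combination, 78.12% as the mean share of up-regulated genes, 31.43% of up-regulated genes common to the 3 treatments, 4.827% of down-regulated genes common to the 3 treatments, 0% of up-regulated genes common to the 3 lines after daunorubicin, 0% of up-regulated genes common to the 3 lines after the combination, 0% of down-regulated genes common to the 3 lines after the combination, 70 up-regulated DNRResist genes, 0 up-regulated DNRResponse genes, 22 down-regulated DNRResist genes, 0 down-regulated DNRResponse genes, 802 non-additive genes in HL60, 3049 non-additive genes in MOLM13, 0 non-additive genes in OCIAML3 and 155 list tests passed. DESeq2 gave 1 called gene in OCIAML3 after cytarabine, 324 called genes in OCIAML3 after daunorubicin, 8 called genes in OCIAML3 after the combination, 21.98% of up-regulated genes common to the 3 treatments, 3.185% of down-regulated genes common to the 3 treatments, 2.249% of up-regulated genes common to the 3 lines after daunorubicin, 72 up-regulated DNRResponse genes, 7 down-regulated DNRResponse genes, 1430 non-additive genes in HL60 and 6 non-additive genes in OCIAML3. Fitting all 36 libraries together gave 291 called genes in OCIAML3 after daunorubicin, 2 called genes in OCIAML3 after the combination, 19% of up-regulated genes common to the 3 treatments, 3.351% of down-regulated genes common to the 3 treatments, 1.612% of up-regulated genes common to the 3 lines after daunorubicin, 62 up-regulated DNRResponse genes, 35 down-regulated DNRResist genes, 6 down-regulated DNRResponse genes, 1349 non-additive genes in HL60 and 2018 non-additive genes in MOLM13. The edgeR exact test on 6 libraries gave 723 called genes in OCIAML3 after daunorubicin, 10 called genes in OCIAML3 after the combination, 18.68% of up-regulated genes common to the 3 treatments, 3.993% of down-regulated genes common to the 3 treatments, 2.671% of up-regulated genes common to the 3 lines after daunorubicin, 135 up-regulated DNRResponse genes and 21 down-regulated DNRResponse genes. With an estimated correlation there was 1 list test passed. Leaving out the 2 OCIAML3 libraries gave 701 called genes in OCIAML3 after daunorubicin, 1327 called genes in OCIAML3 after the combination, 20.95% of up-regulated genes common to the 3 treatments, 3.218% of down-regulated genes common to the 3 treatments, 2.885% of up-regulated genes common to the 3 lines after daunorubicin, 5.588% of up-regulated genes common to the 3 lines after the combination, 1.676% of down-regulated genes common to the 3 lines after the combination, 144 up-regulated DNRResponse genes and 19 down-regulated DNRResponse genes. Dropping the fold threshold gave 7121 called genes in HL60 after cytarabine, 3420 called genes in HL60 after daunorubicin, 8324 called genes in HL60 after the combination, 5656 called genes in MOLM13 after cytarabine, 8521 called genes in MOLM13 after daunorubicin, 8586 called genes in MOLM13 after the combination, 52.29% as the mean share of up-regulated genes, 36.93% of up-regulated genes common to the 3 treatments, 35.1% of down-regulated genes common to the 3 treatments, 139 up-regulated DNRResist genes and 119 down-regulated DNRResist genes. Dropping the low-count filter gave 40 down-regulated DNRResist genes and 1417 non-additive genes in HL60. Protein-coding genes alone gave 36.23% of up-regulated genes common to the 3 treatments. The quasi-likelihood of edgeR 4 gave 26.96% of up-regulated genes common to the 3 treatments and 5.946% of down-regulated genes common to the 3 treatments. The replicate block gave 33.56% of up-regulated genes common to the 3 treatments, 5.434% of down-regulated genes common to the 3 treatments and 2811 non-additive genes in HL60. The second reading of the profile definitions gave 693 up-regulated DNRResist genes and 65 down-regulated DNRResist genes. The stricter low-count filter gave 35.13% of up-regulated genes common to the 3 treatments. The transcript length offset gave 28.16% of up-regulated genes common to the 3 treatments and 441 non-additive genes in HL60. The cause of these moves was not tested, apart from the construction of 3. With no fold threshold or with the second reading fewer conditions apply, and without the 2 libraries fewer samples enter. For OCIAML3 after daunorubicin the fits with 1 library left out narrow it. Without combination replicate 3, which is in neither group of that comparison, 694 genes were called in place of 0. The 0 therefore depends on a library outside the comparison. The edgeR exact test gives no value for the difference between lines or for non-additive genes. When 1 library was left out, the ranges were 722 (without HL60 daunorubicin replicate 2) to 1396 (without HL60 daunorubicin replicate 3) called genes in HL60 after daunorubicin, 0 to 694 (without OCIAML3 combination replicate 3) called genes in OCIAML3 after daunorubicin, 0 to 1319 (without OCIAML3 combination replicate 3) called genes in OCIAML3 after the combination, 20.95 (without OCIAML3 daunorubicin replicate 1) to 33.76 (without MOLM13 DMSO replicate 2) for the share of up-regulated genes common to the 3 treatments, 3.218 (without OCIAML3 combination replicate 3) to 5.865 (without HL60 daunorubicin replicate 3) for the share of down-regulated genes common to the 3 treatments, 0 to 2.995 (without OCIAML3 combination replicate 3) for the share of up-regulated genes common to the 3 lines after daunorubicin, 0 to 5.697 (without OCIAML3 combination replicate 3) for the share of up-regulated genes common to the 3 lines after the combination, 0 to 1.426 (without OCIAML3 combination replicate 3) for the share of down-regulated genes common to the 3 lines after the combination, 0 to 140 (without OCIAML3 combination replicate 3) up-regulated DNRResponse genes, 14 (without HL60 DMSO replicate 3) to 27 (without HL60 combination replicate 1) down-regulated DNRResist genes, 0 to 19 (without OCIAML3 combination replicate 3) down-regulated DNRResponse genes, 343 (without HL60 daunorubicin replicate 2) to 1019 (without HL60 daunorubicin replicate 3) non-additive genes in HL60 and 1834 (without MOLM13 DMSO replicate 1) to 3224 (without MOLM13 combination replicate 1) non-additive genes in MOLM13. A lowest value of 0 is also the value over all libraries, and OCIAML3 after daunorubicin had 1 called gene without OCIAML3 daunorubicin replicate 1. The other counts and shares stayed near the reported value whichever library was left out. The DNA replication list in OCIAML3 after cytarabine had a median log2 fold change of -0.07 over all libraries, 0.0522 without the 2 libraries, where it passed in that direction (adjusted p = 0.0352 from camera), and 0.0518 without OCIAML3 cytarabine replicate 3, and -0.161 to 0.0518 when 1 library was left out (lowest without OCIAML3 cytarabine replicate 2).

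In fits with a replicate block, 3 of 123 list calls were lost, 1 of 194 single genes gained a call (BRCA2 in MOLM13 after daunorubicin, at -1.19 with adjusted p = 0.028 from edgeR) and 3 of 27 counts and shares moved; the block changed no other call. In OCIAML3 the correlations of same-numbered deviations fell to -0.621, between cytarabine and the combination, the groups of the 2 libraries that stand apart. Negative values lay only in the pairs of cytarabine with daunorubicin and with the combination. Between DMSO and daunorubicin, which hold neither library, they were 0.395, 0.0625 and 0.344. A pairing in OCIAML3 therefore stays open, and none was taken from the numbers. In MOLM13 the lowest, -0.101, came from replicate 3 of daunorubicin and the combination alone. Between DMSO and daunorubicin in MOLM13 the values were 0.149, 0.134 and 0.104. The mean same-numbered correlation in MOLM13, 0.129 to 0.371 over pairs of groups, lay above that of other pairs (-0.196 to -0.0636). A weaker pairing than in HL60 therefore stays open in MOLM13. The block gave 1368, 2833 and 2871 called genes in MOLM13 after cytarabine, daunorubicin and the combination, and 0, 0 and 0 in OCIAML3.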

Differences from the paper's values

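Counts here use the thresholds the paper states, and the settings counted are those listed before the data were examined; the values without the 2 OCIAML3 libraries were chosen after seeing the data. For daunorubicin in HL60 the paper gives 1806 differentially expressed genes and 1139 were called here; of the 10 listed settings, 3 no longer differed (no low-count filter, the replicate block and the fit of all 36 libraries), and 1 of 36 fits with 1 library left out (without HL60 daunorubicin replicate 3). For cytarabine in OCIAML3 the paper's count is 6 against 0 by edgeR (1 by DESeq2, 255 genes at an unadjusted p under 0.05); none of the 10 listed settings came within 1.5 times of the paper's value, and none of the 36 fits with 1 library left out did. MOLM13 cells after cytarabine have about 2000 genes in Figure 1 of the paper, read by eye, and 1316 here; of the 10 listed settings, 5 no longer differed (DESeq2, no low-count filter, the replicate block, the fit of all 36 libraries and the edgeR exact test), and 4 of 36 fits with 1 library left out (each without 1 of MOLM13 combination replicate 1, MOLM13 DMSO replicate 2, MOLM13 daunorubicin replicate 2 and MOLM13 combination replicate 2). In OCIAML3 the paper shows about 720 genes after daunorubicin in Figure 1, read by eye, against 0 by edgeR (324 by DESeq2, 723 by the edgeR exact test, 5086 at an unadjusted p under 0.05); of the 10 listed settings, 1 no longer differed (the edgeR exact test), and 1 of 36 fits with 1 library left out (without OCIAML3 combination replicate 3). After the combination it shows about 520 in Figure 1, read by eye, against 0 (8 by DESeq2, 10 by the edgeR exact test, 3873 at an unadjusted p under 0.05); none of the 10 listed settings came within 1.5 times of the paper's value, and none of the 36 fits with 1 library left out did. When the 2 OCIAML3 libraries were left out, a choice made after seeing the values, these became 701 and 1327. The first lies within 1.5 times of the paper's value. The paper's own list of these genes was not used here. Combination replicate 3 is in neither group of the daunorubicin comparison, so the 0 after daunorubicin depends on a library outside it.

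Up-regulated genes common to the 3 treatments averaged 20% in the paper and 31.43% here, where OCIAML3 gave no share; of the 10 listed settings, 4 no longer differed (DESeq2, the transcript length offset, the fit of all 36 libraries and the edgeR exact test), and 9 of 36 fits with 1 library left out (each without 1 of MOLM13 DMSO replicate 1, MOLM13 cytarabine replicate 1, MOLM13 combination replicate 1, OCIAML3 daunorubicin replicate 1, OCIAML3 combination replicate 3, HL60 daunorubicin replicate 1, HL60 DMSO replicate 2, HL60 daunorubicin replicate 2 and HL60 DMSO replicate 3). The quasi-likelihood of edgeR 4, an added setting, gave 26.96%, and the fit without the 2 OCIAML3 libraries, chosen after seeing the values, 20.95%, where OCIAML3 enters the mean at 0%, and both no longer differ. Down-regulated genes common to cytarabine and daunorubicin in HL60 made up 7.8% in the paper and 4.963% here; of the 10 listed settings, 5 no longer differed (no low-count filter, the replicate block, the fit of all 36 libraries, the edgeR exact test and protein-coding genes alone), and 2 of 36 fits with 1 library left out (each without 1 of HL60 combination replicate 2 and HL60 daunorubicin replicate 3). Across the 3 cell lines, the paper gives 0.1% common down-regulated genes after daunorubicin against 0% by edgeR; of the 10 listed settings, 3 no longer differed (DESeq2, the fit of all 36 libraries and the edgeR exact test), and 1 of 36 fits with 1 library left out (without OCIAML3 combination replicate 3). After the combination the paper's 0.1% stands against 0%; none of the 10 listed settings came within 1.5 times of the paper's value, and none of the 36 fits with 1 library left out did. Common up-regulated genes after daunorubicin were 2.9% in the paper and 0% here by edgeR, with 2.249% by DESeq2; of the 10 listed settings, 2 no longer differed (DESeq2 and the edgeR exact test), and 1 of 36 fits with 1 library left out (without OCIAML3 combination replicate 3). After the combination they were 2.8% in the paper and 0% here; none of the 10 listed settings came within 1.5 times of the paper's value, and none of the 36 fits with 1 library left out did. The fit without the 2 OCIAML3 libraries, chosen after seeing the values, gave 0.09452% common down-regulated genes after daunorubicin, and for the up-regulated genes 2.885% after daunorubicin, neither of which differs any longer, and 5.588% after the combination.

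The DNRResist profile holds 132 up-regulated genes in the paper and 70 here; of the 11 listed settings, 1 no longer differed (no fold threshold), and 1 of 36 fits with 1 library left out (without HL60 daunorubicin replicate 3). Of down-regulated genes it holds 64 in the paper and 22 here; of the 11 listed settings, 1 no longer differed (the second reading of the definition), and none of the 36 fits with 1 library left out. The DNRResponse profile holds 43 up-regulated genes in the paper and 0 here by edgeR (72 by DESeq2, 135 by the edgeR exact test); of the 11 listed settings, 1 no longer differed (the fit of all 36 libraries), and none of the 36 fits with 1 library left out. For its down-regulated genes the paper's 2 stand against 0 (7 by DESeq2, 21 by the edgeR exact test); none of the 11 listed settings came within 1.5 times of the paper's value, and none of the 36 fits with 1 library left out did. Left without the 2 OCIAML3 libraries, a choice made after seeing the values, the profile held 144 and 19.

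The paper places cell activation and differentiation among the genes raised by daunorubicin in MOLM13 and OCIAML3 and not in HL60. Of 24 genes of monocyte and macrophage differentiation in HL60, 7 rose and 0 fell (8 and 1 when adjusted over the list alone), with adjusted p = 0.0011 from camera and adjusted p = 0.408 with an estimated correlation. It reports activation of the phosphatidylinositol 3-kinase pathway after daunorubicin in HL60 alone. Of 33 genes of the pathway in HL60, 8 rose and 0 fell (9 and 0 when adjusted over the list alone), with adjusted p = 0.0766 from camera and adjusted p = 0.386 with an estimated correlation, and in MOLM13, of 33, 9 rose and 1 fell (9 and 1 when adjusted over the list alone), with adjusted p = 0.0829 from camera and adjusted p = 0.341 with an estimated correlation. The list in HL60 passed with no low-count filter (adjusted p = 0.0274 from limma) and with the transcript length offset (adjusted p = 0.0294 from limma). The list in MOLM13 passed on edgeR exact test values (adjusted p = 0.0485 from limma) and over protein-coding genes alone (adjusted p = 0.0455 from limma). It further reports these pathways as not affected by the combination in HL60. There, of 33, 14 rose and 0 fell (14 and 0 when adjusted over the list alone), with adjusted p = 0.0234 from camera. With an estimated correlation adjusted p was 0.37, and with the replicate block 0.0812. The list here also counts receptors and the inhibitor PIK3IP1, so it need not measure what the paper's terms measure. The paper's supplementary enrichment captioned for the combination does hold regulation of phosphatidylinositol 3-kinase activity in HL60. The paper describes pyrimidine catabolism as activated by cytarabine and the combination and not by daunorubicin. In HL60 after daunorubicin, of 14, 2 rose and 0 fell (3 and 0 when adjusted over the list alone), with adjusted p = 0.0493 from camera. With an estimated correlation adjusted p was 0.38, and with the replicate block 0.0908. The order of the gene counts in MOLM13, which the paper describes as rising from cytarabine to daunorubicin to the combination, was 1316, 2756 and 2818 here. The last step is a near tie that depends on the setting: the edgeR exact test gave 2797 after daunorubicin and 2743 after the combination, and leaving out MOLM13 combination replicate 3 gave 2774 and 2187.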

Other observations

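The tests of exchanged labels, of labelings within replicate numbers, of depth in the OCIAML3 libraries and of FAM120B, PDCD6-AHRR and TREM1, and the reading of the labelings and of the genes that kept a log2 fold change over 1, were chosen after the results were seen. Genes of the interferon response rose in both HL60 and MOLM13. OAS1, an antiviral enzyme, rose in HL60 from 0.76 ± 0.36 CPM to 5.08 ± 0.89 CPM (SD, n = 3) after the combination, a log2 fold change of 2.72 (standard error 0.38, adjusted p = 5.17e-05 from edgeR), and IFI6 had 2.30 (standard error 0.28, adjusted p = 1.75e-05 from edgeR) in HL60 and 1.71 (standard error 0.32, adjusted p = 0.00102 from edgeR) in MOLM13. Of 18 genes of this list in HL60, 11 rose and 0 fell (11 and 0 when adjusted over the list alone), with adjusted p = 1.78e-05 from camera and adjusted p = 0.217 with an estimated correlation after cytarabine, and 6 rose and 0 fell (7 and 0 when adjusted over the list alone), with adjusted p = 0.000242 from camera and adjusted p = 0.3 with an estimated correlation after daunorubicin. In MOLM13, of 20, 7 rose and 0 fell (7 and 0 when adjusted over the list alone), with adjusted p = 0.000643 from camera and adjusted p = 0.377 with an estimated correlation after cytarabine, 6 rose and 0 fell (6 and 0 when adjusted over the list alone), with adjusted p = 0.00903 from camera and adjusted p = 0.421 with an estimated correlation after daunorubicin, and 10 rose and 1 fell (10 and 1 when adjusted over the list alone), with adjusted p = 0.00195 from camera and adjusted p = 0.38 with an estimated correlation after the combination. In OCIAML3 over all libraries edgeR called 0 of 21 after daunorubicin (5 when adjusted over the list alone), with adjusted p = 1.26e-06 from camera and adjusted p = 0.378 with an estimated correlation, and without the 2 libraries 6 rose and 0 fell (6 and 0 when adjusted over the list alone), with adjusted p = 2.06e-06 from camera and adjusted p = 0.356 with an estimated correlation; after the combination it called 0 (3 when adjusted over the list alone), with adjusted p = 6.69e-06 from camera and adjusted p = 0.38 with an estimated correlation, and without the 2 libraries 10 rose and 0 fell (10 and 0 when adjusted over the list alone), with adjusted p = 4.2e-06 from camera and adjusted p = 0.357 with an estimated correlation. Transcripts of cytotoxic lymphocytes also rose, at low levels. PRF1, which encodes perforin, went from 0.189 ± 0.0316 CPM to 1.85 ± 0.514 CPM in HL60 after cytarabine (3.26 (standard error 0.43, adjusted p = 6.44e-05 from edgeR) on the log2 scale) and NKG7 from 4.94 ± 0.551 CPM to 23.2 ± 5.07 CPM (2.23 (standard error 0.23, adjusted p = 1.49e-05 from edgeR)), while CD3E, a chain of the T cell receptor complex, reached 0.793 ± 0.358 CPM. Of 6 T and NK cell markers in HL60, 4 rose and 0 fell (5 and 0 when adjusted over the list alone), with adjusted p = 0.00143 from camera and adjusted p = 0.358 with an estimated correlation after daunorubicin and 5 rose and 0 fell (5 and 0 when adjusted over the list alone), with adjusted p = 0.00388 from camera and adjusted p = 0.372 with an estimated correlation after the combination, and in MOLM13 after cytarabine, of 5, 4 rose and 0 fell (4 and 0 when adjusted over the list alone), with adjusted p = 0.0114 from camera and adjusted p = 0.217 with an estimated correlation. The T and NK cell markers list in HL60 after the combination lost its call in the fit of all 36 libraries, at adjusted p = 0.0749 from limma.

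Among drug targets and drug handling genes, SLC29A1 and DCK fell in MOLM13 after daunorubicin, while the list as a whole did not pass. SLC29A1, the transporter that takes up cytarabine, had a log2 fold change of -2.50 (standard error 0.37, adjusted p = 0.000211 from edgeR), and DCK, the kinase that activates it, -1.04 (standard error 0.16, adjusted p = 0.000237 from edgeR). Of 14 genes of this list, 3 rose and 4 fell (3 and 4 when adjusted over the list alone), with adjusted p = 0.816 from camera and adjusted p = 0.91 with an estimated correlation, and in HL60, of 12, 0 rose and 0 fell (1 and 0 when adjusted over the list alone), with adjusted p = 0.996 from camera and adjusted p = 0.998 with an estimated correlation. FAS, a death receptor, had 1.48 (standard error 0.15, adjusted p = 1.75e-05 from edgeR) in MOLM13 after daunorubicin. BBC3, a BH3-only promoter of apoptosis, had 1.56 (standard error 0.13, adjusted p = 8.41e-06 from edgeR) there and 2.29 (standard error 0.30, adjusted p = 3.33e-05 from edgeR) in HL60 after the combination, with PMAIP1, another such gene, at 1.33 (standard error 0.16, adjusted p = 1.61e-05 from edgeR). Of 19 apoptosis regulators, 2 rose and 1 fell (2 and 1 when adjusted over the list alone), with adjusted p = 0.698 from camera and adjusted p = 0.868 with an estimated correlation in MOLM13 after daunorubicin, and of 19, 5 rose and 0 fell (5 and 0 when adjusted over the list alone), with adjusted p = 0.0708 from camera and adjusted p = 0.408 with an estimated correlation in HL60 after the combination. Left without HL60 DMSO 1 or cytarabine 2, the apoptosis regulators list in HL60 after the combination had adjusted p = 0.0321 to 0.0403 from limma. The apoptosis regulators list in HL60 after the combination passed with no low-count filter (adjusted p = 0.0304 from limma), in the fit of all 36 libraries (adjusted p = 0.0267 from limma) and on edgeR exact test values (adjusted p = 0.0485 from limma). The 13 mitochondrially encoded mRNAs held 0 called genes by edgeR after daunorubicin in HL60 (median log2 fold change 0.12, 0 higher when adjusted over the list alone, adjusted p = 0.308 from camera and adjusted p = 0.76 with an estimated correlation) and 0 in MOLM13 (median 0.06, 0 higher when adjusted over the list alone, adjusted p = 0.424 from camera and adjusted p = 0.744 with an estimated correlation). Of 5 megakaryocyte markers in HL60 after the combination, 2 rose and 1 fell (2 and 1 when adjusted over the list alone), with adjusted p = 0.47 from camera and adjusted p = 0.576 with an estimated correlation. For 5 stromal, endothelial and epithelial markers in OCIAML3 without the 2 libraries after daunorubicin, 1 rose and 0 fell (1 and 0 when adjusted over the list alone), with adjusted p = 0.411 from camera and adjusted p = 0.544 with an estimated correlation, and too few were kept over all libraries for a test. Left without MOLM13 daunorubicin 2, DCK in MOLM13 after daunorubicin had -0.95 (adjusted p = 0.00122 from edgeR) and lost its call. The call of DCK in MOLM13 after daunorubicin also ended over protein-coding genes alone, at -0.98 (adjusted p = 0.000264 from edgeR).

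The libraries labelled OCIAML3 cytarabine replicate 3 and OCIAML3 combination replicate 3 each stand apart from the other libraries of their group: combination 3 near the DMSO libraries, and cytarabine 3 between cytarabine 1 and 2 and combination 1 and 2, near daunorubicin 3. A candidate explanation is that the labels or tubes of the 2 libraries were exchanged: over 330 genes that differ between daunorubicin and DMSO in replicates 1 and 2 (score 0 at the mean of DMSO, 1 at that of daunorubicin), cytarabine 3 scored 0.391, near daunorubicin 3 at 0.429 and below combination 1 and 2 at 1.17 and 0.901, and combination 3 scored -0.0947, which lies below the -0.0481 to 0.0637 of the DMSO and cytarabine libraries 1 and 2, as DMSO 3 did at -0.105, so this stays open. Depth, or a few genes taking the counts, was tested by thinning both libraries to the lowest total of gene counts in this line (26700000 counts) and leaving out 10 of the most abundant genes: combination 3 then scored -0.0995, against 1.17 and 0.901 for combination 1 and 2, and cytarabine 3 0.391, against at most 0.0638 for the DMSO and cytarabine libraries 1 and 2, which argues against it in both. RNA of another of the 3 cell lines is argued against, since the genes of the donor line stood at no more than 0.0106% of their level in either library. In the paper's cell death assay OCIAML3 did not respond to cytarabine and responded to the combination. That assay used separately plated cells, so it cannot tell how these 2 libraries were labelled. The tables give no way to separate exchanged labels from drugs exchanged at treatment, no biological explanation was tested, and no fit was run with exchanged labels.

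Some genes with large changes were at 0 CPM in some libraries and above 5 CPM in others of the same cell line. Reads that moved between such a gene and transcripts left out for having no gene in the annotation were tested by adding left-out transcripts of the same length: 9 of the 12 genes with such a transcript kept a log2 fold change over 1 in size in each of their comparisons (13 of 18 pairs of gene and comparison did), which had been set as the bound against this cause. That bound was wrong for most of them, so the explanation stays open: in 3 of the 9 the added transcripts changed no value and tested nothing, 3 lost more of the log2 fold change in a comparison than they kept, and 3 kept more than they lost. CD69, an early activation marker of leukocytes and one of those that lost more, fell from a log2 fold change of 7.357 to 2.727 as it went from 30.3 to 201 CPM in HL60 after cytarabine with these transcripts added. For 3 genes, FAM120B, PDCD6-AHRR and TREM1, the log2 fold change fell under 1 in size, so it may account for their change and stays open: FAM120B went from 11.7 CPM to 0 CPM after daunorubicin in HL60, and from 24.1 to 35 CPM with the transcript added. A treatment effect on the other genes stays open as a hypothesis.

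Other splits of the libraries were fitted in the same way. Each comparison of a treatment with DMSO has 10 splits of its 6 libraries, too few for a share under 0.05. In HL60 the real split gave 2630 genes after cytarabine, 1139 after daunorubicin and 3631 after the combination, each the only 1 of 10 with as many, and the highest of the others gave 0 for each. For MOLM13 the counts were 1316, 2756 and 2818, again 1 of 10, against 0, 0 and 1. For OCIAML3 the real split gave 0 each time by edgeR (255, 5086 and 3873 genes at an unadjusted p under 0.05 after cytarabine, daunorubicin and the combination; 1, 324 and 8 by DESeq2, and 723 after daunorubicin and 10 after the combination by the edgeR exact test), so all 10 of 10 splits gave as many, with 0, 1 and 1 as the highest of the others. Of 40 labelings of the 12 libraries drawn for genes whose combination effect is not the sum of the single drugs, 1 gave as many as the 802 genes of HL60 (highest other 731), where leaving out 1 library gave 343 to 1019 genes. The replicate numbers pair the HL60 samples, and with them as a block, of 40 labelings drawn within the numbers, 3 gave as many as the real 2811 (highest other 7662). In MOLM13, 3 of 40 gave as many as the 3049 real calls, and the highest other gave 6923. Counts this far over the real one point to a structure of the samples. These labelings move whole treated libraries between groups, so the treatment effects themselves enter the contrast: the counts are no measure of chance for additivity and do not decide on it in any of the 3 lines, and no other structure was tested. In OCIAML3 40 of 40 gave as many as the real 0 by edgeR (6 by DESeq2), with 2 as the highest of the others.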
